# Epididymis-specific RNase A family genes regulate fertility and small RNA processing

**DOI:** 10.1016/j.jbc.2024.107933

**Published:** 2024-10-28

**Authors:** Joshua F. Shaffer, Alka Gupta, Geetika Kharkwal, Edgardo E. Linares, Andrew D. Holmes, Julian R. Swartz, Sol Katzman, Upasna Sharma

**Keywords:** fertility, reproduction, small RNAs, ribonucleases, sperm, epididymis

## Abstract

Sperm small RNAs are implicated in intergenerational transmission of paternal environmental effects. Small RNAs generated by the cleavage of tRNAs, known as tRNA fragments (tRFs) or tRNA-derived RNAs (tDRs or tsRNAs), are an abundant class of RNAs in mature sperm and can be modulated by environmental conditions. The biogenesis of tRFs in the male reproductive tract remains poorly understood. Angiogenin, a member of the ribonuclease A superfamily (RNase A), cleaves tRNAs to generate tRFs in response to cellular stress. Four paralogs of Angiogenin, namely *Rnase9*, *Rnase10*, *Rnase11*, and *Rnase12*, are specifically expressed in the epididymis—a long, convoluted tubule where sperm mature and acquire fertility and motility. Here, by generating mice deleted for all four genes (*Rnase9-12*−/−, termed “KO” for Knock Out), we report that these genes regulate fertility and small RNA levels. KO male mice are sterile; KO sperm fertilized oocytes *in vitro* but failed to efficiently fertilize oocytes *in vivo* due to an inability of sperm to pass through the utero-tubular junction. Intriguingly, there were decreased levels of tRFs and rRNAs (rRNA-derived small RNAs or rsRNAs) in the KO epididymis and epididymal luminal fluid, although RNases 9-12 did not show ribonucleolytic activity *in vitro*. Importantly, KO sperm showed a dramatic decrease in the levels of tRFs, demonstrating a role of epididymis-specific *Rnase9-12* genes in regulating sperm small RNA composition. Together, our results reveal an unexpected role of four epididymis-specific noncanonical ribonuclease A family genes in regulating fertility and small RNA processing.

Sperm released from the testicular seminiferous tubules are not capable of fertilization; they acquire forward motility and fertilization capacity during post-testicular maturation in the epididymis (1). The epididymis is anatomically and functionally subdivided into three broad segments: caput (proximal), corpus (middle), and cauda (distal) epididymis. Mature sperm are stored in the cauda epididymis and released upon copulation *via* the vas deferens. Sperm encounter a variety of proteins, lipids, and ions in the epididymal luminal microenvironment, which is shaped by the secretory activity of the local epithelial cells (2, 3, 4, 5). While it is well established that the epididymis plays an essential role in post-testicular sperm maturation and fertility (1, 6, 7), the specific factors in the epididymal microenvironment that regulate fertility are poorly defined.

The epididymis also plays a role in shaping the RNA composition of mature sperm. The RNA payload of mature sperm is composed of a diverse set of small RNA classes, including miRNAs and piwi-interacting RNAs (piRNAs). Two of the most abundant classes of small RNAs in sperm are cleavage products of ribosomal RNAs (rRNA-derived small RNAs or rsRNAs) and fragments of tRNAs (tRFs) (8), also known as tRNA-derived small RNAs (9) or tRNA-derived RNAs (10). Recent studies revealed that sperm undergo dramatic changes in their small RNA payload during epididymal transit, while testicular sperm are highly enriched in piRNAs and mature sperm in the cauda epididymis are enriched in tRFs and rsRNAs (8, 11, 12, 13, 14). We and others reported that a subset of these newly acquired small RNAs are delivered to sperm from epididymal epithelial cells (8, 11, 14, 15, 16, 17, 18, 19). How tRFs and rsRNAs are generated in the epididymal epithelial cells remains unknown. Importantly, sperm small RNAs have been implicated in intergenerational transmission of paternal environmental effects (20, 21, 22, 23, 24). Small RNAs in mature sperm are altered in response to environmental conditions and delivered to the zygote at fertilization, where they can modulate early embryonic development. Hence, it is crucial to elucidate the biogenesis of sperm small RNAs, as it may be a target of signaling pathways that link paternal environment conditions to offspring phenotypes.

tRNA cleavage has been characterized in several biological contexts, where it is typically induced in response to stress conditions. In *Saccharomyces cerevisiae*, *Tetrahymena thermophila*, and *Arabidopsis* *thaliana*, RNase T2 family endonucleases process tRNAs (25, 26, 27), whereas in mammalian cells exposed to stress, the RNase A family member Angiogenin (encoded by *Rnase5*) cleaves tRNAs (28, 29, 30). RNase A and T2 family endonucleases leave a 2′-3′ cyclic phosphate (2′3′cP) or a 3′ phosphate (3′P) at the 3′ end of RNA, both of which can interfere with small RNA cloning protocols. T4 polynucleotide kinase (PNK) removes cyclic phosphates from the 3′ ends of RNA molecules when the reaction is carried out in the absence of ATP. We previously reported that treatment of sperm total RNA with PNK allows adapter ligation and cloning for deep sequencing of RNAs with a 2′3′cP or 3′P at the 3′ end, revealing an abundant class of 5′ tRFs of 33 to 36 nt. These tRFs are slightly longer than the 28 to 32 nt tRFs sequenced without PNK treatment. The population of longer tRFs was typically generated by cleavage within or immediately downstream of the anticodon. These data suggested that the longer tRFs are likely the initial cleavage products generated by an RNase A or RNase T2 family member at the accessible tRNA loop structures, with the previously described shorter (28–32 nt) fragments representing secondary degradation or trimmed products (8). In addition, we found that PNK treatment resulted in a dramatic increase in the levels of rsRNAs in sperm and that rsRNAs were the most abundant class of small RNAs in sperm (8). Overall, our previous studies revealed that tRFs and rsRNAs are likely generated by RNase A and/or RNase T2 endonuclease in the male reproductive tract. Indeed, recent studies showed that inflammation and stress can induce Angiogenin (31) and RNase T2 (32) expression in the epididymis and increase levels of specific tRFs in sperm. However, robust tRNA cleavage is observed in the epididymis even in the absence of stress (11). The factors involved in the biogenesis of tRFs and rsRNAs in the male reproductive tract under nonstress, physiological conditions remain unknown.

The RNase A superfamily is a vertebrate-specific gene family and consists of 13 members. While proteins within this superfamily share structural and catalytic properties, their primary sequences have undergone considerable divergence, presumably to facilitate the emergence of novel functions (33). RNases 1-8 are known as canonical members due to the presence of conserved catalytic residues and disulfide bonds, and these RNases exhibit diverse expression patterns and catalytic activity (34). Functionally, RNases 1-8 regulate catalytic activity–dependent and catalytic activity–independent processes, including RNA degradation, antimicrobial and antiviral activity, and innate immunity (29, 35, 36, 37, 38). In addition to RNases 1-8, another four RNase A paralogs—RNases 9-12—are highly and specifically expressed in different segments of the epididymis (34, 39, 40, 41, 42, 43, 44). Moreover, *Rnase 9*, *10*, *and 11* are primarily expressed in the principal cells of the epididymis (40, 43) whereas *Rnase12* was reported to be enriched in clear cells (40). Genetic studies of *Rnase10* and *Rnase9* indicate a functional role of these genes in male reproduction. Deletion of *Rnase10* resulted in a male fertility defect in the C57BL/6 strain background but not in CD1 mice, thus showing a strain-specific phenotype (45). *Rnase9* knockout mice were fertile but showed slightly reduced sperm motility immediately after release from the epididymis (46). Additionally, human RNase 9 localizes to sperm heads, and recombinant RNase 9 has antimicrobial activity (44). Whether *Rnase11* and *Rnase12* play a role in male fertility has not been investigated.

RNases 9-12 share 15 to 30% sequence identity with the canonical RNases and retain the signal peptide and three conserved disulfide bonds. Due to a lack of conserved active site sequence motifs, they are predicted to be catalytically inactive and are known as noncanonical members of the RNase A family (34). A bacterial RNase was recently discovered that adopts the same structural folds as Angiogenin and its paralogs but has no sequence similarity with RNase A family members and lacks the conserved disulfide bonds and catalytic triad characteristic of RNase A family (47). This protein was shown to possess potent RNase activity *in vitro* and *in vivo* despite having a catalytic core distinct from that found in the canonical RNase A enzymes. Moreover, Angiogenin has very weak catalytic activity (10^5^–10^6^ times lower than that of RNase 1) but can still cleave tRNAs (48, 49). These observations suggest that RNases 9-12, which are paralogs of Angiogenin, could have catalytic activity and warrant examination of the role of these proteins in RNA processing in the male reproductive tract.

Here, we deleted the genomic cluster on chromosome 14 harboring the *Rnase9, Rnase10, Rnase11, and Rnase12* genes in the FVB mouse strain background. The *Rnase9-12* KO male mice showed complete loss of fertility as they failed to generate pups when mated with WT females. The KO sperm did not fertilize oocyte *in vivo* but were capable of fertilizing oocytes *in vitro*. While KO sperm did not show any defects in morphology and number, they had motility defects, showed loss of surface peptidase protein ADAM3, and did not form clusters. All these defects can result in an inability of sperm to traverse the utero-tubular junction (UTJ). Indeed, our results show that KO sperm likely cannot reach the oocytes to fertilize due to an inability to traverse the UTJ. We found that the epididymis of KO mice had transcriptomic and proteomic changes consistent with fertility defects. Finally, we investigated whether these proteins are involved in RNA processing in the epididymis. Interestingly, tRFs and rsRNAs were downregulated in the epididymis and sperm of KO mice, demonstrating that *Rnase9-12* play a role in regulating small RNA levels in the epididymis and, thus, modulate the repertoire of small RNAs in mature sperm.

## Results

### Deletion of *the Rnase9-12* gene cluster resulted in the loss of male fertility

To study the role of *Rnase9-12* genes in the epididymis, we generated a mouse line with deletion of the genomic cluster harboring these four genes using CRISPR/Cas9 genome editing (Fig. S1*A*). The heterozygous (*Rnase9-12*^*−/+*^ or HET) and homozygous (*Rnase9-12*^*−/−*^ or KO) deletion mice showed the expected decrease in the levels of transcripts of these genes in the epididymis when compared to WT (*Rnase9-12*^*+/+*^ or WT), as seen by mRNA sequencing and quantitative real time-PCR (Figs. 1, *A*–*D* and S1*B*). These data confirmed a complete knockout of the *Rnase9-12* locus. Moreover, our mRNA-seq analysis corroborated previous studies reporting segment-specific expression of *Rnase9-12*, with *Rnase10* being expressed exclusively in the caput epididymis and *Rnase9* in the caput and corpus epididymis (40, 42, 43, 45). We monitored the genotype of mice in all subsequent experiments to ensure the knockout of all four genes.

**Figure 1:**
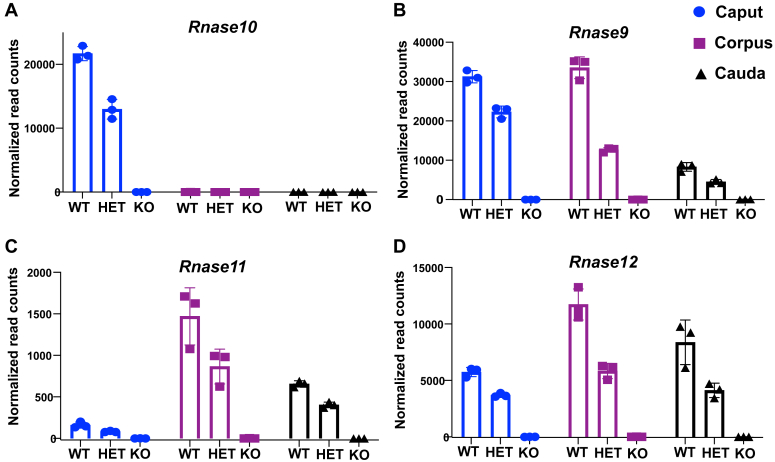
**Generation of mice with deletion of a genomic locus harboring four reproductive tract–specific RNase A family genes.** Normalized read counts of *Rnase10* (*A*), *Rnase9* (*B*), *Rnase11* (*C*), and *Rnase12* (*D*) from mRNA-seq performed on the caput, corpus, and cauda epididymis tissues of WT, heterozygous deletion (HET), and homozygous deletion (KO) males. Normalized read counts were obtained using DESeq2 analysis, and bar graphs represent read counts from three biological replicates.

At the phenotypic level, the KO mice do not show any differences in physical appearance, behavior, or weight compared to WT mice. Histology of reproductive tract tissues showed no differences in the overall morphology in KO mice compared to WT mice (data not shown). To investigate potential functional roles for these genes in reproduction, we next mated WT, HET, or KO males with WT females and *vice versa*. In matings with WT females, WT and HET males produced normal numbers of pups, while KO males failed to produce any pups; in matings with WT males, females of all three genotypes produced normal numbers of pups (Fig. 2, *A*–*C*). Over 4 to 6 months, the KO males did not produce any litters (n = 8 males). In contrast, HET males showed normal reproductive capacity, demonstrating the haplosufficiency of these four genes. These data indicate that the *Rnase9-12* genomic cluster is required for male fertility.

**Figure 2:**
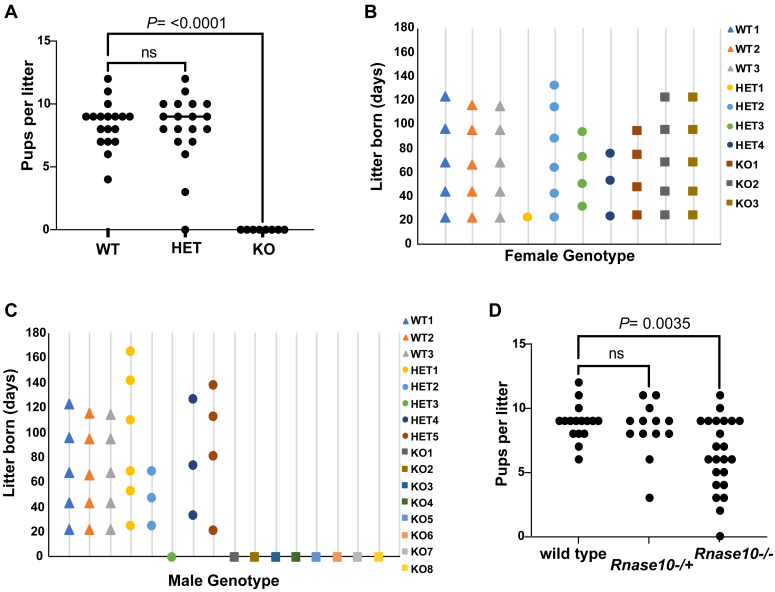
**Loss of male fertility in *Rnase9-12* KO mice.***A*, number of pups obtained per litter from a mating between WT females and males that were either WT, HET, or KO. Each data point represents an independent litter resulting from the following breeding pairs: 3 (WT male X WT female), 5 (HET male X WT female), and 8 (KO male X WT female). *B*-*C*, frequency of litters born days after the start of the breeding cages of females (*B*) or males (C) of WT, HET, and KO genotypes with WT animals of the opposite sex. *D*, number of pups obtained per litter from a mating between WT females and WT males, males heterozygous for a deletion of the *Rnase10* gene *(Rnase10* −/+), or males homozygous for a deletion of the *Rnase10* gene *(Rnase10*^*−/−*^*).* ns (not significant).

A previous study reported that *Rnase10* deletion in the C57BL/6 strain background, but not in the CD1 outbred strain, leads to fertility defects (45). The loss of fertility in KO mice in the FVB background (generated in the current study) might be due solely to the deletion of the *Rnase10* gene. We, therefore, generated mice with *Rnase10* deleted (*Rnase10*−/−) in the FVB background (Fig. S1*C*). *Rnase10*−/− males produced fewer pups per litter but did not show complete loss of fertility as observed in the KO mice (Fig. 2*D*). These data demonstrate that the sterile phenotype of the *Rnase9-12* KO males is not simply a consequence of the loss of the *Rnase10* gene and that additional genes from the *Rnase9-12* cluster impact fertility.

### *Rnase9-12* KO sperm are defective in fertilizing oocytes *in vivo* but capable of fertilizing oocytes *in vitro*

Failure of KO animals to sire litters could result from defects at multiple stages during reproduction, ranging from inability to fertilize oocytes to failure of embryos to implant to early fetal failure. Therefore, we next examined the fertilization rate of embryos produced by mating WT females with WT, HET, or KO males. Superovulated females were housed with males overnight, and the following day, oocytes were collected from the oviductal ampullae of females that displayed a copulatory plug. The oocytes were cultured *in vitro* to allow the development of fertilized oocytes until the blastocyst stage. Interestingly, while ∼60% of oocytes isolated from females mated with WT and HET males reached the 2-cell stage, only 15% of oocytes derived from mating with KO males reached the 2-cell stage; the remaining cells were primarily unfertilized oocytes. Furthermore, while embryos from WT and HET males progressed well to later stages of development, with approximately 50% reaching the blastocysts stage, most fertilized KO embryos did not progress beyond the 2-cell stage, and only 3% reached the blastocysts stage (Fig. 3*A*). These data showed that KO sperm were defective in fertilizing oocytes during natural mating.

**Figure 3:**
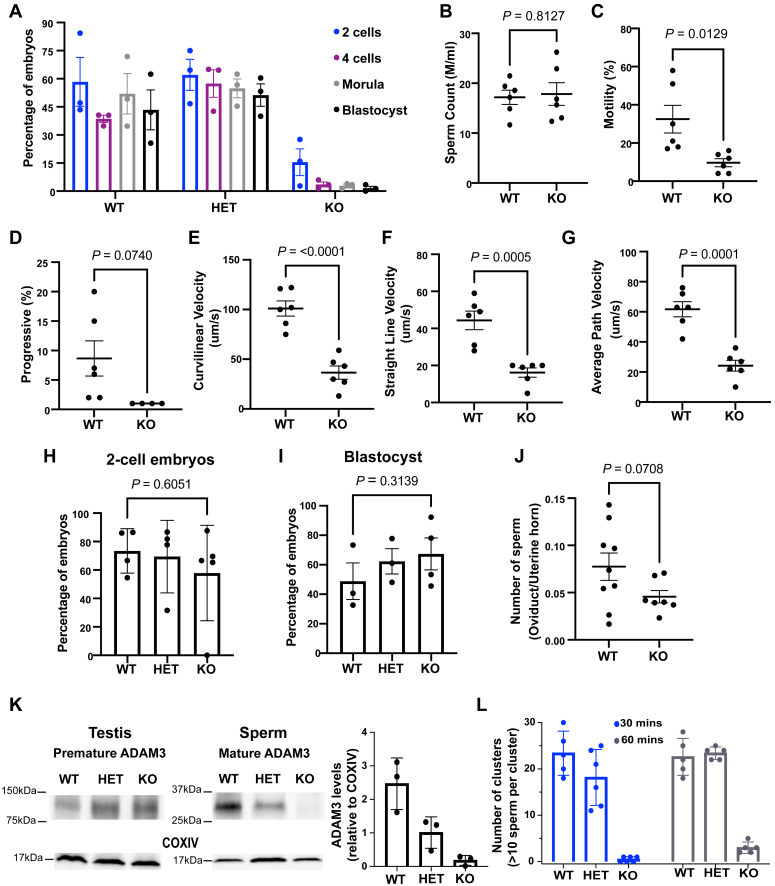
***Rnase9-12* KO sperm are incapable of fertilizing oocytes *in vivo*.***A*, percentage of embryos at specific preimplantation developmental stages. WT females were mated with WT, HET, or KO males overnight, and oocytes were collected from females that showed copulatory plugs the next day. The fertilized oocytes were allowed to develop *in vitro* to the blastocyst stage, and embryos at each stage were quantified as the percent of oocytes that reached the specific developmental stage. The experiment was performed with three males per genotype and 7–9 total females per genotype. *B*–*F*, computer-assisted sperm-analysis (CASA) of WT and KO sperm including total sperm counts (*B*), percentage of motile sperm (*C*), % progressive sperm (*D*), curvilinear velocity (*E*), straight-line velocity (*F*), and average path velocity (*G*). The *p*-values were calculated using unpaired *t* test. *H*–*I*, oocytes from WT females were *in vitro* fertilized using sperm from WT, HET, or KO males. The plots show the percentage of oocytes that developed to the 2-cell embryo stage (*H*) and the percentage of 2-cell embryos that reached the blastocyst stage (*I*). *J*, number of sperm in the oviduct as a fraction of total sperm in the uterine horns. Females were housed with WT or KO males, and 1 h after a copulatory plug was observed, oviducts and uterine horns were dissected to count the number of sperm. A few females that were housed with KO males did not show a copulatory plug and no sperm were detected in their uterine horns. Those females were not included in further analysis. *K*, Western blot analysis of mature ADAM3 protein levels in WT, HET, and KO sperm. A premature form of ADAM3 was detected in the testis (∼100 kDa), and mature ADAM3 was detected in cauda sperm (∼30 kDa). COXIV was used as a loading control. The bar graph represents the quantification of ADAM3 levels relative to COXIV in sperm from three independent biological replicates. *L*, bar graph depicting the number of sperm clusters observed in the three genotypes. Sperm aggregates (10 or more sperm per cluster) in each microscopic field were calculated in three independent biological replicates. Representative microscopic images are included in Fig. S2.

We next investigated the biological basis of the low fertilization rate by sperm from KO males. While the KO sperm counts were comparable to those from WT males (Fig. 3*B*), KO sperm displayed motility defects, including a significant decrease in percentage of motile sperm and reduced curvilinear velocity, straight line velocity, and average path velocity (n = 6) (Figs. 3, *C*–*G* and S2*A*). As sperm motility is important for *in vivo* fertilization, we next examined whether KO sperm can fertilize *in vitro*. To examine the ability of KO sperm to fertilize embryos *in vitro*, we performed *in vitro* fertilization (IVF) using oocytes collected from WT females and sperm collected from WT, HET, or KO males. Interestingly, 2-cell embryos were obtained at comparable rates in all three conditions (there was a lower number of KO sperm-derived 2-cell embryos, but the difference was not statistically significant) (Fig. 3*H*), demonstrating that KO sperm can fertilize oocytes *in vitro* but fail to do so efficiently during natural mating. Furthermore, we did not detect any significant difference in the percentage of blastocysts obtained from IVF using KO sperm compared to WT and HET sperm (Fig. 3*I*). This implies that preimplantation development was not affected in KO sperm-derived embryos generated *via* IVF.

It was previously reported that *Rnase10* deletion mice have fertility defects due to failure in sperm transit through the UTJ (45). Given that KO sperm fertilized oocytes *in vitro* but failed to fertilize *in vivo*, we examined whether KO sperm are defective in migrating through the UTJ. We mated superovulated WT females with either WT or KO males and examined the number of sperm in uterine horns, UTJ, and oviducts of the females that showed copulatory plugs. Consistent with the possibility that KO sperm do not traverse the UTJ efficiently, the oviducts and UTJs of the females that were mated with KO males had fewer sperm than those that mated with WT males (Figs. 3*J* and S2*B*). The inability of sperm to pass through the UTJ can be caused by the loss of ADAM3, a disintegrin and metallopeptidase transmembrane protein, from the surface of cauda epididymal mature sperm (50). ADAM3 is expressed as a precursor protein in the testis and gets processed to generate a smaller mature protein during the epididymal maturation of sperm. While ADAM3 precursor protein levels in the testis were comparable between the three genotypes, KO sperm had no detectable mature ADAM3 protein (Fig. 3*K*). Notably, the levels of ADAM3 were also decreased in HET mice, but the loss was not as dramatic as observed in KO sperm and was sufficient to support fertility. Moreover, KO mice showed a sperm aggregation defect; while WT and HET sperm formed clusters after release from the epididymis, KO sperm failed to form clusters (Figs. 3*L* and S2*C*). Sperm aggregation defects are also observed in *Adam3* (51) and *Rnase10* (45) deletion mice, suggesting that this phenotype is linked to ADAM3 loss. Sperm clustering has been shown to occur in the female reproductive tract and is important for sperm transit through the UTJ (52). Together, these data imply that KO sperm are defective in transiting through the UTJ likely due to reduced motility, loss of ADAM3 from sperm surface, and failure to form sperm clusters (53).

### Transcriptomic and proteomic alterations in *Rnase9-12* KO epididymis tissues

We performed transcriptome analysis on the epididymis of KO and WT mice to investigate potential pathways affected in KO mice. As expected, *Rnase9-12* were the most significantly downregulated transcripts in KO epididymis tissues than WT tissues (Fig. S3, *A*–*C*). There were 28, 330, and 113 significantly differentially expressed transcripts in the KO caput, corpus, and cauda epididymis relative to WT (*padj* value < 0.05, Log2Fold change >0.5) (Table S1), respectively. In the caput, all 28 misregulated genes were downregulated in the KO. In the corpus, roughly half (167/330) of the misregulated genes were downregulated. In the cauda epididymis, 89 of the 113 misregulated genes were downregulated (Fig. 4*A*). Notably, several downregulated genes in KO epididymides have been previously reported to regulate sperm motility and male fertility, including *Spint4*, *Spint5*, *Crisp1*, *Spinkl*, and *Kcnj16* (Fig. S3 and Table S1) (54, 55, 56, 57).

**Figure 4:**
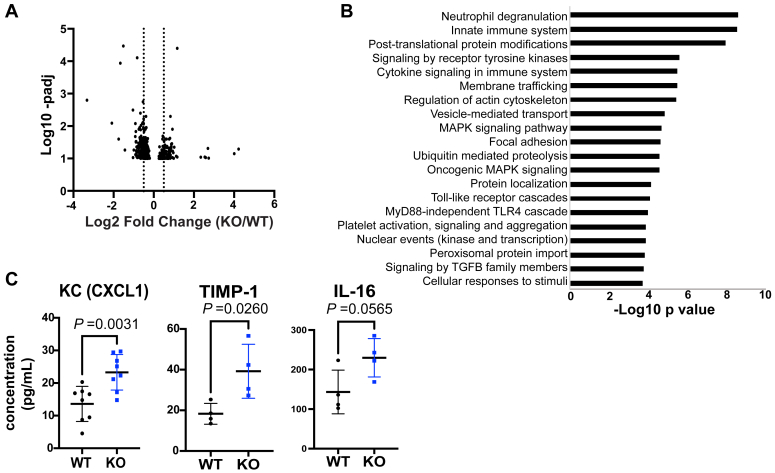
**Transcriptomic and proteomic alterations in *Rnase9-12* KO epididymides.***A*, volcano plot showing mRNA-seq results from DESeq2 analysis of significantly differentially expressed transcripts in the KO cauda epididymis relative to the WT (n = 3 biological replicates). As *Rnase9-12* genes showed the highest and most significant changes in mRNA abundance, those four genes were removed from this plot to make other changes discernable. Volcano plots with all genes in all three regions of the epididymis are included in Fig. S3. *B*, gene ontology Reactome Pathway enrichment analysis of significantly downregulated genes in cauda epididymis tissue. *C*, cytokine and chemokine levels in the cauda epididymal fluid of WT and KO mice.

Gene ontology Reactome pathway analysis of significantly downregulated genes in the cauda epididymis revealed that the top pathways overrepresented were immune system–related, including neutrophil degranulation, innate immune system, cytokine signaling in the immune system, and Toll-like receptor cascades (Fig. 4*B*). In addition, genes involved in translation, cell adhesion, and intracellular transport were over-represented in the differentially downregulated gene set (Fig. 4*B*). To determine if immune processes are altered in KO mice, we examined the levels of cytokines and chemokines in WT and KO cauda epididymides and epididymal luminal fluid. While we did not observe any significant changes in cytokine levels in the epididymis epithelial cells (data not shown), there was an increase in proinflammatory chemokine KC (CXCL1) and cytokines IL-16 and TIMP-1 in KO epididymal fluid compared to WT fluid (Figs. 4*C* and S3*D*).

Proteomic analysis using LC-MS revealed that 109, 39, and 23 proteins were significantly differentially expressed (student’s *t* test, *p*-value<0.05) in the caput, corpus, and cauda epididymis of KO mice relative to WT, respectively (Table S2). Most misregulated proteins were downregulated in the KO epididymis relative to the WT epididymis tissues. Across all three segments of the epididymis, proteins that are part of the 26S proteasome complex were downregulated, including PSMB4, PSMB5, PSMB6, PSMC3, PSME1, and PSME3. Downregulation of the 26S proteasome complex has been associated with male normozoospermic infertility in humans (58) and is involved in proper sperm capacitation and acrosome reaction (59). In addition, proteins involved in the initiation of translation and rRNA processing were downregulated, including RPL23, RPL13, RPL23a, RPL22, RPS28, RPS23, RPS21, and RPLP0. Levels of proteins involved in sperm energy generation and mitochondrial function were also reduced, such as CBR4, DLTA, PDHA2, MLYCD, IDH3A, SUCLG1, UQCRQ, UQCRSF1, COX7A2L, NDUFB8, OXSM, PGLS, ACOX1, ACOX3, L2HGDH, and PDK3. TOLLIP and STAT3, known to have anti-inflammatory functions, were downregulated in KO epididymides. Notably, antioxidants, such as GCLM and NQO1, were downregulated, suggesting that oxidative stress might result in inflammation. These data demonstrate a broad impact of *Rnase9-12* deletion on the biology of the epididymis, including a potential effect on the immune response.

### Altered levels of small RNAs in the epididymis of *Rnase9-12* KO males

RNase A family members have been implicated in the processing/cleavage of noncoding RNAs. For example, Angiogenin cleaves tRNAs to generate tRFs in response to stress (28) and inflammation (31). RNases 9-12 are predicted to be catalytically inactive based on their sequences lacking the RNase A family–specific catalytic residues (34). However, whether RNases 9-12 play a role in RNA processing has not been directly tested *in vivo* except for RNase 10 (60). Cleavage of mature tRNAs and rRNAs leads to the accumulation of tRNA and rRNA fragments (tRFs and rsRNAs) that are detectable by small RNA sequencing. To examine whether tRNA or rRNA processing is affected in the KO mice, we sequenced small RNAs after pretreatment with PNK, allowing us to capture species with 3′ ends (3′P, 2′3′cP) characteristic of RNase A cleavage products (61, 62). 

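Small RNAs of the caput, corpus and cauda epididymis were sequenced with ARM-seq, a small RNA-seq protocol for tRNA-derived RNAs. There were 3 WT replicates per segment, 3 KO replicates for the caput and for the cauda, and 2 KO replicates for the corpus. The authors trimmed the reads and mapped them with bowtie2 to the mouse genome together with mature tRNA and rRNA sequences. They counted them on tRNA fragments, rRNA sequences, rRNA repeats, genes of a piRNA gene set (called piRNAs here) and Ensembl small RNA genes. The counts were deposited without normalization. Reads that matched tRNAs best kept only their tRNA mappings, and reads that matched rRNAs and repeats best kept only those. For tRNA counts the authors used only reads specific to an amino acid and anticodon. Within these limits, a read that matched several features equally well was counted on each of them. The sum of a library's counts is therefore not its number of reads. Of the 4890 RNAs listed, 529 had the same counts as another RNA in every library. The percentages of reads in the paper's figures come from a single primary mapping per read, a step that the counts do not include, so the shares given for these libraries are shares of counts. The summed counts per library ran from 30142156 to 249732714. Their median was 83046823 in WT caput, 108065213 in KO caput, 67812789 in WT corpus, 92878068 in KO corpus, 40482735 in WT cauda and 49525719 in KO cauda epididymis. Between replicates of a group, counts differed by far more than sampling noise, with a chi-square per degree of freedom of 131 to 2925 over 16 pairs of libraries. One of the WT caput libraries, replicate 3, carries a section entry that names the cauda, whereas its title, its description and Table S3 name the caput, and it was analyzed as caput. The Rnase9-12 transcripts were not among the counted features, so the genotype of a library could not be checked from its counts. Counts were scaled with edgeR's TMM method, abundances are given as the scaled counts per library total (CPM), and 3488 RNAs passed edgeR's filter on low counts (minimum count 10, minimum total 15). All 17 libraries were fitted together, and WT and KO were compared within each segment with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. An RNA was called changed at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper's volcano plots. Shares of counts and class medians were compared with 2-sided exact permutation tests, whose smallest possible p is 0.1 for 3 against 3 libraries and 0.2 for 3 against 2. These tests cannot reach 0.05, and after Benjamini-Hochberg adjustment over all 119 comparisons of shares in tissue, fluid and sperm every adjusted p was 0.807 or higher. Over the 36 comparisons of class medians it was 0.514 or higher.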

Small RNA sequencing reads were analyzed using a modified version of the tRNA Analysis of eXpression (tRAX) analytical pipeline (63) (Experimental Procedures).

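In the WT epididymis, rsRNAs summed over rRNA sequences and rRNA repeats took 84.1% ± 1.81 (SD, n = 3) of the counts in the caput, 85.1% ± 1.19 (SD, n = 3) in the corpus and 86.5% ± 3.46 (SD, n = 3) in the cauda. Most of these counts lay on 5S rRNA and its repeats, which took 81.4% ± 0.881 (SD, n = 3) in the caput, 79.3% ± 1.62 (SD, n = 3) in the corpus and 69.2% ± 4.98 (SD, n = 3) in the cauda. snRNAs followed with 9.65% ± 2.36 (SD, n = 3), 10.4% ± 1.96 (SD, n = 3) and 9.33% ± 1.65 (SD, n = 3) of the counts in the same segments. tRFs took 4.18% ± 0.404 (SD, n = 3) in the WT caput and 2.55% ± 0.846 (SD, n = 3) in the WT corpus. The rsRNA share rested on how reads matching many rRNA repeats were counted. When the single most counted entry of each rRNA type and of each tRNA anticodon and fragment type was kept, an alternative chosen after the data were seen, rsRNAs took 20.3% ± 3.86 (SD, n = 3) of the WT caput, 27.1% ± 2.05 (SD, n = 3) of the WT corpus and 44.5% ± 4.94 (SD, n = 3) of the WT cauda counts. snRNAs, whose copies were left as counted, then took 57.6% ± 9.73 (SD, n = 3), 56.4% ± 4.95 (SD, n = 3) and 43.7% ± 2.13 (SD, n = 3).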

Consistent with our previous studies (8, 11), we detected diverse classes of small RNAs in the epididymis epithelial tissue (Fig. S4*A*), with rsRNAs having the highest abundance, consistent with our previous report (8). Interestingly, the KO cauda epididymis tissues showed reduced levels of the proportion of tRF and rsRNA reads compared to WT tissues (Fig. S4*A*), including downregulation of previously characterized functional small RNAs derived from tRNAs and rRNAs such as tRF_5′, tRF_3′, tRF_other, and 28S rsRNAs (9, 11, 13, 64, 65) (Fig. 5*A*). 

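In the cauda epididymis, tRFs took 2.69% ± 1.85 (SD, n = 3) of the counts in WT and 1.21% ± 0.776 (SD, n = 3) in KO tissue, a log2 ratio of -1.16, and the libraries of the 2 genotypes overlapped (2-sided exact permutation test, p = 0.3). With each library left out in turn, this log2 ratio ran from -1.82 to -0.45. WT and KO libraries with the same replicate number had correlated deviations (mean correlation 0.383), which these unpaired tests of shares do not use. The share of tRF_5′ was 0.606% ± 0.555 (SD, n = 3) in WT and 0.218% ± 0.171 (SD, n = 3) in KO (exact permutation test, p = 0.3). For tRF_3′ it was 1.24% ± 0.875 (SD, n = 3) and 0.626% ± 0.379 (SD, n = 3) (exact permutation test, p = 0.4), and for tRF_other 0.848% ± 0.424 (SD, n = 3) and 0.365% ± 0.228 (SD, n = 3) (exact permutation test, p = 0.2). 28S rsRNAs, counted over rRNA sequences and repeats, took 12.6% ± 0.834 (SD, n = 3) in WT and 9.02% ± 0.821 (SD, n = 3) in KO, and every KO library lay below every WT library (exact permutation test, p = 0.1). 5S rsRNAs rose to 74.1% ± 0.840 (SD, n = 3) in KO, with overlapping libraries (exact permutation test, p = 0.3), and 18S rsRNAs took 3.57% ± 0.456 (SD, n = 3) in WT and 3.40% ± 0.109 (SD, n = 3) in KO (exact permutation test, p = 0.8). Summed over all types, rsRNAs took 88.0% ± 1.63 (SD, n = 3) of the counts in KO cauda, a log2 ratio to WT of 0.024 (exact permutation test, p = 0.6). The sign of this ratio turned when the single most counted entry of each rRNA type was kept, with a log2 ratio of -0.014.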

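Of the 3488 RNAs tested, 29 were lower and 1 was higher in KO than in WT cauda epididymis, and 257 lower and 270 higher RNAs had an unadjusted p under 0.05. The 29 lower RNAs comprised 3 tRFs, all tRF_other, 20 rsRNAs, all 28S rRNA repeats, and 6 snRNAs. The higher RNA was Gm26247, a snoRNA named after its values were seen. All 30 RNAs had every KO library on the same side of every WT library, which was also the case for 17.0% of all RNAs tested, against 10% by chance. At an unadjusted p under 0.05, 170 tRFs were lower and 19 higher, and 41 rsRNAs were lower and 26 higher. tRNA-Lys-CTT-14_other fell from 2.05 ± 0.382 CPM (SD, n = 3) in WT to 0.668 ± 0.0706 (SD, n = 3) in KO, a log2 fold change of -1.60 (standard error 0.29, adjusted p = 0.00832 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). tRNA-Glu-TTC-2_other fell from 69.2 ± 15.0 CPM (SD, n = 3) to 29.2 ± 0.562 (SD, n = 3), a log2 fold change of -1.25 (standard error 0.28, adjusted p = 0.0473 from edgeR's test). The third tRF, tRNA-Glu-TTC-1_other, named after its values were seen, had a log2 fold change of -1.25 (standard error 0.28, edgeR's adjusted p = 0.0473). Its values were nearly the same as those of tRNA-Glu-TTC-2_other, and isodecoders share reads, so these calls are not independent. Among the snRNAs, Gm23518 fell from 52.9 ± 4.84 CPM (SD, n = 3) to 14.2 ± 5.59 (SD, n = 3), a log2 fold change of -1.89 (standard error 0.34, adjusted p = 0.0081 from edgeR's test), and Gm24200 from 77.3 ± 9.57 (SD, n = 3) to 24.6 ± 9.51 (SD, n = 3), a log2 fold change of -1.65 (standard error 0.35, adjusted p = 0.0423). WT and KO libraries with the same replicate number shared deviations from their group means, with a mean correlation of 0.383 over 3 pairs. With the replicate number as a block in the model, 124 RNAs were lower and 202 higher, among them 69 lower and 17 higher tRFs and 38 lower and 7 higher rsRNAs. When the single most counted entry of each rRNA type and of each tRNA anticodon and fragment type was kept, an alternative chosen after the data were seen, no RNA was called changed, and 254 RNAs had an unadjusted p under 0.05.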

Consistently, differential gene expression analysis revealed that the most significantly altered small RNAs in the KO cauda epididymis relative to the WT were tRFs and rsRNAs, which were mostly downregulated (Fig. 5, *B* and *C*). 

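In the cauda epididymis, 515 of the 606 tRFs tested had a negative log2 fold change, with a median of -0.56 and quartiles of -0.88 and -0.29, against a median of 0.12 over all RNAs. These tRFs are not independent of each other, since isodecoders share reads. Per library, the median log2 CPM of these tRFs was 3.12 ± 0.296 (SD, n = 3) in WT and 2.56 ± 0.314 (SD, n = 3) in KO, with 2 of the 3 KO libraries below every WT library (2-sided exact permutation test, p = 0.2, adjusted p = 0.720). The KO library had the lower median in each of the 3 same-numbered pairs, whose deviations were correlated (mean correlation 0.383), which this unpaired test does not use. The median log2 fold change was -0.52 for tRF_5′, negative for 158 of 199, and -0.44 for tRF_3′, negative for 147 of 197. For tRF_other it was -0.74, and all 210 were negative. When libraries were scaled by their total counts in place of TMM, the median log2 fold change of tRFs was -1.11, and the median over all RNAs moved by -0.55.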

Examining changes in the abundance of all tRFs (5′, 3′, and other), we observed an overall decrease in the KO cauda epididymis relative to the WT (Fig. 5*D*). 

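Of the 713 rsRNAs tested in the cauda epididymis, 706 were rRNA repeats, the partial rRNA copies that RepeatMasker annotates in the genome, and 7 were rRNA sequences. The 20 rsRNAs called lower in KO all belonged to the 165 28S rRNA repeats. Over the 28S repeats the median log2 fold change was -0.59, and 130 of the 165 were negative. None of the 31 18S repeats and none of the 510 5S repeats was called changed, and at an unadjusted p under 0.05 there were 3 lower and 1 higher 18S repeats and 0 lower and 21 higher 5S repeats. The repeat rmsk_28S_390 fell from 534 ± 193 CPM (SD, n = 3) in WT to 99.0 ± 17.1 (SD, n = 3) in KO, a log2 fold change of -2.43 (standard error 0.35, adjusted p = 0.00168 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The repeat rmsk_28S_880 fell from 374 ± 171 CPM (SD, n = 3) to 48.4 ± 9.43 (SD, n = 3), a log2 fold change of -2.95 (standard error 0.44, edgeR's adjusted p = 0.00168). The 20 repeats together took 0.776% of the WT cauda counts and are not independent measurements, since reads that match several copies were counted on each. None of the 7 rRNA sequences was called changed, and 0 were lower and 2 higher at an unadjusted p under 0.05. The log2 fold changes of nuclear rRNA sequences were 0.23 for 28S_rRNA_1 (standard error 0.42, adjusted p = 0.847), 0.22 for 28S_rRNA_2 (standard error 0.43, adjusted p = 0.856), 0.55 for 18S_rRNA (standard error 0.47, adjusted p = 0.611), 0.63 for 5S_rRNA (standard error 0.44, adjusted p = 0.533) and 0.34 for 5_8S_rRNA (standard error 0.39, adjusted p = 0.722), all from edgeR's test. Scaled by total counts, they became -0.32 for 28S_rRNA_1, -0.33 for 28S_rRNA_2, -0.027 for 18S_rRNA and -0.31 for 5_8S_rRNA. The 2 mitochondrial rRNA sequences, named after their values were seen, changed the most and were higher in KO, with log2 fold changes of 1.73 for LSU_mito (standard error 0.45, edgeR's adjusted p = 0.0940) and 1.68 for SSU_mito (standard error 0.46, edgeR's adjusted p = 0.0994). Over 9 settings of edgeR and DESeq2 their log2 fold changes ran from 1.20 to 1.74 and from 1.13 to 1.69, and their adjusted p from 0.00280 to 0.209 and from 0.00195 to 0.203, with both called with the replicate number as a block and in DESeq2 with and without a prior. The median log2 fold change of rsRNAs, cauda epididymis, was 0.14 over all 713, and it turned to -0.31 with scaling by total counts, to -0.17 with TMM factors taken from RNAs other than tRFs, tRNAs and rsRNAs, and to -0.046 without the filter on low counts.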

Further examination of subtypes of rsRNAs revealed that rsRNAs derived from rRNA repeats (66, 67) were most significantly differentially expressed between WT and KO tissues. Northern blot analysis also revealed reduced levels of a 5′fragment of tRNA-Valine and specific rsRNAs derived from 5S rRNA in KO cauda epididymides (Fig. 5*F*). Moreover, we observed an overall increase in longer (>40 nts) RNA molecules for both tRF reads and all other small RNA (primarily rsRNA) reads in the KO cauda epididymides compared to WT (Fig. 5*E*). Although the small RNA sequencing method used here only captures a fraction of full-length tRNAs, consistent with the hypothesis that the increased levels of longer RNAs in KO cauda epididymides are due to less tRNA cleavage, we detected subtle upregulation of full-length tRNAs in the KO cauda epididymides (Figs. 5*B* and S4*D*). 

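Counts on full-length tRNAs were few, taking 0.00796% ± 0.00495 (SD, n = 3) of all counts in WT and 0.00774% ± 0.00141 (SD, n = 3) in KO cauda epididymis (2-sided exact permutation test, p = 1). Of the 53 full-length tRNAs tested, 47 had a positive log2 fold change, and the median was 0.62. None was called changed, and 3 were higher at an unadjusted p under 0.05. Their median log2 CPM was -1.28 ± 0.288 (SD, n = 3) in WT and -0.69 ± 0.951 (SD, n = 3) in KO libraries, with 2 of the 3 KO libraries above every WT library and the third, replicate 3 at -1.74, below every WT library (exact permutation test, p = 0.4, adjusted p = 0.758). With scaling by total counts, the median log2 fold change was -0.10.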

Focusing on tRFs, we found that numerous tRFs previously described to be highly abundant in the epididymis and mature sperm were downregulated, including fragments of tRNA-Gly-GCC, tRNA-Gly-CCC, tRNA-Val-CAC, tRNA-Val-AAC, tRNA-Gln-TTG, and tRNA-Glu-TTC (Fig. 5*G*) (11, 68). 

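Fragments of each of these 6 anticodons were summed over isodecoders by fragment type, which gave 18 sums, and all 18 were lower in KO cauda epididymis, with log2 fold changes from -2.20 for Glu-TTC tRF_5′ to -0.62 for Gly-GCC tRF_3′. These fold changes and p-values came from a model of the summed counts with its own TMM factors. The CPM below were scaled with the factors of the main model. WT and KO therefore differ less in CPM than these fold changes state. Val-CAC tRF_other had 35.0 ± 5.49 CPM (SD, n = 3) in WT and 19.8 ± 0.969 (SD, n = 3) in KO, with a log2 fold change of -1.18. Isodecoders share reads, so a read can enter a sum more than once. The 6 tRF_other sums had adjusted p-values from 0.00529 to 0.0468, log2 fold changes below -1, and every KO library below every WT library. The 12 sums of tRF_5′ and tRF_3′ had adjusted p-values from 0.0511 to 0.603 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these 12 sums, 11 were lower in KO in each of the 3 same-numbered pairs of libraries, whose deviations were correlated (mean correlation 0.383). With the replicate number as a block, 9 of the 12 had an adjusted p under 0.05, and with DESeq2 default settings 5 of the 12, as had all 6 tRF_other sums under both. Gly-GCC tRF_other fell from 1691 ± 132 CPM (SD, n = 3) in WT to 851 ± 249 (SD, n = 3) in KO, a log2 fold change of -1.36 (standard error 0.31, edgeR's adjusted p = 0.0320). Over 7 settings its adjusted p ran from 0.000413 to 0.359. Gly-GCC tRF_5′, more abundant in WT with 2481 ± 1771 CPM (SD, n = 3), was 1055 ± 632 (SD, n = 3) in KO, a log2 fold change of -1.55 (standard error 0.73, edgeR's adjusted p = 0.380), and its libraries overlapped, although KO was lower in each of the 3 pairs. Its adjusted p ran from 0.00055 with the replicate block in edgeR to 0.570 with scaling by total counts, and that of Glu-TTC tRF_5′ from 1.76e-05 to 0.339 under the same 2 settings. Glu-TTC tRF_other fell from 147 ± 32.1 CPM (SD, n = 3) to 64.5 ± 0.863 (SD, n = 3), a log2 fold change of -1.54 (standard error 0.28, edgeR's adjusted p = 0.00529). Of the 40 tRFs listed in Fig. 5G, 35 were lower and 5 higher in KO, with a median log2 fold change of -1.03 (range -2.08 to 1.61). All 40 had an unadjusted p under 0.05, 40 passed an adjustment over the list alone and 3 passed the adjustment over all RNAs tested. The list holds the paper's own calls on the same libraries.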

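In the caput epididymis, no RNA was called changed, and 23 lower and 11 higher RNAs had an unadjusted p under 0.05, among them 1 lower and 4 higher tRFs and 11 lower and 1 higher rsRNAs. In the corpus epididymis, where KO had 2 replicates, no RNA was called changed either, and 252 lower and 27 higher RNAs had an unadjusted p under 0.05, among them 2 lower and 20 higher tRFs and 63 lower and 3 higher rsRNAs. The smallest adjusted p was 1.00 in the caput and 0.238 in the corpus (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 with its default settings called 24 RNAs lower in the corpus, 9 of them rsRNAs and 0 of them tRFs. In the caput, WT and KO libraries with the same replicate number had correlated deviations (mean correlation 0.423), and with the replicate number as a block no RNA was called changed, with 126 at an unadjusted p under 0.05. Every KO corpus library had a lower share of 28S rsRNAs than every WT corpus library, 2.32% ± 0.0858 (SD, n = 2) against 3.90% ± 0.0775 (SD, n = 3) (2-sided exact permutation test, p = 0.2). tRFs took 3.77% ± 1.28 (SD, n = 3) of the KO caput counts (exact permutation test against WT, p = 0.6) and 2.07% ± 0.0990 (SD, n = 2) of the KO corpus counts (exact permutation test, p = 0.6). Among the parts of tRNAs in the corpus, tRF_5′ took 0.265% ± 0.00471 (SD, n = 2) in KO against 0.489% ± 0.301 (SD, n = 3) in WT, a log2 ratio of -0.88, with every KO library below every WT library (exact permutation test, p = 0.2), while tRF_3′ took 1.03% in KO (exact permutation test, p = 0.4) and tRF_other 0.776% (exact permutation test, p = 1). The median log2 fold change of the 606 tRFs was -0.0023 in the caput, where 305 were negative, and 0.059 in the corpus, where 258 were negative. It changed sign to 0.0053 in the caput with the replicate block, and in the corpus to -0.24 with scaling by total counts and to -0.015 when the corpus libraries were fitted alone.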

Downregulation of numerous tRFs and rsRNAs was also observed in the caput and corpus epididymis, albeit fewer small RNAs showed significant changes in these tissues (Fig. S4, *B* and *C*). 

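Across the segments, the median log2 fold change of the 165 28S rRNA repeats was -0.46 in the caput, with 148 negative, and -1.18 in the corpus, with 152 negative. A direct test of whether the KO effect in the cauda differed from that in the caput called 0 of the 3488 RNAs, with 211 at an unadjusted p under 0.05 and a smallest adjusted p of 0.342 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block, 16 RNAs differed, and all 16 were lowered more in the cauda. From lower tRF and rsRNA levels in the KO epididymis, the paper proposes that these small RNAs are formed less or are less stable without the Rnase9-12 cluster.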

Together, these data demonstrated that KO epididymides had reduced levels of tRFs and rsRNAs, suggesting that loss of the *Rnase9-12* gene cluster causes reduced biogenesis and/or reduced stability of those two classes of small RNAs.

**Figure 5:**
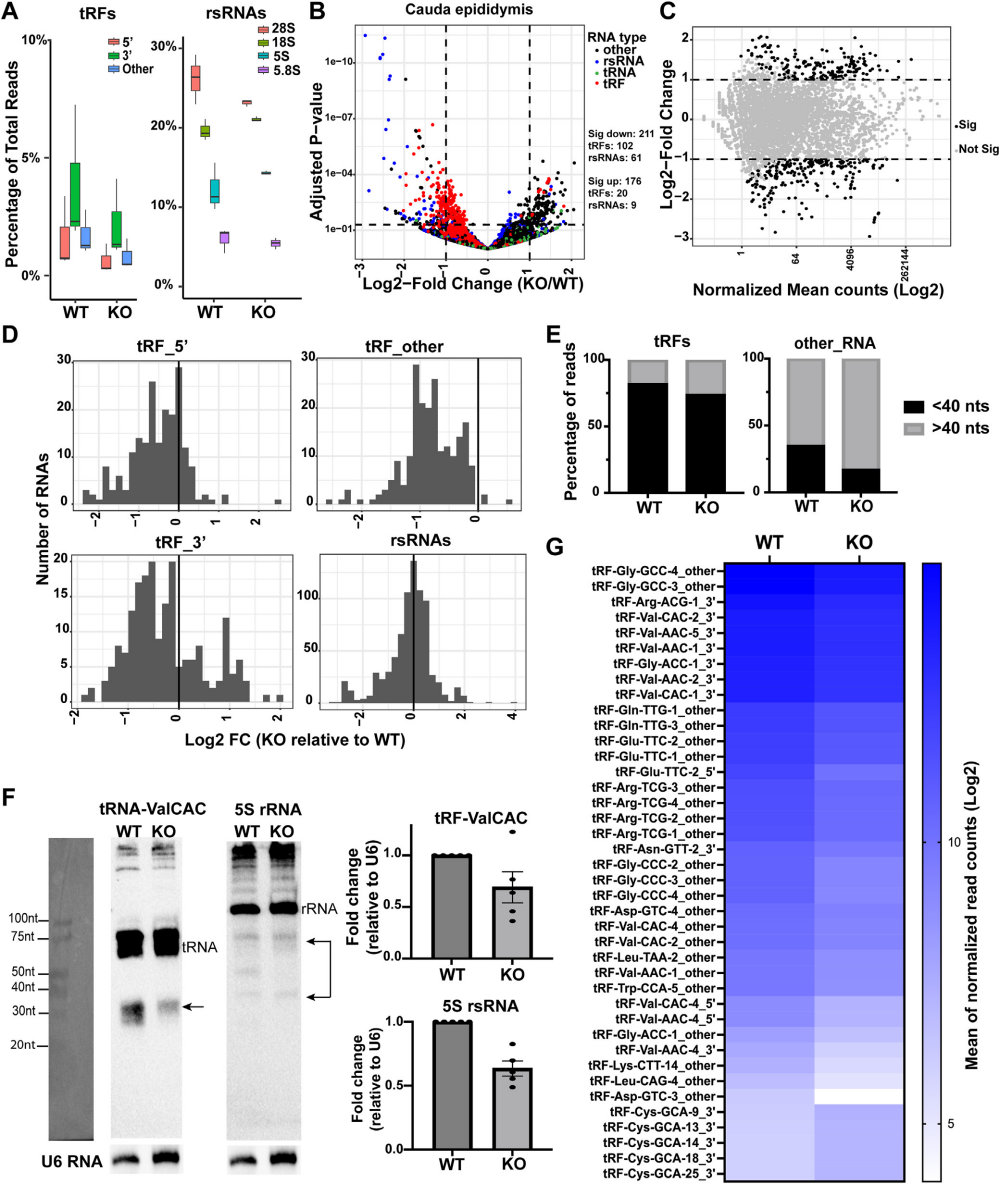
**Small RNA abundance changes in the *Rnase9-12* KO epididymis.***A*, percentage of reads of different subtypes of tRFs and rsRNAs in the cauda epididymis tissues of WT and KO mice (n = 3 biological replicates). The box plots show percentage of all mapped reads (including reads that do not map to any annotated features). The proportion of reads from all annotated RNA types is included in Fig. S4*A*, which shows percentage of reads excluding unannotated reads (accounting for 12–20% percent of mapped reads in different samples). *B*, volcano plot showing differentially expressed small RNAs in the KO cauda epididymis relative to the WT cauda epididymis. tRFs are labeled *red*, tRNAs are *green*, rsRNAs are *blue*, and all other RNAs are *black*. The *dashed* lines show the cut-off used for calling significantly differentially expressed transcripts. The number of significantly differentially expressed transcripts (Log2Fold change >1 and padj value < 0.05) as determined by DESeq2 analysis are shown in the *right* panel. *C*, MA plot showing log2-fold change *versus* normalized mean counts, with significantly differentially expressed RNAs in *black* and nonsignificant RNAs in *gray* (significance cut-off is Log2 fold change of one or more and padj value < 0.05). *D*, histograms showing tRF (tRF_5′, tRF_3′, and tRF_other) and rsRNA abundance changes in KO cauda epididymis relative to the WT. The X-axis shows the log2 fold change of the median of normalized reads, and the Y-axis shows the total count of tRFs or rsRNAs. *E*, percentage of tRF and all other small RNA reads longer than 40 nts (>40 nts) or less than 40 nts (<40 nts). Notably, the KO cauda epididymis showed a higher abundance of >40 nts reads. *F*, Northern blot analysis of fragments derived from tRNA-ValCAC and 5S rRNA. Arrows indicate the fragments that were quantified. For 5S rsRNAs, three different fragments were detected with one of those showing a dramatic decrease in the KO tissues. Shown here is a representative RNA blot sequentially probed in the following order: U6 > tRFValCAC > 5S rsRNA. It should be noted that the same U6 RNA blot image is shown below tRFValCAC and 5S rRNA blots as the same U6 control is used for quantification of these two RNAs. The leftmost gel image is the image of the RNA ladder imaged under a trans-white light setting for the estimation of the molecular weight of the RNA bands. Bar graph shows quantification of tRF-ValCAC and 5S rsRNA levels relative to U6. *G*, heatmap showing log2 mean of normalized read counts of top 40 tRFs significantly differentially expressed between KO and WT cauda epididymides.

RNase A family proteins are secreted extracellular proteins. RNase1 was recently shown to regulate levels of extracellular tRFs and Y-RNA fragments (36). Moreover, porcine ortholog of *Rnase10* was identified as the most abundant secreted protein in the proximal epididymis (69). Therefore, we investigated if the extracellular RNA (exRNA) landscape is altered in KO mice. We isolated RNA from epididymal luminal fluid after removing sperm, extracellular vesicles, and any other cellular fractions from the fluid. 

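Small RNAs of the fluid were sequenced with OTTR-seq, in which a reverse transcriptase joins the adapters during cDNA synthesis instead of a ligase. RNA of 3 mice was pooled for each replicate, and there were 3 replicates per genotype for the caput, corpus and cauda fluid, 18 libraries in all. The authors mapped and counted the reads as for the epididymis tissue, and the deposited counts are again not normalized, with 605 of the 3178 RNAs listed having the same counts as another RNA in every library. The summed counts per library ran from 1948718 to 12320922. Their median was 8117232 in WT and 9344789 in KO caput fluid, 6752462 in WT and 2474993 in KO corpus fluid, and 10206828 in WT and 7867473 in KO cauda fluid, so the KO corpus libraries were the shallowest. All 6 caput fluid libraries carry a section entry that names the cauda, whereas their titles, their descriptions and Table S3 name the caput, and they were analyzed as caput fluid. Between replicates, the chi-square per degree of freedom was 26.5 to 674 over 18 pairs of libraries. The filter on low counts left 2023 RNAs, which were tested as for the tissue with all 18 libraries in one model.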

Small RNA bioanalyzer analysis of exRNAs showed that caput and corpus epididymal fluid contained an almost equal proportion of 20-40 nts and 70-80 nts size RNA peaks. In contrast, cauda epididymal fluid had a higher abundance of 20-40 nts size RNAs (Fig. S5), suggesting increased RNA processing or higher stability of <40 nts size RNAs in the distal cauda epididymal fluid. 

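In WT epididymal fluid, tRFs took 77.0% ± 1.53 (SD, n = 3) of the counts in the caput, 78.9% ± 4.30 (SD, n = 3) in the corpus and 82.7% ± 4.64 (SD, n = 3) in the cauda. tRF_5′ and tRF_3′ made up most of them, with 31.8% ± 2.02 (SD, n = 3) and 43.0% ± 0.876 (SD, n = 3) of the counts in the caput, 37.0% ± 0.785 (SD, n = 3) and 35.5% ± 4.14 (SD, n = 3) in the corpus, and 37.4% ± 2.54 (SD, n = 3) and 41.9% ± 3.95 (SD, n = 3) in the cauda. rsRNAs took 13.6% ± 0.678 (SD, n = 3), 13.8% ± 2.19 (SD, n = 3) and 10.4% ± 2.07 (SD, n = 3) of the counts in the same segments. snRNAs took 5.23% ± 0.874 (SD, n = 3) in the caput, 4.45% ± 1.46 (SD, n = 3) in the corpus and 4.48% ± 2.05 (SD, n = 3) in the cauda, and miRNAs 1.20% ± 0.0703 (SD, n = 3), 0.631% ± 0.179 (SD, n = 3) and 0.522% ± 0.173 (SD, n = 3). Keeping the single most counted entry of each rRNA type and of each tRNA anticodon and fragment type gave a tRF share of 75.8% ± 2.13 (SD, n = 3) in the WT caput, 79.3% ± 4.31 (SD, n = 3) in the corpus and 82.6% ± 5.48 (SD, n = 3) in the cauda, and an rsRNA share of 7.84% ± 0.785 (SD, n = 3), 7.00% ± 0.785 (SD, n = 3) and 4.67% ± 0.901 (SD, n = 3).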

Intriguingly, small RNA-seq revealed that epididymal exRNAs were highly enriched in tRFs (Fig. 6*A*). Our *in vivo* findings are consistent with recent reports demonstrating that tRFs are typically more stable in cell culture media than most other RNA species (70). 

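In the corpus fluid, 126 RNAs were lower and 273 higher in KO than in WT, out of 2023 tested, and 244 lower and 440 higher RNAs had an unadjusted p under 0.05. Of the 399 RNAs, 351 had every KO library on the same side of every WT library, as had 36.1% of all RNAs tested, against 10% by chance. The lower RNAs included 106 tRFs, of which 79 were tRF_other, 15 tRF_5′ and 12 tRF_3′, and no tRF was higher, with 4 lower rsRNAs from 5S, 3 from 28S and 2 from 18S rRNA repeats. A further 6 rsRNAs, all 5S repeats, were higher. The number of lower tRFs ran from 34 to 106 with each library left out in turn. It was 53 with scaling by total counts and 288 with TMM factors from RNAs other than tRFs, tRNAs and rsRNAs, with 0 tRFs higher in each. tRNA-Gln-TTG-3_other fell from 2417 ± 1163 CPM (SD, n = 3) in WT to 627 ± 189 (SD, n = 3) in KO, a log2 fold change of -1.95 (standard error 0.38, adjusted p = 0.00235 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and tRNA-Gln-TTG-1_other, which shares its reads, had the same values. The repeat rmsk_5S_556 rose from 57.1 ± 11.2 CPM (SD, n = 3) to 150 ± 47.3 (SD, n = 3), a log2 fold change of 1.40 (standard error 0.42, edgeR's adjusted p = 0.0245), and rmsk_5S_964 had a log2 fold change of 1.39 (standard error 0.42, edgeR's adjusted p = 0.0255). With TMM factors taken from RNAs other than tRFs, tRNAs and rsRNAs, the corpus counts became 467 lower and 144 higher, and the median log2 fold change over all RNAs moved by -0.81. In the caput fluid no RNA was called changed, with 104 lower and 110 higher at an unadjusted p under 0.05, of which 69 lower and 5 higher were tRFs and 5 lower and 1 higher were rsRNAs. When the caput fluid libraries were fitted alone, 28 RNAs were called higher and none lower, with 103 lower RNAs at an unadjusted p under 0.05. In the cauda fluid no RNA was called changed, with 57 lower and 131 higher at an unadjusted p under 0.05, of which 35 lower and 47 higher were tRFs and 5 lower and 26 higher were rsRNAs. Same-numbered cauda fluid libraries had a mean correlation of deviations of 0.129, and with the replicate number as a block only tRNA-Phe-GAA-1-1, a tRNA gene locus named after its values were seen, was called higher. The KO effect differed between corpus and cauda fluid for 149 RNAs, 50 of them tRFs, with 470 at an unadjusted p under 0.05 (edgeR's test of the difference). No RNA passed this test with scaling by total counts, with 412 at an unadjusted p under 0.05. Per library, the median log2 CPM of the 561 tRFs was 6.67 ± 0.103 (SD, n = 3) in WT and 6.07 ± 0.347 (SD, n = 3) in KO caput fluid, and 6.99 ± 0.310 (SD, n = 3) and 6.27 ± 0.267 (SD, n = 3) in corpus fluid, in both with every KO library below every WT library (exact permutation test, p = 0.1, adjusted p = 0.514). It was 6.52 ± 0.516 (SD, n = 3) in WT and 6.82 ± 0.0593 (SD, n = 3) in KO cauda fluid (exact permutation test, p = 0.5). The median log2 fold change of these tRFs was -0.14 in caput, -0.58 in corpus and -0.083 in cauda fluid. With each library left out in turn, it ran from -0.30 to 0.10 in the caput and from -0.31 to 0.13 in the cauda. In the corpus it stayed negative. Scaling by total counts also turned the caput and cauda medians positive. Negative log2 fold changes were found for 361 of the 561 tRFs in caput, 452 in corpus and 315 in cauda fluid. In the cauda fluid these included 163 of the 180 tRF_3′, with a median of -0.50, and 57 of the 198 tRF_other, with a median of 0.39. As shares of counts, tRFs took 80.8% ± 3.19 (SD, n = 3) in KO caput fluid, more than the WT mean (2-sided exact permutation test, p = 0.2), 76.9% ± 3.29 (SD, n = 3) in KO corpus fluid (exact permutation test, p = 0.6) and 80.8% ± 6.28 (SD, n = 3) in KO cauda fluid (exact permutation test, p = 0.8). Within the corpus fluid, tRF_5′ rose from 37.0% to 45.9% ± 0.680 (SD, n = 3), with every KO library above every WT library (exact permutation test, p = 0.1), while tRF_other fell from 6.37% ± 1.81 (SD, n = 3) to 2.72% ± 0.655 (SD, n = 3), with every KO library below every WT library (exact permutation test, p = 0.1), and tRF_3′ took 28.3% ± 3.18 (SD, n = 3) in KO (exact permutation test, p = 0.2). rsRNAs took 10.2% ± 1.62 (SD, n = 3) in KO caput fluid, with every KO library below every WT library (exact permutation test, p = 0.1), 13.1% ± 2.11 (SD, n = 3) in KO corpus fluid (exact permutation test, p = 0.7) and 11.2% ± 3.61 (SD, n = 3) in KO cauda fluid (exact permutation test, p = 0.8).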

Similar to epididymis epithelial cells, differential gene expression analysis revealed downregulation of the levels of specific tRFs and rsRNAs in the KO caput, corpus, and cauda epididymal fluid relative to WT, with the highest number of differentially expressed transcript in the corpus epididymal fluid (Figs. 6, *B* and *C* and S6, *A* and *B*). 

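The list of Fig. 6D was read from the figure by eye as 39 labels, fewer than its caption states. These 39 tRFs were all lower in KO corpus fluid, with log2 fold changes from -2.66 to -1.43 and a median of -1.92. All 39 had an adjusted p under 0.05. In the caput fluid, all 39 were lower, with a median of -1.24 (range -1.75 to -0.53). Of these, 34 had an unadjusted p under 0.05, 34 passed an adjustment over the list alone and 0 passed the adjustment over all RNAs tested. The number passing over the list alone was 2 with scaling by total counts and 18 without the filter on low counts. It was 35 with TMM factors from RNAs other than tRFs, tRNAs and rsRNAs, and all 39 were lower under each of these settings. In the cauda fluid, 25 were lower and 14 higher, with a median of -0.090 (range -1.14 to 0.63), and 2, both lower, had an unadjusted p under 0.05, with 0 after either adjustment. Isodecoders share reads, so neither the 25 nor the 14 are independent of each other. With scaling by total counts, 4 of the 39 were lower in the cauda fluid and 35 higher, with a median of 0.22. When all fluid libraries were thinned to the smallest total, an alternative chosen after the data were seen, 17 were lower and 22 higher there. The list holds the paper's own calls on the same corpus libraries.

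**Figure D1:**
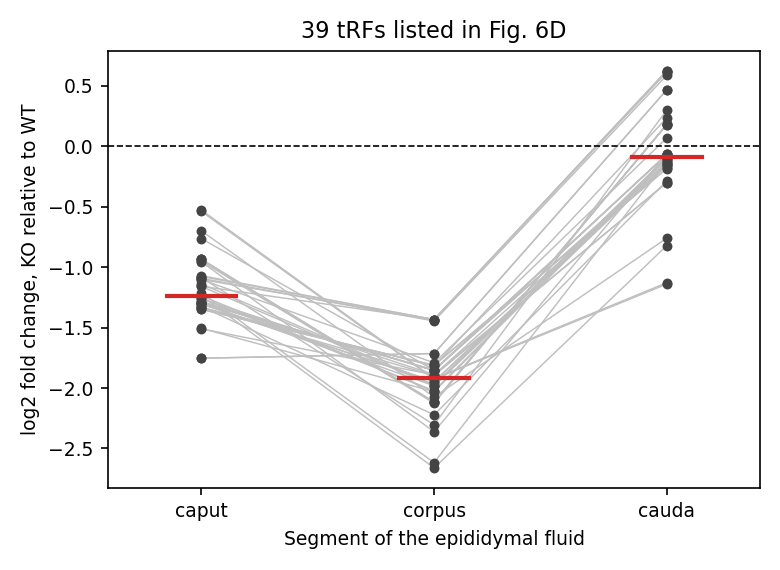
Log2 fold change (KO over WT, n = 3 libraries each) of each of the 39 tRFs read from Fig. 6D in caput, corpus and cauda fluid. Each point is 1 tRF, grey lines join the same tRF, and red bars mark the medians of -1.24, -1.92 and -0.090, the last of which turned to 0.22 with scaling by total counts. Isodecoders share reads, so the points are not independent.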

The top differentially expressed tRFs in the corpus epididymal fluid were downregulated in the KO fluid across all segments (Fig. 6*D*). Moreover, as observed in the epididymis epithelial cells, caput and corpus epididymal fluid displayed increased levels of longer RNAs and full-length tRNAs (Fig. 6*E* and S6*C*). 

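Of the 24 full-length tRNAs tested in fluid, 23 had a positive log2 fold change in the caput, with a median of 2.00, and all 24 in the corpus, with a median of 2.19. Per library, their median log2 CPM was 2.35 ± 0.419 (SD, n = 3) in WT and 4.35 ± 0.697 (SD, n = 3) in KO caput fluid, and every KO library lay above every WT library (2-sided exact permutation test, p = 0.1, adjusted p = 0.514). In the corpus fluid it was 0.20 ± 1.31 (SD, n = 3) in WT and 2.56 ± 0.300 (SD, n = 3) in KO, again without overlap (exact permutation test, p = 0.1, adjusted p = 0.514). The share of counts on full-length tRNAs rose from 0.0264% ± 0.0125 (SD, n = 3) to 0.137% ± 0.121 (SD, n = 3) in the caput and from 0.00695% ± 0.00535 (SD, n = 3) to 0.0247% ± 0.00468 (SD, n = 3) in the corpus. In the caput, 12 were higher at an unadjusted p under 0.05 and none passed the adjustment. In the corpus, tRNA-iMet-CAT-1_wholecounts, named after its values were seen, was called higher, with a log2 fold change of 4.19 (standard error 1.36, adjusted p = 0.0344 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The medians shrank most under DESeq2 with a prior on the fold changes, to 0.21 in the caput and 0.23 in the corpus. In the cauda fluid, 19 of the 24 were negative, with a median of -0.26 (exact permutation test on library medians, p = 0.7), and the median was 0 with DESeq2 default settings. Read lengths were not analyzed here, since the counts do not hold them. From the levels of full-length tRNAs in Fig. S6C, the paper proposes that tRNAs were cleaved less in the KO corpus fluid.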

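Of the 273 RNAs called higher in KO corpus fluid, 128 were genes of the piRNA gene set, 67 miRNAs, 43 snRNAs, 12 miscellaneous RNAs and 5 snoRNAs. A gene of the piRNA set annotated at 15-qD3 rose from 0.705 ± 0.282 CPM (SD, n = 3) in WT to 15.6 ± 11.4 (SD, n = 3) in KO, a log2 fold change of 4.46 (standard error 0.67, adjusted p = 0.00138 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had only 3, 7 and 5 counts in the WT libraries and 41, 14 and 64 in the KO libraries. Mir204 rose from 6.22 ± 0.951 CPM (SD, n = 3) to 39.7 ± 10.1 (SD, n = 3), a log2 fold change of 2.68 (standard error 0.41, edgeR's adjusted p = 0.00138). Rny3 (ENSMUSG00000064945), the Y3 RNA, lies on chromosome 6 of GRCm38 from 47781624 to 47781725 on the plus strand. It was at 3930 ± 980 CPM (SD, n = 3) in WT and 4673 ± 851 (SD, n = 3) in KO caput fluid, a log2 fold change of 0.25 (standard error 0.68, edgeR's adjusted p = 0.964), and the libraries overlapped. In the corpus fluid it rose from 1310 ± 980 (SD, n = 3) to 5383 ± 2079 (SD, n = 3), a log2 fold change of 2.04 (standard error 0.71, edgeR's adjusted p = 0.0455), and in the cauda fluid from 363 ± 275 (SD, n = 3) to 2016 ± 1635 (SD, n = 3), a log2 fold change of 2.48 (standard error 0.72, edgeR's adjusted p = 0.173). Rn7sk (ENSMUSG00000065037), the 7SK RNA, lies on chromosome 9 from 78175303 to 78175633 on the minus strand. Its CPM were 417 ± 79.1 (SD, n = 3) in WT and 930 ± 169 (SD, n = 3) in KO caput fluid, a log2 fold change of 1.16 (standard error 0.42, edgeR's adjusted p = 0.278). They were 260 ± 120 (SD, n = 3) and 724 ± 156 (SD, n = 3) in corpus fluid, a log2 fold change of 1.48 (standard error 0.43, edgeR's adjusted p = 0.0201), and 134 ± 94.6 (SD, n = 3) and 250 ± 9.16 (SD, n = 3) in cauda fluid, a log2 fold change of 0.90 (standard error 0.42, edgeR's adjusted p = 0.514). Neither RNA passed an adjusted p of 0.05 in the corpus fluid with scaling by total counts or with TMM factors from RNAs other than tRFs, tRNAs and rsRNAs. Over 15 settings the adjusted p in the corpus fluid ran from 0.0154 to 0.165 for Rny3 and from 0.00517 to 0.192 for Rn7sk.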

We note that other small RNAs were also significantly altered in the KO epididymal fluid; for example, there was an upregulation of Rny3 and Rn7sk fragments in the KO epididymal fluid (Fig. 6*B* and S6*D*).

**Figure 6:**
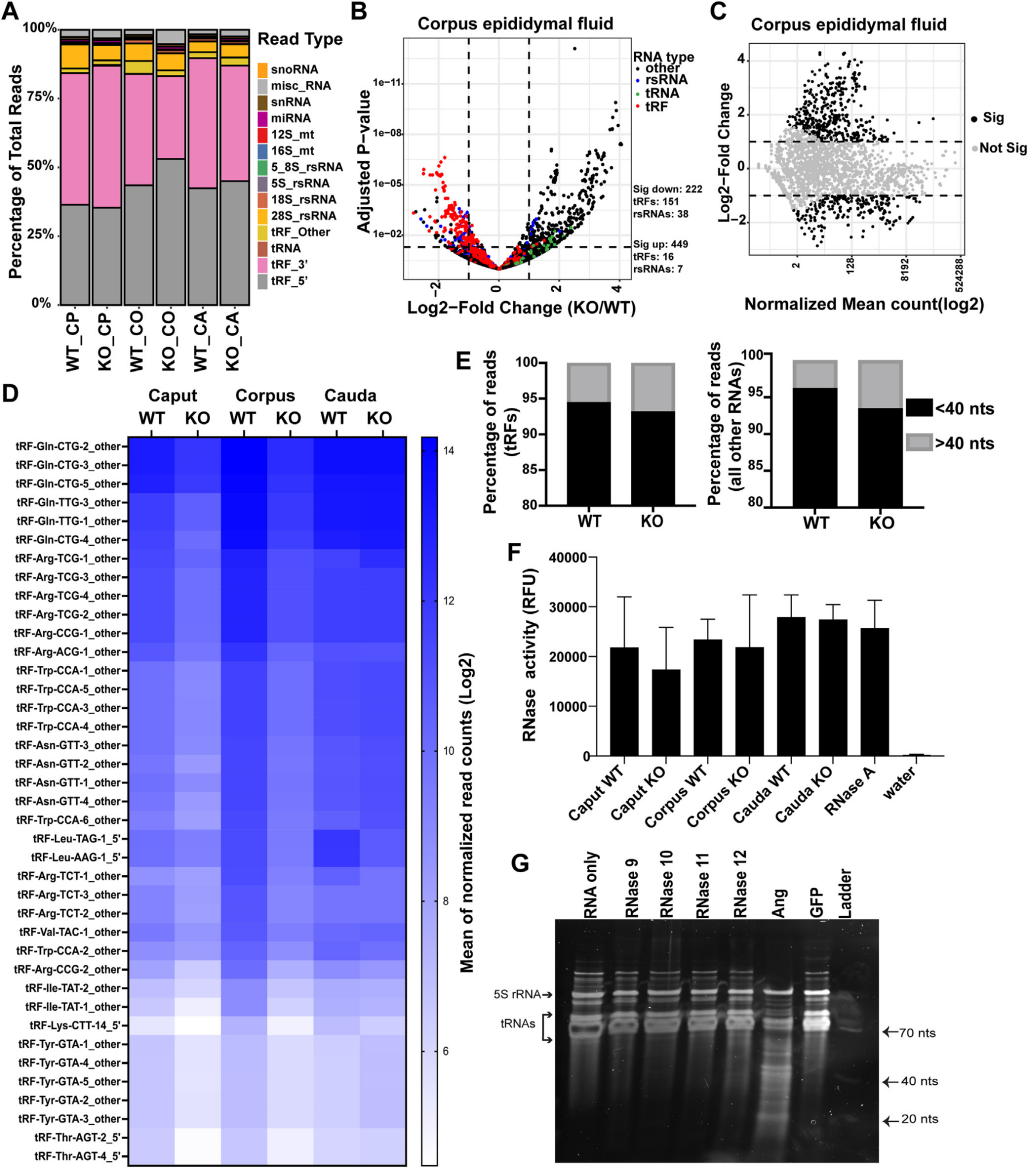
**Reduced levels of tRFs in the epididymal luminal fluid of *Rnase9-12* KO mice.***A*, percentage of reads of different RNA classes sequenced from the epididymal fluid (n = 3 biological replicates). tRFs are fragments mapping to tRNA genes and are further classified for downstream analysis as a 5′, 3′, or “other” fragment based on the read alignment with respect to the ends of the respective tRNA. rsRNA subunits are reads mapping to the specific rRNA subunit and the repeats of that subunit (see Experimental Procedures). ∼7 to 12% of reads did not map to any annotated gene features (“Other” reads) and were removed before generating this plot. The epididymal fluid had a high abundance of reads mapping to tRFs (>85%). *B*, volcano plot showing differentially expressed small RNAs in KO corpus epididymal fluid relative to WT. tRFs are labeled *red*, tRNAs are *green*, rsRNAs are *blue*, and all other RNAs are *black*. The *dashed* lines show the cut-off used for calling significantly differentially expressed transcripts. The number of significantly differentially expressed transcripts (Log2Fold change >1 and padj value < 0.05) as determined by DESeq2 analysis are shown in the *right* panel. *C*, MA plot showing log2-fold change *versus* normalized mean counts in corpus epididymal fluid samples, with significantly differentially expressed RNAs in *black* and nonsignificant RNAs in *gray* (significance cut-off is Log2 fold change of one or more and padj value < 0.05). *D*, the heatmap shows the abundance (Log2 mean of normalized read counts) of tRFs in the epididymal fluid across all segments of the epididymis. Top 40 differentially expressed tRFs in the KO corpus epididymal fluid relative to the WT are shown. Notably, most of these tRFs are also downregulated in the KO caput epididymal fluid relative to the WT. *E*, percentage of tRF and all other small RNA reads longer than 40 nts (>40 nts) or less than 40 nts (<40 nts). *F*, RNase activity measurement in the epididymal fluid collected from WT and KO mice (n = 2). Purified RNase A and water were used as positive and negative controls. The bar graph represents mean ± SD. *G*, RNase activity assay using recombinant RNases 9–12. RNA fraction containing tRNAs and 5S rRNAs was isolated from epididymides by size fractionation on a polyacrylamide gel and used for RNase activity assay. Recombinant Angiogenin was used as a positive control.

Taken together, epididymis epithelium and luminal fluid exRNA small RNA-seq revealed that KO epididymides had reduced levels of specific tRFs and rsRNAs. These results prompted us to examine if RNases 9-12 have catalytic activity and whether the reduction in the levels of tRFs and rsRNAs is due to loss of catalytic activity in the KO epididymis. Epididymal fluid was isolated from WT and KO mice and RNase activity was assessed using an RNase activity detection assay (see **Methods**). We did not detect a significant drop in the overall RNase activity of the KO epididymal fluid compared to WT (Fig. 6*F*), indicating that loss of RNases 9-12 did not decrease the RNase activity of the fluid. As other RNases are likely present in the epididymal fluid and contribute to the RNase activity of the fluid, this assay could not directly test whether RNases 9-12 have catalytic activity. To investigate catalytic activity of these proteins, we purified recombinant RNase 9, RNase 10, RNase 11, and RNase 12 from mammalian cells and performed an *in vitro* RNase activity assay using tRNAs and 5S rRNAs isolated from epididymis epithelial cells as substrates. Angiogenin was used as a positive control as this RNase A family protein is known to cleave tRNAs despite low catalytic activity compared to RNase 1. While Angiogenin-treated tRNAs were efficiently cleaved, we did not detect any cleavage in RNA samples treated with RNases 9-12 (Fig. 6*G*), indicating that these proteins do not have RNase activity (at least *in vitro*). We did not detect reduced expression of any other members of the RNase A family in KO epididymis tissues (in the mRNA-seq and proteomics datasets), implying that the reduced levels of tRFs and rsRNAs in KO epididymides are not due to a decrease in the expression of catalytically active canonical ribonucleases. Alternatively, RNases 9-12 could regulate tRF and rsRNA levels by binding to these small RNAs and stabilizing them. However, we did not observe any selective binding of tRFs and rsRNAs to recombinant RNases 9-12 in *in vitro* pull-down experiments using Myc-tagged recombinant proteins and total RNA isolated from epididymis tissues (Fig. S6*E*). Together, these studies demonstrate that *Rnase9-12* genes regulate tRF and rsRNA levels independent of endonuclease and RNA-binding activities.

### The profile of sperm small RNAs is altered in *Rnase9-12* KO mice

Previous studies demonstrated that epididymis shapes the small RNA payload of mature sperm (8, 11, 15, 17, 18, 19, 71). Therefore, we examined the small RNA profile of mature sperm isolated from the cauda epididymis. 

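Sperm small RNAs were sequenced with OTTR-seq from 4 WT and 4 KO replicates, each a pool of RNA from 3 mice. The deposited counts were made by the authors as for the fluid, without normalization, and 885 of the 4323 RNAs listed had the same counts as another RNA in every library. Depth was uneven. One of the WT libraries, replicate 1, had 52607365 counts and the other 3 had between 1134840 and 3025269, whereas 3 KO libraries had between 42764979 and 62128314 and KO replicate 4 had 3618739. Within the shallow and within the deep libraries, 1 genotype had a single library, so that depth and genotype cannot be fully told apart. The filter on low counts left 2480 RNAs, which were tested in 1 model with the methods used for the tissue. Between replicates, the chi-square per degree of freedom was 62.4 to 996 over 12 pairs of libraries. For 4 against 4 libraries the smallest p of a 2-sided exact permutation test is 0.0286.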

As previously reported, rsRNAs and tRFs were the most abundant classes of small RNAs sequenced from mature sperm (Fig. 7*A*) (8, 13). 

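rsRNAs took 87.0% ± 4.49 (SD, n = 4) of the counts in WT and 88.5% ± 3.40 (SD, n = 4) in KO sperm (2-sided exact permutation test, p = 0.6). 28S rsRNAs alone took 63.7% ± 3.42 (SD, n = 4) in WT and 18S rsRNAs 13.9% ± 3.72 (SD, n = 4). 5S rsRNAs took 6.69% ± 2.86 (SD, n = 4) in WT and 9.43% ± 1.15 (SD, n = 4) in KO (exact permutation test, p = 0.0857). Among the other classes in WT sperm, tRFs took 5.47% ± 3.27 (SD, n = 4), snRNAs 4.94% ± 1.76 (SD, n = 4), piRNAs 0.644% ± 0.435 (SD, n = 4) and miRNAs 0.215% ± 0.0963 (SD, n = 4) of the counts. In KO sperm, snRNAs took 6.04% ± 1.68 (SD, n = 4), more on average than tRFs. With the single most counted entry of each rRNA type and of each tRNA anticodon and fragment type, rsRNAs took 71.9% ± 8.23 (SD, n = 4) and snRNAs 14.4% ± 4.74 (SD, n = 4) of the WT counts.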

Notably, while previous studies using standard ligation-based small RNA-seq primarily sequenced 5′tRFs from only a subset of tRNA isotypes (8, 11), OTTR-seq (see Experimental Procedures) allowed sequencing of tRFs from most isotypes of tRNAs and from 3′ end and middle of tRNAs (tRF_3′ and tRF_other, respectively) (72). 

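The sperm counts list tRFs of 51 anticodons. With detection set at 10 counts or more, between 40 and 48 of the 51 anticodons were detected as tRF_5′ in a library, between 45 and 49 as tRF_3′ and between 49 and 51 as tRF_other. tRF_5′ made up 20.0% ± 4.53 (SD, n = 8) of the tRF counts, tRF_3′ 27.3% ± 3.75 (SD, n = 8) and tRF_other 52.7% ± 3.00 (SD, n = 8).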

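tRFs took 3.24% ± 1.53 (SD, n = 4) of the counts in KO sperm, a log2 ratio to WT of -0.76, and the libraries of both genotypes overlapped (2-sided exact permutation test, p = 0.314). The share ran from 1.51% to 8.39% among WT libraries and from 1.91% to 5.04% among KO libraries. tRF_5′ took 1.25% ± 0.937 (SD, n = 4) in WT and 0.657% ± 0.428 (SD, n = 4) in KO (exact permutation test, p = 0.314), and tRF_3′ 1.46% ± 0.857 (SD, n = 4) and 0.870% ± 0.293 (SD, n = 4) (exact permutation test, p = 0.286). For tRF_other, the shares were 2.77% ± 1.52 (SD, n = 4) and 1.71% ± 0.810 (SD, n = 4) (exact permutation test, p = 0.314). With each library left out in turn, the log2 ratio of the tRF share ran from -1.07 to -0.47. The deep WT library had a higher tRF share than each of the 3 deep KO libraries, and the shallow KO library had a lower share than 2 of the 3 shallow WT libraries.

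**Figure D2:**
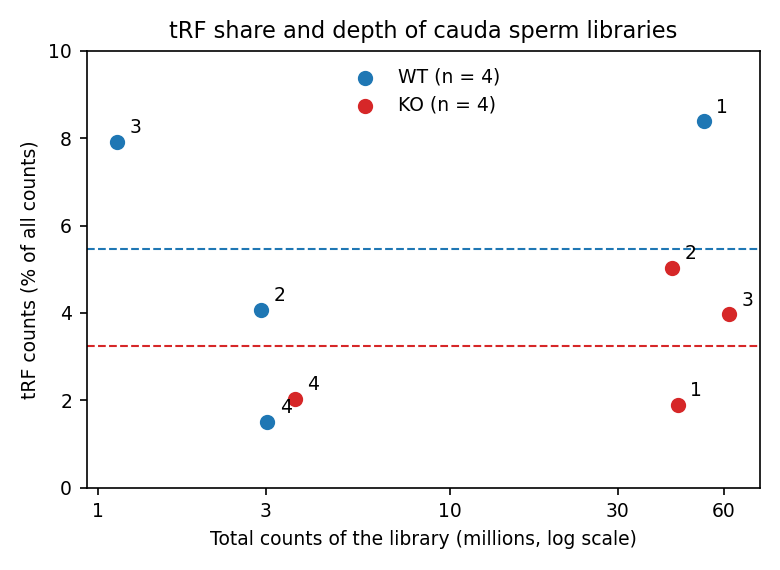
Share of counts on tRFs (%) against the summed counts of each sperm library (log axis), with points numbered by replicate for the 4 WT and 4 KO libraries and dashed lines at the group means of 5.47% and 3.24%. WT replicate 4 has the lowest share of all 8 libraries, 1.51%.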

Consistent with changes in the epididymis epithelial cells, there was a reduction in the percentage of tRF reads in KO sperm compared to WT sperm (Fig. 7*A*) and an increase in the abundance of >40 nts RNAs (Fig. 7*D*). Differential gene expression analysis revealed that numerous tRFs and a subset of rsRNAs were significantly downregulated in KO sperm relative to WT sperm (Fig. 7, *B*, *C* and *G*). Moreover, the abundance of most tRFs (5′, 3′, and other) decreased in KO sperm relative to WT sperm (Fig. 7*E* and S7, *A*–*C*), implying a global downregulation of tRF levels in KO sperm. 

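None of the 2480 RNAs tested in sperm was called changed, and the smallest adjusted p was 0.116 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, 235 RNAs were lower and 199 higher in KO, among them 154 lower and 5 higher tRFs and 22 lower and 108 higher rsRNAs. Every KO library lay on the same side of every WT library for 9.40% of all RNAs tested, against 2.86% by chance. DESeq2 with its default settings called 135 RNAs lower and 5 higher, with 98 tRFs and 17 rsRNAs among the lower ones and 5 rsRNAs among the higher ones. Without WT replicate 4, edgeR called 207 RNAs lower and 119 higher. Of the 40 tRFs listed in Fig. 7G, 33 passed the filter on low counts, and all 33 were lower in KO, with log2 fold changes from -4.95 to -2.19 and a median of -2.99. All 33 had an unadjusted p under 0.05, 33 passed an adjustment over the list alone and 0 the adjustment over all RNAs tested. The list holds the paper's own calls on the same libraries, and with DESeq2 all 40 had an adjusted p under 0.05.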

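Of the 533 tRFs tested in sperm, 448 had a negative log2 fold change, with a median of -0.68 and quartiles of -1.50 and -0.21, whereas the median over all RNAs was -0.0028. For tRF_5′ the median was -0.87, negative for 159 of 167, for tRF_3′ -0.42, negative for 118 of 170, and for tRF_other -0.62, negative for 171 of 196. Per library, the median log2 CPM of tRFs was 4.76 ± 0.982 (SD, n = 4) in WT and 3.85 ± 0.370 (SD, n = 4) in KO (2-sided exact permutation test, p = 0.143, adjusted p = 0.643). WT replicate 4, at 3.30, lay below every KO library, and the other 3 WT libraries, between 5.05 and 5.34, lay above every KO library. With scaling by total counts, the median log2 fold change of tRFs was -1.08 and that of all RNAs moved by -0.33.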

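The median log2 fold change of miRNAs, sperm, was 0.32 over the 266 tested, and 192 of them were positive. None was called changed, and 2 were lower and 12 higher at an unadjusted p under 0.05. Per library, the median log2 CPM of miRNAs was 0.36 ± 1.00 (SD, n = 4) in WT and 1.00 ± 0.147 (SD, n = 4) in KO (2-sided exact permutation test, p = 0.371, adjusted p = 0.758). DESeq2 gave a median of -0.064. miRNAs took 0.241% ± 0.0466 (SD, n = 4) of the KO counts (exact permutation test against WT, p = 0.657). Whether tRFs and miRNAs differed in their change was not tested directly.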

Notably, other small RNA classes, such as miRNAs, did not show similar downregulation in KO sperm (Fig. 7*E* and S7*F*). Twenty percentage (93/470) of small RNAs that changed significantly in KO sperm relative to WT sperm were also significantly changed in the cauda epididymis tissue (padj value < 0.05). Furthermore, 23% (88/391) of downregulated small RNAs in KO sperm were also downregulated in the KO cauda epididymis. 

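A total of 2212 RNAs were tested in both sperm and cauda epididymis. At an adjusted p under 0.05, 0 of them changed in sperm and 30 in the cauda epididymis, so none was shared. At an unadjusted p under 0.05, 412 changed in sperm and 440 in the cauda epididymis, and 69 in both, 66 of them in the same direction, against 82.0 shared RNAs expected by chance (1-sided Fisher's exact test, p = 0.969). With DESeq2 default settings, 14 of the 136 RNAs changed in sperm, 10.3%, out of 3872 RNAs tested in both, also changed in the cauda epididymis, all in the same direction, against 7.76 expected (1-sided Fisher's exact test, p = 0.0217). With the replicate number as a block in DESeq2, an alternative chosen after the data were seen, 33 of 144 were shared.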

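At an unadjusted p under 0.05, 215 RNAs were lower in KO sperm and 221 in KO cauda epididymis, and 47, or 21.9% of those in sperm, were lower in both, against 21.5 expected (1-sided Fisher's exact test, p = 3.59e-08). None was lower in both at an adjusted p under 0.05. DESeq2 gave 14 of 131, or 10.7%, against 4.94 expected (1-sided Fisher's exact test, p = 0.000342). RNAs that share reads are not independent, so these p-values overstate the evidence.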

On the other hand, only 4% (19/470) of significantly differentially expressed small RNAs in sperm were also differentially expressed in the cauda epididymal fluid (Fig. 7*F*). These data indicate that sperm small RNA changes in KO mice are better correlated with small RNA changes in the epididymis epithelial cells and support the possibility that a subset of small RNAs in sperm originate in the epididymis. 

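Sperm and cauda fluid had 1765 RNAs tested in both, and none changed in either at an adjusted p under 0.05. At an unadjusted p under 0.05, 361 changed in sperm, 172 in cauda fluid and 31 in both, 12 of them in the same direction, against 35.2 expected (1-sided Fisher's exact test, p = 0.824). With DESeq2, 1 RNA of the 130 changed in sperm also changed in the cauda fluid, in the opposite direction, against 1.77 expected (1-sided Fisher's exact test, p = 0.838).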

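Across the 2212 RNAs tested in both, the log2 fold changes in sperm and cauda epididymis had a Spearman correlation of 0.316 and a Pearson correlation of 0.281. For the 531 tRFs among them, Spearman's correlation was 0.175 and Pearson's 0.221. Between sperm and cauda fluid, across 1765 RNAs, Spearman's correlation was -0.0621 and Pearson's -0.0155, and across 529 tRFs they were -0.177 and -0.146. The Pearson correlation across all 1765 RNAs was positive with scaling by total counts, 0.00153, and with TMM factors from RNAs other than tRFs, tRNAs and rsRNAs, 0.0131. Between sperm and corpus fluid, Spearman's correlation across the same 1765 RNAs was 0.228 and Pearson's 0.213, but across the 529 tRFs they were -0.0909 and -0.0805. These 6 pairs of correlations are across RNAs, which are not independent replicates, and no p-value was computed for them. From the larger overlap of sperm changes with the epididymis than with the cauda fluid (Fig. 7F), the paper proposes that part of the sperm small RNAs originates in the epididymis.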

As epididymis accounts for 20% of small RNA changes in sperm, other pathways of small RNA biogenesis in sperm, including communication with epididymal fluid, cytoplasmic droplet (73), and *in situ* biogenesis, are possible. Together, these studies showed that KO sperm have altered small RNA composition and implicate *Rnase9-12* in regulating sperm tRF levels. Importantly, these studies demonstrate the role of epididymis-expressed RNase A family members in regulating sperm small RNA profile and highlight the significance of sperm maturation in the epididymis in shaping the small RNA payload of mature sperm.

**Figure 7:**
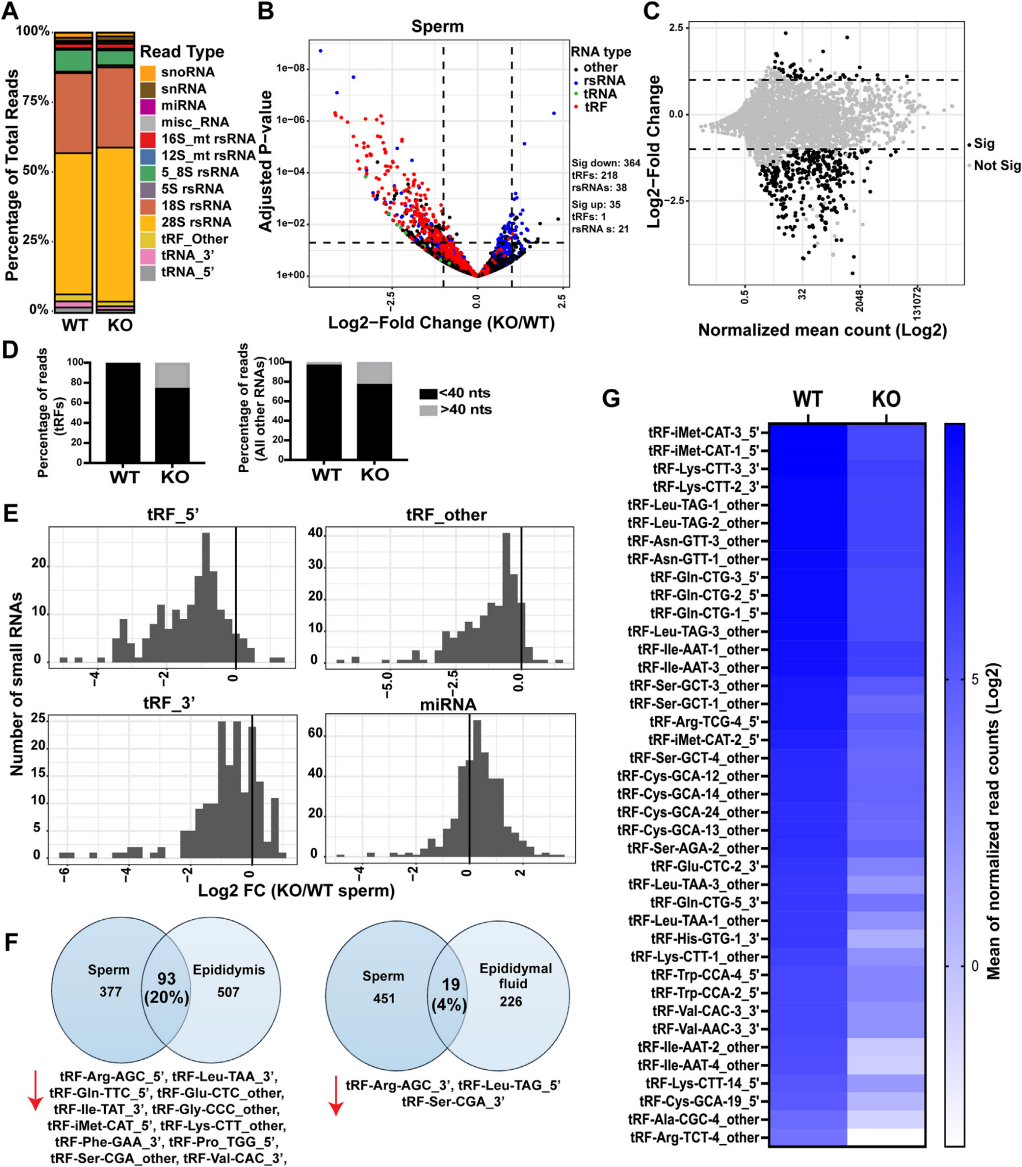
**Changes in small RNA abundance in sperm from*Rnase9-12*KO mice.***A*, read percentage of different classes of small RNAs sequenced from the sperm of WT and KO mice. Approximately 50% of reads did not map to any annotated gene features (“Other” reads) and were removed before generating this plot (n = 4 biological replicates per genotype). *B*, the volcano plot shows differentially expressed small RNAs in the KO sperm relative to WT. tRFs are labeled *red*, tRNAs are *green*, rsRNAs are *blue*, and all other RNAs are *black*. The *dashed* lines show the cut-off used for calling significantly differentially expressed transcripts. The number of significantly differentially expressed transcripts (Log2Fold change >1 and padj value < 0.05) as determined by DESeq2 analysis are shown in the *right* panel. *C*, MA plot showing log2-fold change *versus* normalized mean counts of sperm samples, with significantly differentially expressed RNAs in *black* and nonsignificant RNAs in *gray* (significance cut-off is Log2 fold change of one or more and padj value < 0.05). *D*, percentage of tRF and all other small RNA reads longer than 40 nts (>40 nts) or less than 40 nts (<40 nts). *E*, tRF (tRF_5′, tRF_3′, and tRF_other) and miRNA abundance change in the KO sperm relative to WT sperm. The X-axis is the log2 fold change of the median of normalized reads, and the Y-axis shows the total number of tRFs or miRNAs. *F*, Venn diagrams showing the number of shared statistically significant (padj value < 0.05) small RNA changes in sperm and cauda epididymis tissues and between sperm and cauda epididymal fluid. The top shared tRFs are listed below the Venn diagrams. *G*, the heatmap shows the log2 mean of normalized read counts of top 40 tRFs, which is significantly differentially abundant tRFs between KO and WT sperm.

## Discussion

### *Rnase9-12* are required for male fertility

The epididymis is essential for male fertility, but the specific factors and mechanisms underlying this regulation remain poorly understood. Here, we identified the role of four epididymis-specific RNase A family genes in regulating male fertility. Deleting a genomic locus on chromosome 14 harboring the *Rnase9-12* genes resulted in a complete loss of male fertility. As the deletion of a single gene (*Rnase10)* from this cluster resulted in subfertility, the sterile phenotype observed in KO males (*Rnase9-12* deletion) is likely due to a cumulative effect of deletion of two or more genes in this cluster. Similar phenomena have been observed for other gene families (74, 75). For example, deletion of a cluster of beta-defensin genes from chromosome 8 in mice resulted in sterility (76), while deletion of a single defensin gene resulted in only subtle phenotypes (77). Given their segmented expression along the length of the epididymis (Fig. 1)—*Rnase10* is expressed exclusively in the caput, *Rnase9* mainly in caput and corpus, and *Rnase11* and *Rnase12* in the caput, corpus, and cauda epididymis—these genes likely work cooperatively to regulate sperm maturation in the epididymis.

What is the underlying cause of infertility in KO mice? The sperm membrane protein ADAM3 is thought to play a pivotal role in sperm-zona pellucida binding and sperm migration through the UTJ (50, 78). Moreover, sperm clustering has been shown to occur in the female reproductive tract and is important for sperm transit through the UTJ (52). Given that KO sperm had reduced levels of ADAM3 and did not form clusters, our data suggest that deletion of *Rnase9-12* leads to loss of ADAM3 and sperm clustering, resulting in inefficient transit through UTJ. However, as *Rnase10* deletion also resulted in decreased sperm ADAM3 levels and an aggregation defect (45), modulation of additional factors in the KO epididymis likely results in the sterility phenotype observed in *Rnase9-12* KO mice. We found that KO sperm had reduced motility, with significant decrease in curvilinear velocity, straight line velocity, and average path velocity. Motility defects along with inefficient transit through the UTJ can result in an inability of sperm to fertilize oocytes *in vivo*. Consistent with these results, KO sperm failed to fertilize oocytes *in vivo* but were able to fertilize *in vitro*. To investigate the underlying molecular changes in the KO epididymis, we performed transcriptomic and proteomic analyses of the KO tissues relative to the WT. Expression of genes involved in many biological pathways was altered in the KO epididymis, including those involved in regulating fertility.

### *Rnase9-12* regulate levels of tRFs and rsRNAs in the epididymis

RNases 9-12 are members of the vertebrate-specific RNase A superfamily and are paralogous to Angiogenin (42). Angiogenin can cleave tRNAs to generate tRFs in response to stress and inflammation (28, 31). It was recently reported that inflammation can induce the expression of Angiogenin in the epididymis, resulting in increased levels of specific tRFs in sperm (31). However, as robust tRNA cleavage is observed in the epididymis even in the absence of any stressors, other factors likely contribute to tRF biogenesis under nonstress, physiological conditions. Here, we found that deletion of these four epididymis-specific RNase A family members led to a dramatic decrease in the levels of tRFs and rsRNAs in the epididymis and sperm, suggesting a reduced cleavage of their precursor RNA molecules (tRNAs and rRNAs) and/or decreased stability of tRFs and rsRNAs in the KO epididymis. Together, these observations underscore the roles of *Rnase9-12* genes in regulating small RNA levels in the male reproductive tract. It is tempting to speculate that these changes in tRFs and rsRNAs lead to altered gene expression in KO epididymis as these small RNAs have been shown to regulate gene expression at transcriptional and post-transcriptional levels (20).

Numerous studies have reported that tRFs and other noncoding RNAs are abundant in bodily fluids. These extracellular RNAs can be encapsulated in extracellular vesicles and lipoprotein particles or as free-floating RNAs in ribonucleoprotein complexes. Recent reports demonstrated the role of RNase 1 in cleaving tRNAs and Y-RNAs present in the nonvesicular extracellular environment of cultured human cells (36). Since *Rnases9-12* belong to the same family of genes, we investigated their role in processing exRNAs in the nonvesicular fraction of the epididymal luminal fluid. Intriguingly, small RNA-seq revealed that in the epididymal fluid, >85% of reads were from tRFs compared to less than 25% of tRF reads in the epididymis epithelial cells. A high abundance of tRFs in the epididymal fluid suggests that tRNA cleavage takes place in the epididymal fluid to generate tRFs, which can be taken up by the epithelial cells along the length of the epididymis (79). Alternatively, tRFs could be generated in the epididymal epithelial cells and selectively secreted in the epididymal luminal fluid. Notably, KO mice had decreased levels of tRFs in the epididymal fluid exRNAs. The decreased levels of tRFs in the KO epididymal fluid could be due to reduced cleavage of tRNAs in the KO epididymal fluid or a reduction in the levels of tRFs secreted from the epididymis epithelial cells. An important future goal is to elucidate the functional significance of the nonvesicular extracellular tRFs present in the epididymal fluid.

RNases 9-12 are predicted to lack catalytic activity due to the absence of the conserved RNase A family catalytic residues (34), raising the question of how *Rnase9-12* regulate tRF and rsRNA levels. Recently, a bacterial endonuclease was discovered that adopts the same structural folds as Angiogenin and other RNase A paralogs but has no sequence similarity with RNase A and lacks the conserved disulfide bonds and the catalytic triad of RNase family members (47). This protein was shown to possess potent RNase activity *in vitro* and *in vivo* despite having a catalytic core distinct from that found in the canonical RNase A enzymes. These observations suggest that paralogs of Angiogenin that lack RNase A catalytic residues could still have catalytic activity. Our *in vitro* RNase activity assay using recombinant RNases 9-12 indicates that these proteins do not have RNase activity. Consistently, we did not detect a significant drop in the overall RNase activity in the epididymal fluid upon deletion of the *Rnase9-12* genes. Moreover, we did not detect specific binding of tRFs and rsRNAs to RNase 9-12. These data suggest that *Rnase9-12* genes regulate small RNA levels in catalytic activity and RNA-binding property-independent manner. In the absence of catalytic activity, RNases 9-12 could regulate levels of tRFs and rsRNAs by modulating the activity of other RNases or RNase inhibitors. Alternatively, *Rnase9-12* could indirectly regulate levels of tRFs and rsRNAs by regulating pathways involved in the biogenesis and stability of tRFs and rsRNAs. For example, DNMT2 and NSUN2 catalyze 5-methylcytosine modifications, and these modifications can promote tRNA stability by antagonizing stress-induced cleavage by Angiogenin (80, 81). Moreover, loss of DNMT2 leads to alterations of sperm tRF and rsRNA levels, potentially *via* altering the modification status on these RNAs (82). Finally, RNase A family members can be internalized by cells *via* endocytosis or dynamin-independent uptake, where they can regulate cellular processes in a catalytic activity–dependent and catalytic activity–independent manner (83, 84, 85). Future studies with mice expressing epitope-tagged versions of RNases 9-12 will allow direct analysis of their *in vivo* interacting partners to further assess the role of these genes in fertility and small RNA processing. In addition, the link between changes in small RNA levels and sperm motility and transit through the UTJ in the epididymis remains to be elucidated.

### *Rnase9-12* regulate sperm tRF levels

Sperm tRFs have been implicated in regulating early embryonic development and intergenerational epigenetic inheritance of paternal environmental effects (20, 21). For instance, we previously reported that a 5′ fragment of tRNA-Glycine-GCC is upregulated in the sperm of mice exposed to a low-protein diet, and in preimplantation embryos, this tRF regulates the transcription of a subset of genes expressed during zygotic genome activation (11). Recently, a tRF derived from tRNA-Glutamine-TTG was reported to regulate the early cleavage of porcine preimplantation embryos (68). Moreover, various paternal environmental conditions (such as diet, stress, and toxicant exposure) modulate offspring phenotypes, and sperm tRFs are proposed to mediate the inheritance of such paternal environmental effects. For instance, various environmental perturbations alter the levels of tRFs in the sperm of mice (11, 17, 21, 31, 86, 87, 88) and humans (65, 87, 89). Therefore, it is critical to elucidate the biogenesis of sperm tRFs. Here, we uncovered that *Rnase9-12* regulate the small RNA composition of mature mammalian sperm. These genes, thus, could be potential targets of signaling pathways that link paternal environmental conditions to offspring phenotypes. While the KO mice cannot reproduce naturally, a litter could be generated *via* IVF. Irrespective of the underlying mechanism of *Rnase9-12*–mediated regulation of sperm small RNAs, the KO mice provide a unique genetic model to examine the global functions of sperm tRFs in embryonic development and intergenerational transmission of paternal environmental effects, which will be a focus of future studies.

## Experimental procedure

### Animal husbandry and mouse lines

All animal care and use procedures were approved by the University of California Santa Cruz Institutional Animal Care and Use Committee. Mice were group-housed (maximum of 5 per cage) with a 12-h light-dark cycle (lights off at 6 PM) and free access to food and water *ad libitum*. The pups born were weaned at 21 days of age. *Rnase9-12* and *Rnase10* KO mouse lines were generated by Cyagen using CRISPR-Cas9 gene editing. For *Rnase9-12* KO mice, two guide RNAs were used to delete the genomic locus harboring the four genes (Fig. S1*A*). For *Rnase10* KO mice, two guide RNAs were used to delete the 5′ half of exon 2. The KO mice did not show any physical defects. In the *Rnase9-12* line, we occasionally noticed smaller pups and pups with short tails; however, these phenotypes did not correlate with *Rnase9-12* deletion as they were also observed in genotypically WT animals of this line. For genotyping, 200μL of direct PCR lysis reagent (Viagen 102-T) and 2μL of Proteinase K (from 20 mg/ml stock) were added to the tail snip and incubated at 55 °C overnight, followed by boiling at 90 °C for 10 min to isolate the genomic DNA. Next, the microcentrifuge tubes were spun at 12,000*g* for 1 min, and the supernatant was either directly used for PCR or DNA was further purified by ethanol precipitation. BiomixRed (Bioline BIO-25006) PCR mix was used to perform genotyping PCR. The cycle conditions used were as follows: 94 °C for 3 min followed by 35 cycles of 94 °C for 30 s, 60 °C for 35 s and 72 °C for 35 s, and a final extension for 5 min at 72 °C. The PCR products were then run on a 1% Agarose gel to confirm the genotype based on the length of the amplified PCR product.

### Embryo collection after natural mating

Superovulation was induced in 8 weeks old female mice by an intraperitoneal injection of 5IU Pregnant Mare’s Serum Gonadotropin (ProspecBio, HOR-272), followed by an intraperitoneal injection of 5IU human chorionic gonadotropin (hCG) (Millipore Sigma, 230734) 48 h later. Immediately after the hCG injection, females were placed in a cage with males to allow mating. Copulatory plugs were checked 14 h later, and oocytes were collected from the oviducts of females who displayed copulatory plugs 18 h after the hCG injection. Oocytes with cumulus cells were transferred to a 200μL drop of KSOM media containing 3 mg/ml hyaluronidase and incubated for 3 to 4 min. Oocytes separated from cumulus cells were washed and allowed to undergo further preimplantation development in KSOM media in a humidified incubator at 37 °C, 5% CO2, and 5% O2 conditions.

### Sperm agglutination analysis

Cauda epididymis and Vas deferens were collected from the 8 to 12 weeks old WT, HET, and KO males, and sperm were released into prewarmed human tubal fluid (HTF) media containing 0.5% bovine serum albumin and incubated at 37 °C and 5% CO2. Sperm count was carried out and adjusted to 2 × 10^5^ sperm/ml for further analysis. Sperm aggregates (with at least 10 sperm per group) were counted after incubation of sperm for 0, 30, and 60 min in three independent experiments using phase-contrast microscopy.

### *In vitro* fertilization

Cauda epididymis and vas deferens sperm were collected from 8 to 12 weeks old WT and KO males. The tissue was placed in 1 ml prewarmed HTF media containing 0.75 mM methyl-beta-cyclodextrin, and sperm was allowed to swim out by incubating the tissue at 37 °C for 20 to 30 min. Sperm were counted, and 1 × 10^6^ sperm was then pre-incubated for 1 h at 37 °C and 5% CO2 in 200 μl drops of fertilization medium (KSOM + 1 mM Glutathione) covered with sterile mineral oil. Superovulation was induced in female mice using Pregnant Mare’s Serum Gonadotropin and hCG as described above. Cumulus–oocyte complexes were collected from the oviducts of females at 13 to 15 h after hCG injection. These were then transferred to the 200μL fertilization drop containing sperm. The oocytes were then co-cultured with sperm at 37 °C under 5% CO2 for 4 h to allow fertilization. Fertilized zygotes were washed to get rid of excess sperm and cumulus cells and cultured to later stages of development at 37 °C under 5% CO2 and 5% O2.

### Sperm motility assay

Sperm motility was characterized by CASA using iSperm Analyzer M6 (murine from Aidmics Biotechnology). Fresh cauda was collected from 10 weeks old WT and KO mice in 1 ml pre-warmed HTF media in a 35 mm dish. 2 to 3 small cuts were made on the tissue using ultra fine tip scissors and sperm was allowed to flow out along with the cauda epididymal fluid. The dish was incubated at 37 °C for 20 min to allow the cauda to empty itself. The media was then gently mixed and collected in a 1.5 ml microcentrifuge tube leaving the tissue behind. The tubes were then incubated for another 20 min at 37 °C to allow tissue debris to settle down. Twenty microliters of the sperm solution was then loaded onto the iSperm chip and the chip was mounted to the lens attached to an iPad mini. The murine iSperm CASA software was used to analyze the samples and the data was later exported and used to make the plots. The tested parameters include sperm count, motility, progressive percent, curvilinear velocity, average path velocity, straight line velocity, straightness percent, and linearity percent (n = 6 males of each genotype were analyzed).

### Analysis of sperm counts in UTJ and oviduct

Experiments were performed as previously reported (90, 91). Superovulation was induced in 8 weeks old WT female mice as described above for IVF. Twelve hours after HCG injections, two females were housed with one WT or KO male for mating and were checked for the formation of vaginal plug every 30 min. Two hours after copulation (as indicated by the presence of a copulatory plug), the females were sacrificed and the uterine horn and oviduct were carefully separated and put in separate 1.5 ml microcentrifuge tubes containing 500μL of prewarmed KSOM media. The tissue was gently chopped using fine tip scissors inside the tube and incubated at 37 °C for 20 to 30 min. Ten microliters of the solution were mounted on a Neubauer Chamber (hemocytometer) and the number of sperm in uterine horns and oviducts were counted. The values were used to calculate the number of sperm in the oviduct relative to the total number of sperm in the respective uterine horn from the same female. Atleast seven females were analyzed in each group.

To visualize sperm in the oviducts of females mated with WT or KO males, the dissected uncoiled oviduct and uterine horn were frozen in optimal cutting temperature compound to make cryomolds for sectioning. Ten micrometer sections were cut on a cryostat for H&E staining. Prior to staining, slides were washed in 1x PBS to clear optimal cutting temperature. Staining was completed using Abcam’s H&E Staining Kit (ab245880). Briefly, slides were immersed in Hematoxylin for 5 min, quickly submerged in Bluing Reagent for 15 s, and dipped in 100% ethanol. Next, the sections were counterstained in Eosin for 3 min, then dehydrated in three changes of 100% ethanol. Sections were covered in Prolong Gold antifade reagent, and a coverslip was sealed with clear nail polish. Slides were allowed to dry overnight before viewing under a widefield microscope (Leica Widefield). Images of the UTJ were captured at 10X and 40X for viewing of sperm cells. Sperm was identified as cells having a hook-shaped head.

### Tissue collection

Epididymis tissues and cauda sperm were collected as described previously (8). For epididymal fluid collection, epididymides were dissected and placed in prewarmed Whitten’s media for 30 min at 37 °C to allow the release of epididymal luminal contents in the medium. After 30 min of incubation, the media containing epididymal luminal contents was transferred to a 1.5 ml tube and incubator for 15 min at 37 °C to allow tissue pieces and any cellular debris to settle. The top fraction (containing sperm and luminal fluid) was transferred to a new tube and spun for 2 min at 8000 rcf to pellet sperm. The supernatant from this spin was spun at 10,000 rcf for 30 min at 4 °C to pellet the remaining sperm and cell debris. The supernatant was then collected and spun at 100,000 g for 2 h at 4 °C to pellet extracellular vesicles. The supernatant from the last spin, that is the epididymal fluid free of sperm, extracellular vesicles, and any cellular debris, was used for small RNA-seq to examine epididymal fluid RNA composition.

### Protein extraction and immunoblotting

Total protein was extracted from caput epididymis, testis, and sperm by homogenizing the tissue/cells in ice-cold RIPA Lysis buffer (G Biosciences) with 1X protease inhibitor cocktail and 1X phosphatase inhibitor cocktail. Sperm was lysed by sonication at 60% power setting for ∼5 s, followed by incubation on ice for 10 to 15 min. Protein was quantified using BCA assay (Pierce BCA Protein Assay Kit). Thirty micrograms of total protein from tissue samples with 4X Laemmli buffer was heat denatured at 99 °C for 5 min and ran on resolving SDS PAGE gel (Biorad 4–20% precast gel #4561096). Sperm protein samples were prepared using a low volume of lysis buffer (∼100 μL), and ∼30 μL was run on the gel. Proteins were transferred to the polyvinylidene fluoride membrane and incubated with a blocking solution (5% skimmed nonfat milk in 1X TBST) for 1 h at room temperature with slow shaking. The membrane was briefly washed with 1X TBST and incubated overnight with the primary antibody dissolved in 1X TBST at 4 °C on slow shaking (ADAM3 from Santa Cruz Biotechnology (sc365288) and COXIV from Cell Signaling Technology (4844s)). The next day, the membrane was washed thrice with 1X TBST (5 min each at RT under rapid shaking conditions) and incubated for an hour with the HRP-labeled secondary antibody in 1X TBST on slow shaking. The membrane was then developed using BioRad Clarity Western ECL substrate and imaged in a chemi-doc (Biorad). The protein bands obtained were quantified using ImageJ. COXIV was used as a loading control for normalization and quantification.

### mRNA-sequencing and data analysis

Epididymis segments were collected as described previously (8). An Illumina TruSeq Stranded mRNA library preparation kit was used to generate mRNA-seq libraries. The libraries were sequenced on HiSeq, and differential gene expression analysis was performed using the DESeq2 analytical tool (92).

### Quantitative real-time PCR

RNA was extracted using Tri Reagent (Sigma T9424-200 Ml), followed by chloroform-assisted phase separation and precipitation of RNA from the aqueous phase using isopropanol. Complementary DNA or cDNA was synthesized using Superscript III RT (Thermo Fisher Scientific, 18080093) and random hexamers (Thermofisher SO142). qPCR reactions were performed using KAPA SYBR FAST qPCR mix (Roche KK4601) and custom-designed primers for *Rnase9, Rnase10, Rnase11*, *Rnase12, and Gapdh*.

### Northern blot analysis

Northern Blotting was performed by following the previously described method using nonradioactive probes (93) in conjunction with imaging the blots using SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific, 34094). Briefly, RNA samples were combined with 2X gel-loading buffer II (Thermo Fisher Scientific AM8546G) and denatured at 95 °C for 5 min, followed by at least 2 min at 4 °C or on ice. RNA samples were run on 15% acrylamide 7M urea TBE gel, and the gel was then stained with 1X SYBR gold for 10 min and imaged on the Bio-Rad Gel Doc XR + machine using the corresponding Image Lab software. The RNA was transferred from the gel to a Nylon membrane (Sigma-Aldrich SIAL-11209299001) at 4 °C in a cold room using transfer stacks (from Trans-Blot Turbo RTA kit, Bio-Rad, 1704272). Next, RNA was cross-linked by incubating at 60 °C for 1 to 2 h in a cross-linking solution. After rinsing the membrane, it was prehybridized with 15 ml of prewarmed Ultrahyb buffer (Thermo Fisher Scientific AM8670) at 37 °C for 30 min. The specific LNA probe was then denatured at 95 °C for 1 min and added to the hybridization buffer. The membrane was hybridized overnight on rotation. Next, the membrane was washed twice at 37 °C for 15 min with 2X SSC with 0.1% (wt/vol) SDS, followed by two washes at 37 °C for 5 min with 0.1X SSC with 0.1% (wt/vol) SDS. The membrane was next washed for 10 min with 1x SSC at 37 °C. The membrane was next treated using a Chemiluminescent Nucleic Acid Detection Module Kit (Thermo Fisher Scientific catalog #89880, 24 ml) and imaged with the SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific Cat# 34096) kit and the Bio-Rad ChemiDocTM MP Imaging System. The same membrane was used to probe other target RNAs after stripping and rehybridizing in the same manner as described above.

### Proteomic analysis

Caput, corpus, and cauda epididymis were harvested from mice and stored at −70 °C after flash freezing in liquid nitrogen. The tissues were taken out of −70 °C and immersed in lysis buffer (1% SDS, 50 mM Tris pH8.1, 10 mM EDTA pH8, protease inhibitor cocktail) and ground with a drill and disposable tips. Tissues were heated in lysis buffer for>2 min at 95 °C to soften the tissue and assist grinding if needed. The protein concentration of lysates was determined using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific #23225). Ten micrograms of protein from each sample was run on an SDS PAGE gel made using the TGX FastCast Acrylamide Starter Kit, 12% (Bio-Rad #1610174) and using a 1X running buffer made from 10X Tris/Glycine/SDS (Bio-Rad #1610772). Gels were run until the dye front had moved a few centimeters, and then the gels were stained with Bio-Safe Coomassie Stain (Bio-Rad #1610786). Stained proteins were cut out of the gel and shipped to the UC Berkeley Proteomics Core for mass spectrometric analysis.

### RNase activity assay

For RNase activity assay of epididymal fluid, epididymis tissues were dissected from males (10–12 weeks old) and placed in prewarmed Whitten’s media (100 mM NaCl, 4.7 mM KCl, 1.2 mM KH2PO4, 1.2 mM MgSO4, 5.5 mM glucose, 1 mM pyruvic acid, 4.8 mM lactic acid (hemicalcium) and Hepes 20 mM) at 37 °C. A couple of small incisions were made in the epididymis tissues to allow sperm and epididymal fluid to be released from the tissue into the media. Media containing epididymal fluid and sperm was used for protein purification, and total protein content was quantified using the Qubit Protein Assay (Thermo Fisher Scientific Q33211). Nine micrograms of protein was used in each reaction of the RNaseAlert Lab Test Kit (Thermo Fisher Scientific AM1964) to examine RNase activity. Reactions were performed as per the manufacturer’s instructions, and the fluorescence signal (indicative of RNase activity) was measured using the Qubit 4 Fluorometer.

For RNase activity assay using recombinant RNases 9-12, total RNA was Trizol extracted from mouse epididymis and run on a 10% TBE-Urea gel (Biorad 4566033). tRNAs and small rRNAs were size selected from the gel after staining with SYBR Gold (Invitrogen S11494). One microgram of gel-purified RNA was combined with either 0.5, 1.0, or 1.5 μg of recombinant (all with C-Myc/DDK tag) RNase9 (Origene custom product), RNase10 (Origene TP315855), RNase11 (Origene custom product), RNase12 (Origene custom product), Angiogenin (Origene TP308874), or tGFP (Origene TP700079). The volume of each reaction was brought to 15 μl with buffer (100 mM Tris pH 6.60 or pH 6.86, 150 mM NaCl). Reactions were incubated at 5% CO2 and 33 C for > 30 min. Reactions were then mixed with 2X gel loading buffer II (Thermo Fisher Scientific AM8546G) and run on a 10% TBE-Urea gel prior to staining with SYBR Gold and imaging with a Bio Rad Gel Doc XR+. RNase activity assay using three different amounts of protein (0.5μg, 1.0μg, or 1.5μg) showed same results. 1.5μg data is included here.

### RNA-binding assay

Total epididymal RNA was Trizol extracted and either 10 μg or 50 μg of total RNA was incubated with either 1 μg or 5 μg, respectively, of recombinant proteins (all with C-Myc/DDK tag): RNase9 (Origene custom), RNase10 (Origene TP315855), RNase11 (Origene custom), RNase12 (Origene custom), Angiogenin (Origene TP308874), or tGFP (Origene TP700079). Total reaction volumes were brought to either 15 μl or 75 μl, respectively, with RNA-binding buffer (100 mM Tris pH 6.6, 150 mM NaCl). Reactions were incubated at 33 °C and 5% CO2 for >30 min. Reactions were UV cross-linked for 1 min at 450 mJ. Then immunoprecipitation was carried out using 25 μl of Pierce Anti-c-Myc Magnetic Beads, following manufacturer’s protocol. Elution of RNA from the beads was performed in 100 μl buffer (100 mM Tris pH 6.86, 150 mM NaCl) at 55 °C for 10 min with 2 μl of Proteinase k (20 mg/ml) per reaction. Eluates were subsequently Trizol-extracted to purify the RNA. Isolated RNA was sequenced using OTTR-seq.

### Small RNA-seq and data analysis

Small RNA-seq libraries were generated using ARM-Seq (94) or OTTR-seq (62). In both cases, the total RNA was pretreated with PNK to remove 3′ phosphates. For cauda sperm and epididymal fluid samples, total RNA from three mice was pooled to generate one biological replicate, and 1 μg total RNA from the epididymis tissue was used for epididymis libraries. Total RNA was treated with 0.5μL of T4 PNK (NEB M0201 L) at 37 °C for 30 min in a 20μL reaction volume. PNK was heat-inactivated using 0.5μL of 0.5 M EDTA at 65 °C for 15 min, followed by treatment with 3.5μL of 100 mM borax or sodium tetraborate decahydrate for 30 min at 45 °C. Next, the total volume of the reaction was raised to 400μL using nuclease-free water for phenol-chloroform-isoamyl alcohol–mediated RNA cleanup.

Small RNA-seq libraries using OTTR-seq were generated as described by Upton *et al.* (62) and by the manufacturers of the sequencing library preparation kit (Karnateq R2201001S) with a few modifications. Briefly, 40 ng PNK-treated RNA was treated with ddRTP and target primed reverse transcriptase for 2 h, followed by heat inactivation at 65 °C for 5 min. The reaction mixture was next incubated with phosphatase at 37 °C for 15 min, and RNA was reverse transcribed using BoMoc RT (N-terminally truncated *B. mori* R2 Reverse Transcriptase). The cDNA was purified using the MiniElute Reaction Cleanup kit and run on a precast 10% Urea PAGE gel (BioRad #4566033) for 45 min at 200V. cDNA corresponding to small RNAs, including miRNAs and full-length tRNAs, was cut from the gel using Cy5 imaging, and DNA gel extraction was performed. The extracted cDNA was used for PCR reaction for 12 cycles using Q5 Polymerase and NEB multiplex indexing primers (NEB #E7600S). The PCR product was run on a freshly made 6% PAGE gel, and bands corresponding to the expected range of miRNAs to full-length tRNAs (150 bp to 250 bp) were cut out. The eluted PCR product was quantified using a Qubit 1X DNA High Sensitivity kit (Q33230) and analyzed on a Bioanalyzer using a DNA high sensitivity kit (#5067-4626). The final libraries were sequenced either on an Illumina NextSeq instrument.

For sequencing data analysis, sequencing reads were trimmed with cutadapt with adapter “-a GATCGGAAGAGCACACGTCT” and further trimming the final TRPT base with “cutadapt -u -1” and removal of the UMI with “cutadapt -u 7.” Sequencing analysis was done using a modified version of the tRAX analytical analysis tool (63) with default parameters except for a minimum non-tRNA read size of 16 and using the Ensembl gene set (95), the mm10 piRNA gene set from piPipes (96), and ribosomal RNA repeats from UCSC repeatmasker (97) as the gene set. In tRAX, reads were mapped to the mouse mm10 genome combined with tRNA sequences taken from gtRNAdb (98) as default along with additional rRNA sequences. 18S rRNA sequence was taken from NCBI sequence MN537869.1 and 2 28S rRNA sequences were taken from NR_003279.1 and MN537140.1 and 5S rRNA sequence was taken from NR_030686.1 and 5.8S rRNA sequences were taken from NR_003280.2. Mitochondrial rRNA sequences were taken from the Ensembl annotation of the mouse mitochondrial genome. All ribosomal repeat sequences were taken from the UCSC genome browser repeatmasker track for ribosomal RNAs. To create a sequence database for mature tRNA sequences, introns were removed, CCA tails were added, and “G” base was added to the start of histidine tRNAs. tRNA reads were defined as any reads whose best mapping includes a mature tRNA sequence. The tRAX pipeline uses bowtie2 with options "-k 100 --very-sensitive --ignore-quals --np 5 –very-sensitive," extracts all best mappings from those results with some exceptions. For reads that mapped best to tRNAs, the non-tRNA reads were removed and then reads that mapped best to rRNA and repeat sequences mappings to regions other than rRNAs and repeat sequences were removed. tRNA mappings categorizes all tRNA mappings to acceptor type-specific, decoder type-specific, or unique tRNA transcript-specific, and only reads specific to acceptor type and anticodon were used for corresponding tRNA counts. Reads were processed to ensure a single primary read mapping remained and this primary mapping only was used to calculate percentages of total reads for gene types to prevent double-counting.

Reads that mapped to mature tRNAs were further classified into four fragment types based on the read alignment and the ends of the tRNAs. Reads where the 5′ end lies within 3 nts and 3′ end lies with 5 nts of the respective ends on the mature tRNAs are categorized as "whole" full-length tRNAs (referred to as “tRNAs”) and reads that overlap or closely align to either the 5′ ends or 3′ end of the tRNAs are classified as “tRF_5’” and “tRF_3,’” respectively. Mature tRNA reads that do not display these features are classified as “tRF_other.” tRFs_5′, tRFs_3′, and tRFs_other are counted together as “tRFs.” We sequence relatively low levels of full-length tRNAs as the small RNA-seq method favors cloning and sequencing of shorter RNAs (<40 nts). The total percentage of reads for full-length tRNAs was less than 0.5% across all samples and, therefore, not visible on the plots showing the percentage of reads of different small RNA classes. Since small RNA-seq cannot detect RNAs longer than 100 nts, all reads mapping to rRNAs and rRNA-repeats are shorter rRNA fragments and are collectively referred to as rRNA-derived small RNAs (“rsRNAs”). Reads that mapped to the genome but did not map to any annotated feature in either the Ensembl genes, piRNA gene sets, or rRNA repeatmasker were classified as “Other” unannotated read types. Adjusted *p*-values and log2-fold change were calculated using DESeq2 (92) with default parameters as a component of the tRAX pipeline, and plots were generated with ggplot2 and Prism.

## Data availability

The small RNA-sequencing data reported in this study can be accessed at Gene Expression Omnibus with accession number GSE278291. All remaining data are included in the article.

## Supporting information

This article contains supporting information.

## Conflicts of interests

The authors declare that they have no conflicts of interests with the contents of this article.

# Supplementary material for: Epididymis-specific RNase A family genes regulate fertility and small RNA processing
**Source:** J Biol Chem. 2024 Oct 28;300(12):107933. doi: 10.1016/j.jbc.2024.107933
**Supplement:** Supporting information

## **Epididymis-specific RNase A family genes regulate fertility and small RNA processing**

Joshua F. Shaffer<sup>\*1</sup>, Alka Gupta<sup>\*1</sup>, Geetika Kharkwal<sup>1</sup>, Edgardo E. Linares<sup>1</sup>, Andrew D. Holmes<sup>1</sup>, Julian R. Swartz<sup>1</sup>, Sol Katzman<sup>2</sup>, Upasna Sharma<sup>1†</sup>

\* These authors contributed equally

### **SUPPLEMENTARY MATERIALS**

#### **Supplementary Tables S1-3**

#### **Supplementary Figures S1-7**

##### **Supplementary Table S1: Transcriptomic alterations in the KO epididymis**

Caput, corpus, and cauda epididymis mRNA-Seq data analyzed by DESeq2 are shown. Mean counts, log2 fold change, and *p*<sub>adj</sub> values of significantly differentially expressed transcripts are shown for the caput and corpus (*p*<sub>adj</sub> value <0.05) epididymis and the cauda epididymis (*p*<sub>adj</sub> value <0.1). The data is sorted by *p*<sub>adj</sub> value, lowest to highest.

##### **Supplementary Table S2: Proteomic alterations in the KO epididymis**

LC-MS proteomic analysis of WT and KO caput, corpus, and cauda epididymides is shown. For all tissue types, sample 1 is KO, and sample 2 is WT. The data is sorted by p-value, lowest to highest.

**Supplementary Table S3: Small RNA-Seq in WT and KO mice.** Small RNA-Seq data for epididymides, epididymal fluid, and sperm from WT and KO mice. Total read counts for all examined transcripts are provided here. These raw read counts were normalized as part of the DESeq2 analysis pipeline and used for downstream data analyses.

Supplementary Figure S1

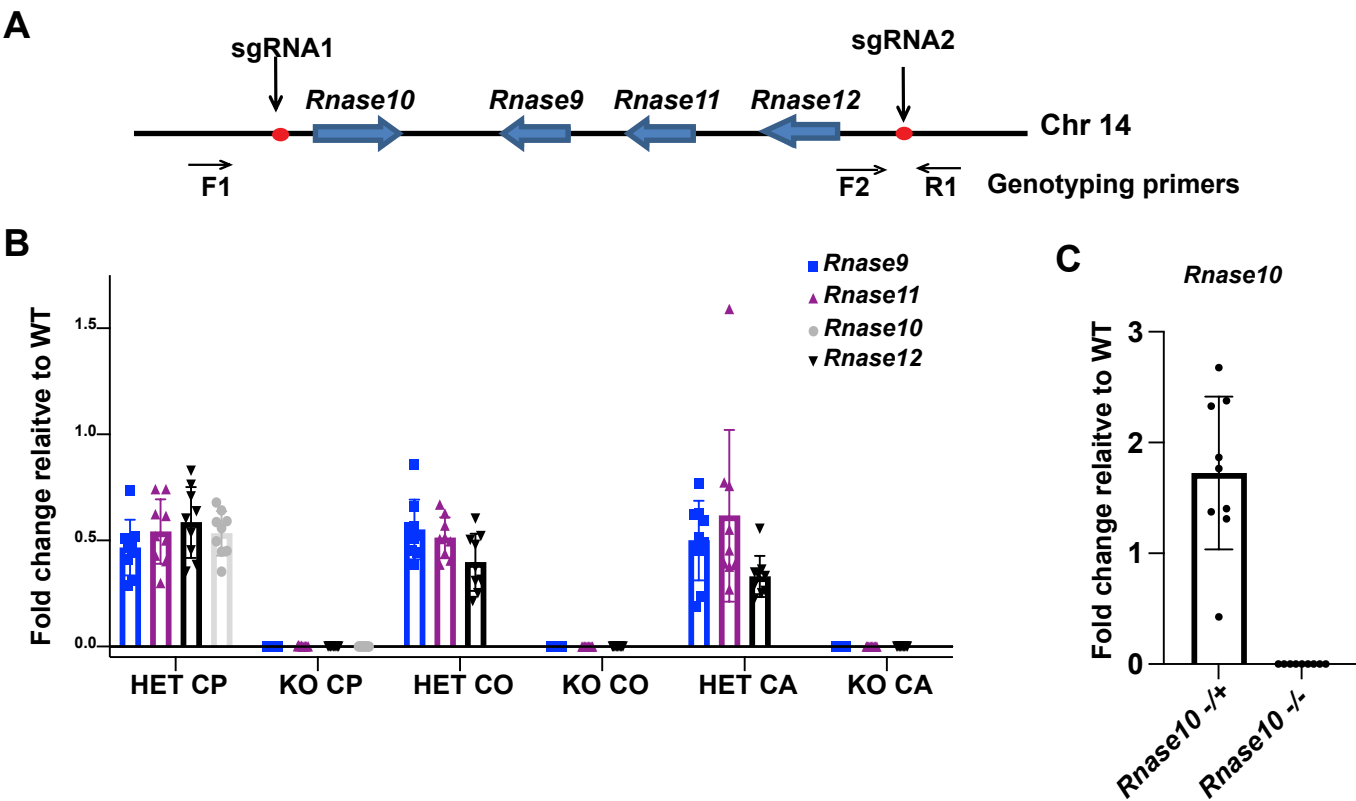

**Figure S1:** A) Schematic of *Rnase9-12* deletion mouse generation using CRISPR-Cas9 genomic editing. As shown in the schematic, the *Rnase9*, *Rnase10*, *Rnase11*, and *Rnase12* genes are clustered on chromosome 14, and no other protein-coding genes are present in this genomic location. F1-R1 and F2-R1 primer combinations were used to genotype all mice in the study. B) qRT-PCR analysis of *Rnase9*, *10*, *11*, and *12* transcript abundance in caput, corpus, and cauda epididymides of WT, HET, and KO mice. C) qRT-PCR analysis of *Rnase10* transcript abundance in the caput epididymis of wild-type, *Rnase10*<sup>+/+</sup> (heterozygous) and *Rnase10*<sup>-/-</sup> (homozygous) deletion mice. Beta-actin was used for relative quantification.

Supplementary Figure S2

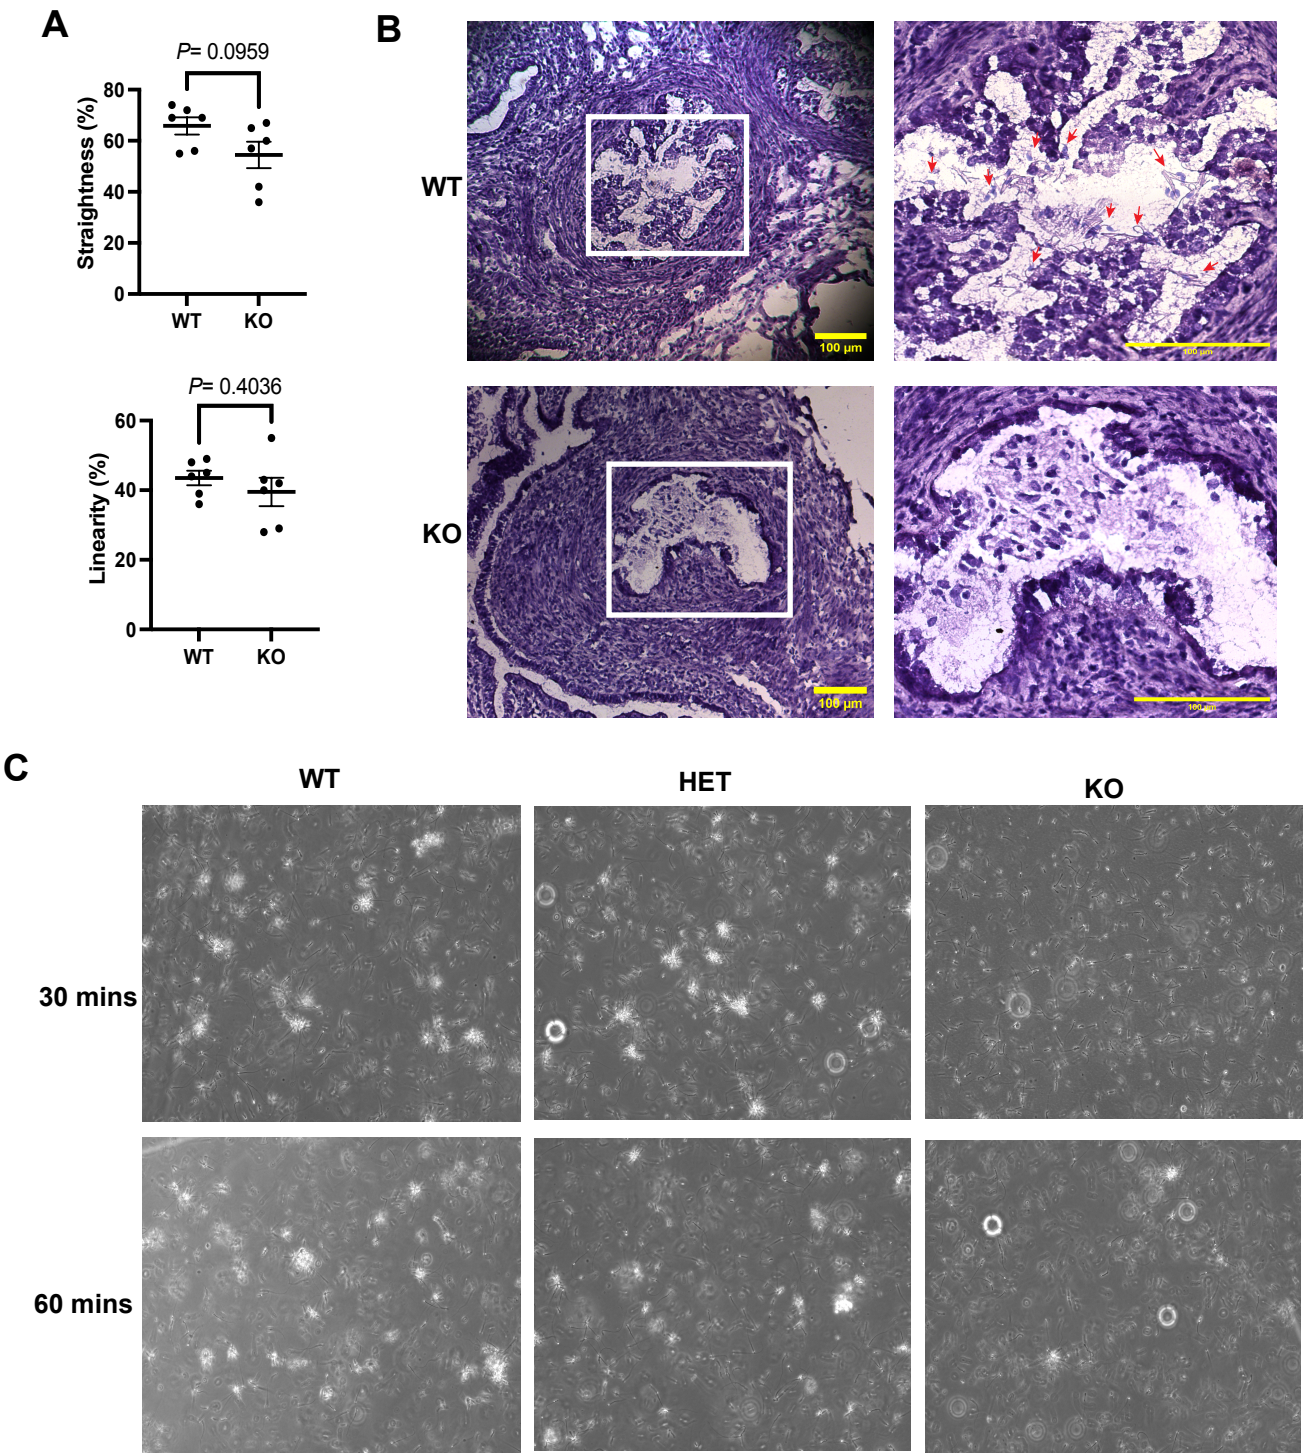

**Figure S2:** A) Sperm parameters examined by CASA tool. B) H&E-stained cross sections of the UTJ of female mice mated with WT mice or KO mice. The right panels are the rectangle regions at higher magnification from the corresponding left panels. Red arrow indicates sperm. n=2 UTJ sections per male genotype were analyzed. Representative images are shown here. Scale bar represents 100  $\mu\text{m}$  in length. C) Phase contrast microscopy images of WT, HET, and KO sperm. Cauda and vas deferens sperm was released into prewarmed HTF media, and images were taken at 30 and 60 minutes of incubation (n=3 biological replicates per genotype) to examine sperm aggregation.

Supplementary Figure S3

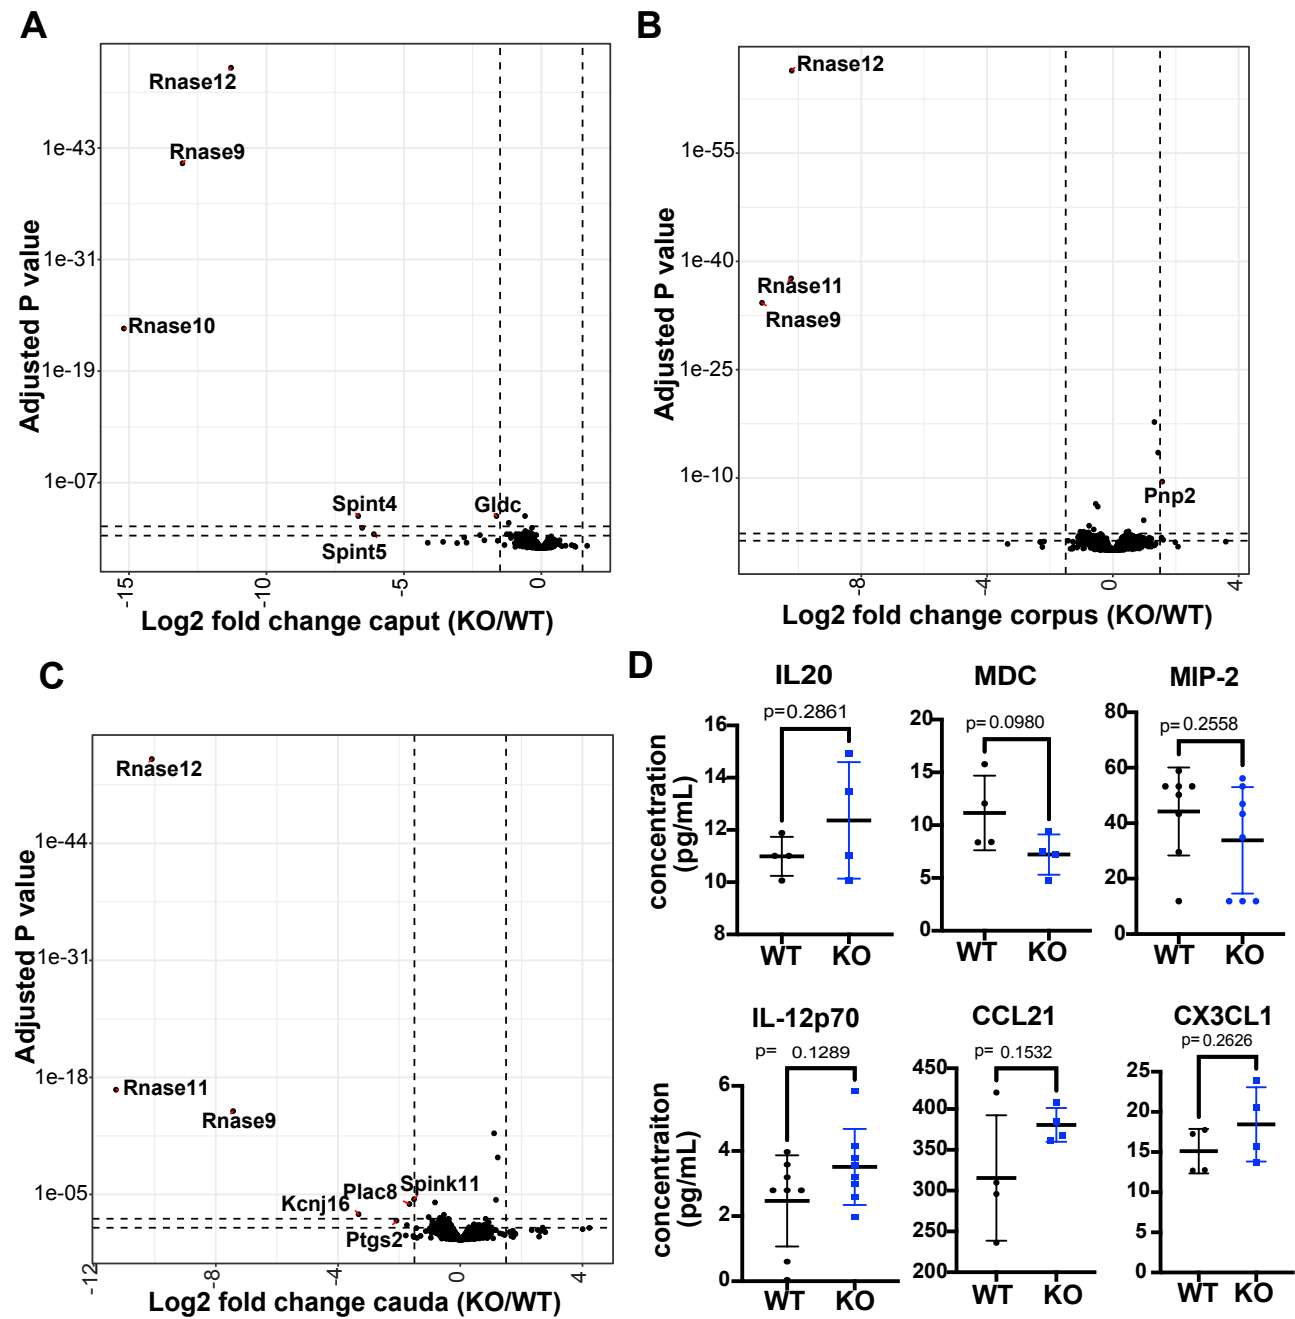

**Figure S3:** A-C) Volcano plot showing DEseq2 differential expression analysis of mRNA-seq data of KO relative to WT caput (A), corpus (B), and cauda (C) epididymis tissues (n=3 biological replicates per genotype). D) Cytokine and chemokine levels in the cauda epididymal fluid from WT and KO mice (mean  $\pm$  SD). No significant change was observed for these proteins.

Supplementary Figure S4

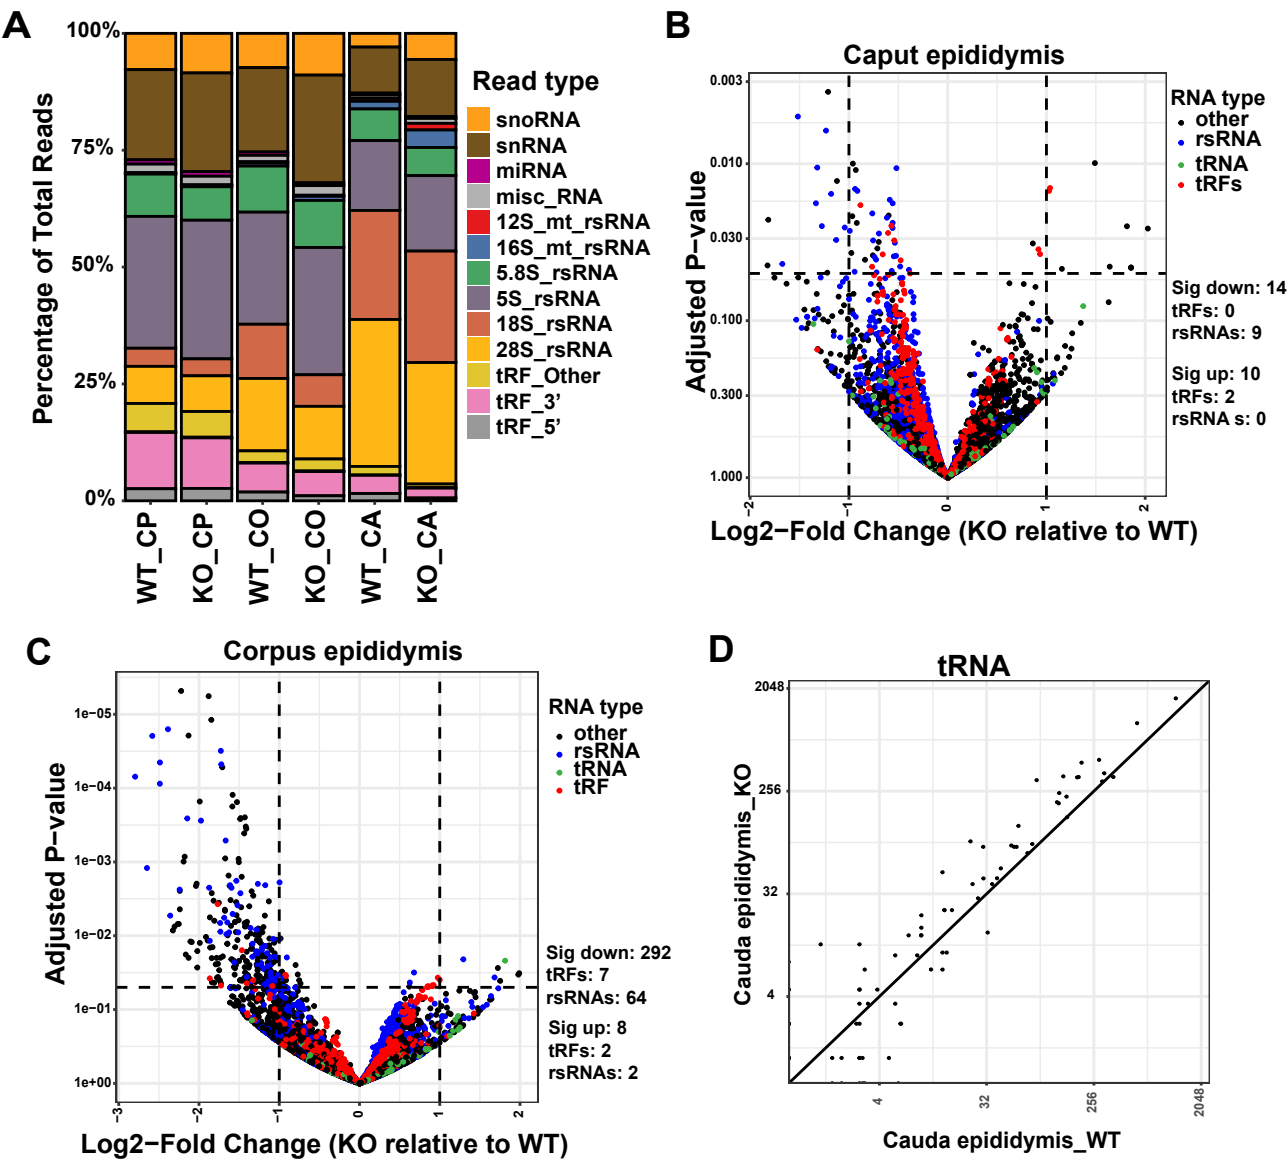

**Figure S4:** A) Percentage of reads of different small RNA classes sequenced from the caput (CP), corpus (CO), and cauda (CA) epididymis of WT and KO mice (n=3 biological replicates per genotype). tRFs are fragments mapping to tRNA genes and are further classified as a 5', 3', or "other" fragment based on the read alignment with respect to the ends of the respective tRNA. rsRNA subunits are reads mapping to a specific rRNA subunit and the repeats of that subunit (see Materials and Methods). 12-20% of reads did not map to any annotated gene features ("Other" reads) and were removed before generating this plot. B-C) Volcano plot showing differentially expressed small RNAs in the KO caput (B) and corpus (C) epididymis relative to the WT tissues. tRFs are labeled red, tRNAs are green, rsRNAs are blue, and all other RNAs are black. The dashed lines show the cut-off used for calling significantly differentially expressed transcripts. The number of significantly differentially expressed transcripts (Log2Fold change >1 and padj value <0.05) as determined by DESeq2 analysis are shown in the right panel of each plot. D) Scatter plot showing abundance (mean of normalized read counts) of full-length tRNAs in KO and WT cauda epididymides. Although a subtle change, most full-length tRNAs are upregulated in the KO cauda epididymis. These data suggest that there is less tRNA cleavage in the KO cauda epididymides relative to WT.

Supplementary Figure S5

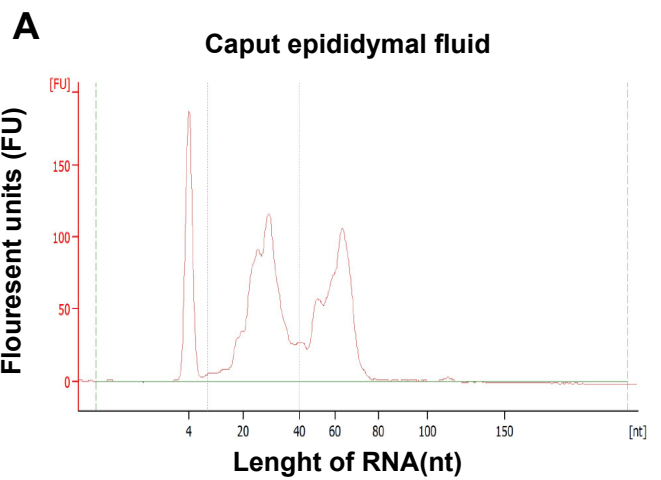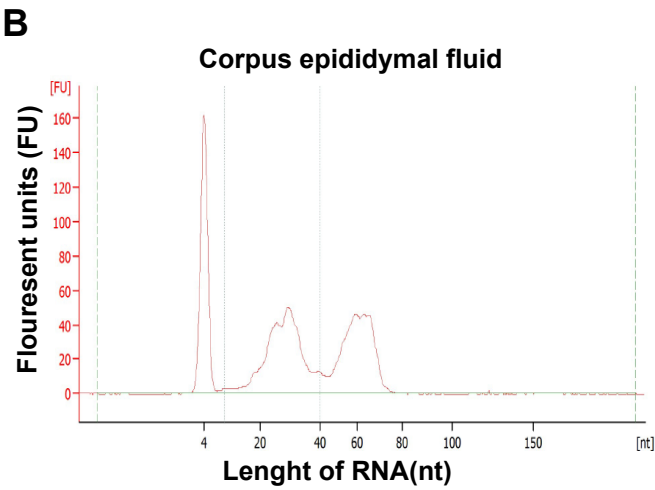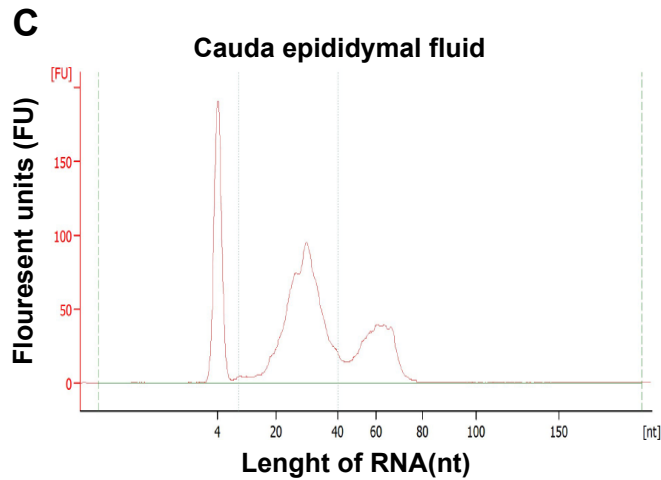

**Figure S5:** Bioanalyzer trace of total RNA isolated from WT epididymal fluid. The peaks show the length of RNA detected in the epididymal fluid.

# Supplementary Figure S6

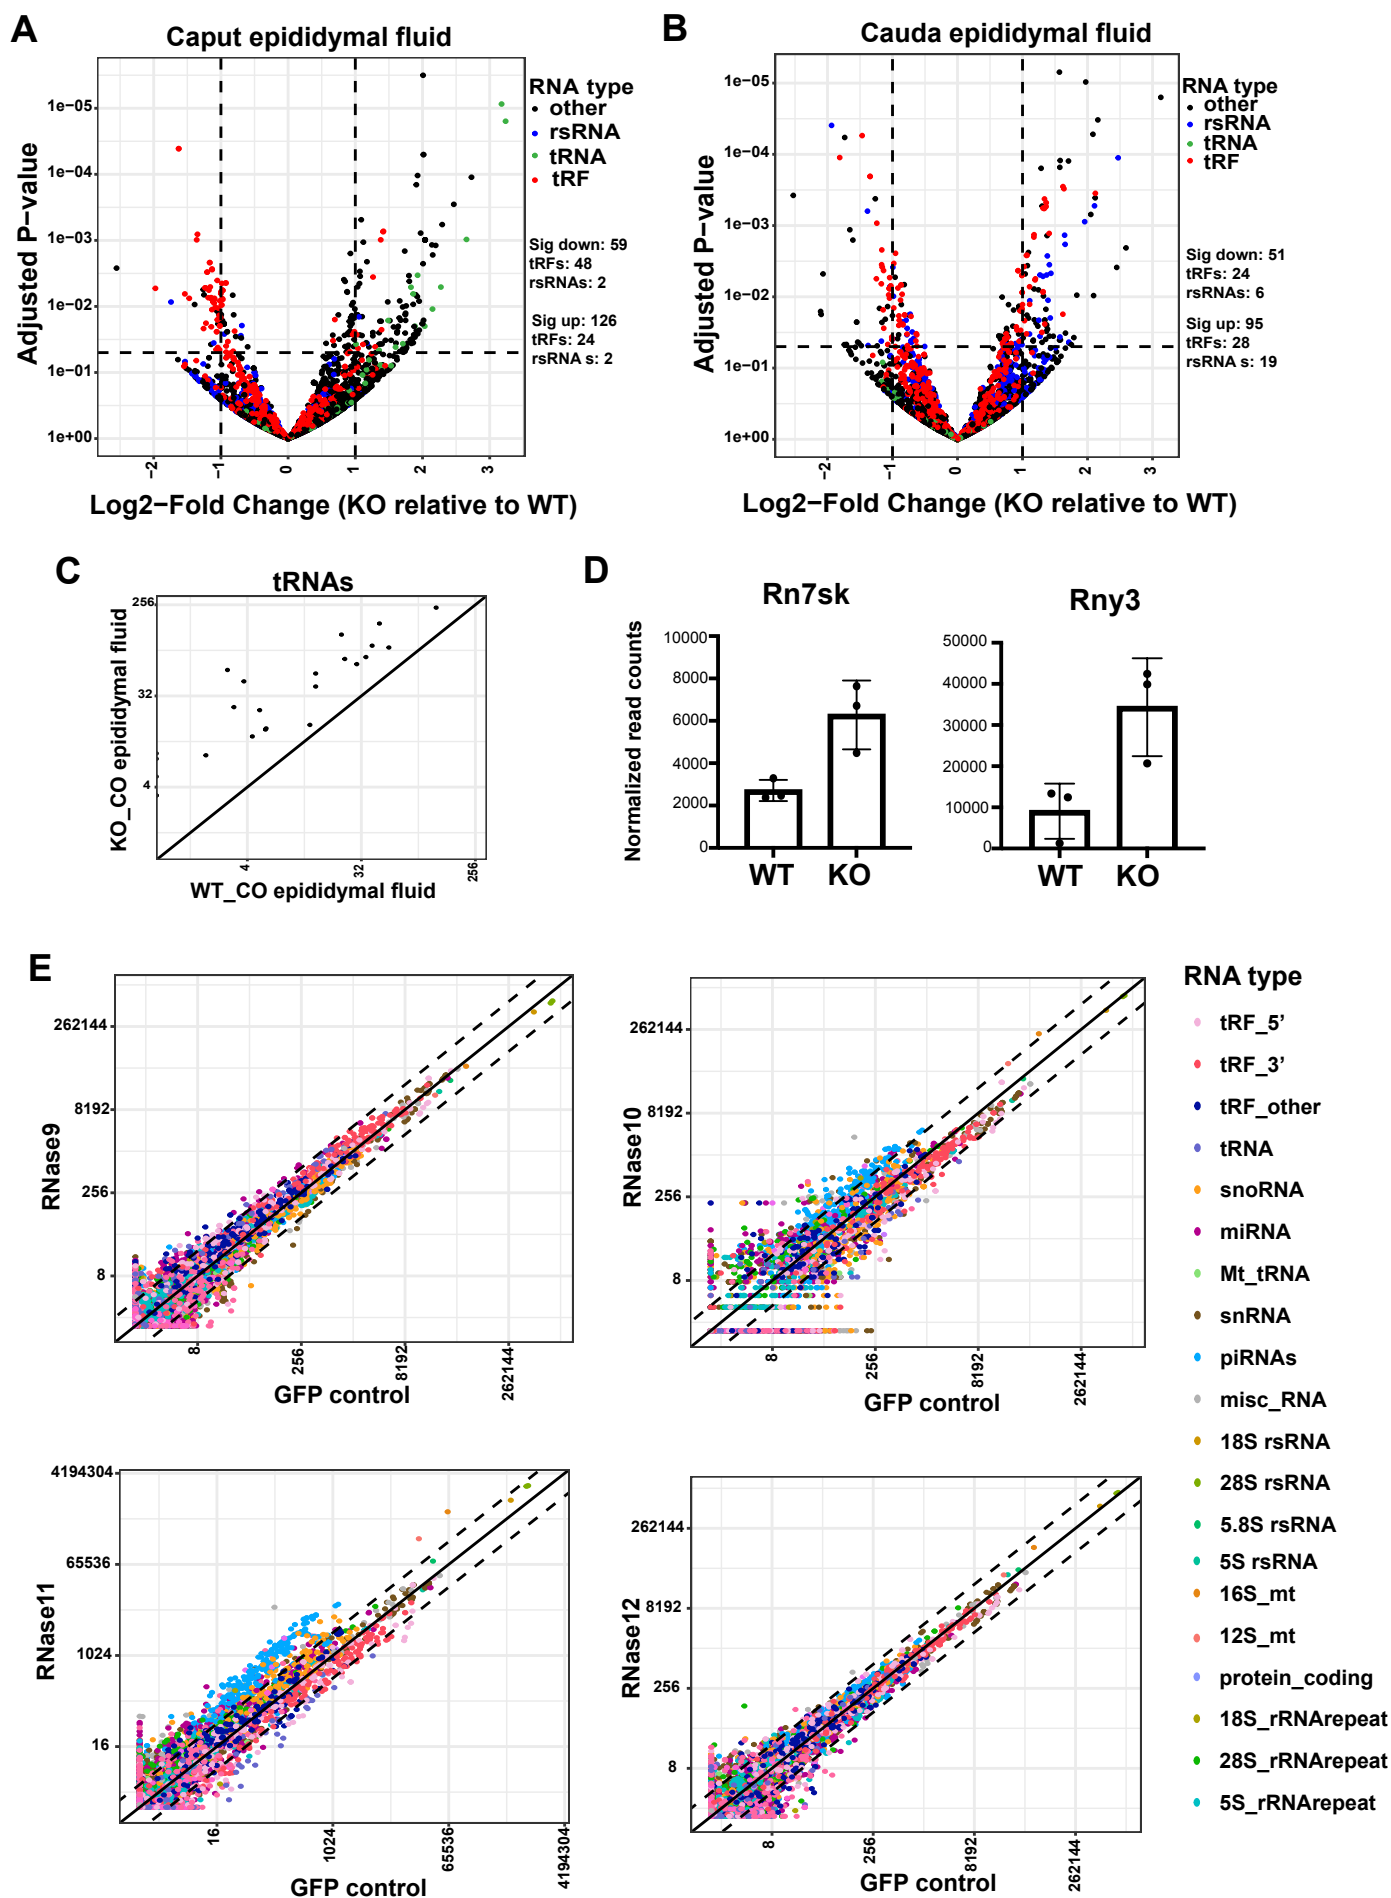

**Figure S6:** A-B) Volcano plot showing differentially expressed small RNAs in the KO caput (A) and cauda (B) epididymal fluid relative to WT. The dashed lines show the cut-off for calling significantly differentially expressed transcripts (Log2Fold change >1 and padj value <0.05). tRFs are labeled in red, tRNAs in green, rsRNAs in blue, and all other RNAs in black (n=3 biological replicates). C) Scatter plot showing abundance (mean of normalized read counts) of full-length tRNAs in KO and WT corpus epididymal fluid. These data suggest that there is less tRNA cleavage in the KO corpus epididymal fluid relative to WT. D) Normalized read counts of Rn7sk and Rny3 in the caput epididymal fluid. E) Scatter plots of transcript abundance of different small RNAs pulled down with c-Myc-tagged RNases 9-12 versus GFP control (n=2 technical replicates). RNases 9-12 or GFP (negative control) were incubated with total RNA isolated from epididymis tissues. Using Anti-c-Myc magnetic beads RNases and GFP interacting RNAs were pulled down and used for small RNA sequencing. RNase11 pull downs showed slight enrichment of piRNAs. No significant enrichment of tRFs and rsRNAs was detected in small RNAs pulled down with any of the RNases relative to the GFP control, suggesting that these proteins do not bind specifically to these small RNAs.

Supplementary Figure 7

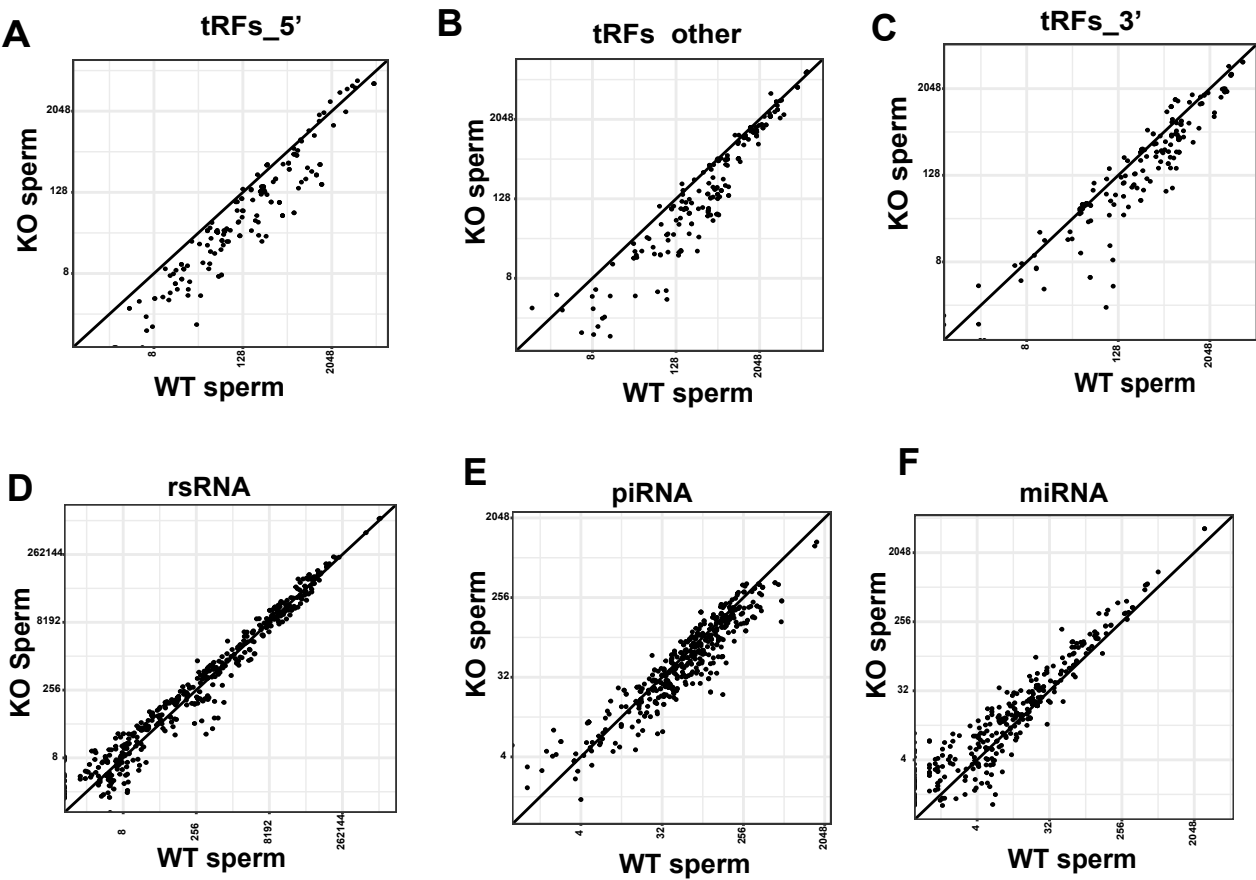

**Figure S7:** A) Scatter plots of transcript abundance (mean of normalized read counts) of specific small RNA classes in KO and WT sperm.

How the deposited data were processed for this re-analysis (not part of the article)

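Small RNAs were measured in 43 libraries of mice 8 to 12 weeks old, 17 of epididymis tissue, 18 of epididymal fluid and 8 of cauda sperm, each from WT or Rnase9-12 KO mice. There were 3 WT and 3 KO libraries of caput and of cauda tissue, 3 WT and 2 KO libraries of corpus tissue, 3 WT and 3 KO libraries of caput, corpus and cauda fluid, and 4 WT and 4 KO libraries of sperm. Each fluid and sperm library was made from the RNA of 3 mice, and for tissue the pooling is not stated.

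The deposited values are read counts that the authors made with a modified tRAX pipeline. They trimmed adapters and, for OTTR-seq, the final base and 7-base molecular tags with cutadapt. They mapped the reads with bowtie2 to the mouse genome, mature tRNAs and rRNA sequences. They counted them on tRNA fragments, full-length tRNAs, rRNA sequences and repeats, genes of a piRNA gene set (called piRNAs here) and Ensembl small RNA genes. The counts were whole numbers without normalization or filtering by library. Within the paper's limits on reads that matched tRNAs or rRNAs best, a read was counted on each feature that it matched equally well. No reads were mapped again here.

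The tables listed 4890 RNAs for tissue, 3178 for fluid and 4323 for sperm. Ensembl names were matched to the mouse annotation for 2097 of 2104 RNAs in tissue, 1053 of 1057 in fluid and 1918 of 1924 in sperm. Summed counts per library ran from 30142156 to 249732714 in tissue, from 1948718 to 12320922 in fluid and from 1134840 to 62128314 in sperm. Replicates differed by more than sampling noise in each of the 46 pairs of libraries compared, over RNAs with a summed count of 10 or more, and the lowest Pearson correlation of log2 values between replicates was 0.949 in tissue, 0.943 in fluid and 0.794 in sperm. The biological coefficient of variation in edgeR was 0.412 in tissue, 0.425 in fluid and 0.522 in sperm.

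Calculations were done with R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and with python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Each table was analyzed on its own. RNAs were filtered by group with edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 3488 RNAs in tissue, 2023 in fluid and 2480 in sperm, and were scaled with TMM. All groups of a table were fitted in 1 quasi-likelihood model, and KO was compared with WT in each segment and in sperm. P-values were adjusted by the Benjamini-Hochberg method over all RNAs of a comparison. RNAs were called at an adjusted p under 0.05 and an absolute log2 fold change above 1, and for overlaps between tissues at an adjusted p under 0.05. Differences of the KO effect between cauda and caput tissue and between corpus and cauda fluid were tested as interaction terms. Overlaps were tested with 1-sided Fisher's exact tests. Log2 CPM values used a prior count of 2. An anticodon was taken as detected at 10 counts.

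Shares of counts per library and medians of RNA classes were compared with 2-sided exact permutation tests, adjusted by the Benjamini-Hochberg method over 119 shares and over 36 medians. Errors are SD between libraries. The model was tested on simulated data, negative binomial counts with the mean levels, dispersions and library sizes of each table and 200 RNAs changed by a log2 fold change of 2. In the cauda epididymis, sperm and corpus fluid, edgeR called 54.0%, 50.5% and 48.5% of the changed RNAs and 5 unchanged ones in each, whereas DESeq2 called 64.5%, 73.5% and 59.5% of the changed RNAs and 10, 16 and 14 unchanged ones. The simulated RNAs were independent and changed in a random direction. They had no shared reads, shifts of a whole class, differences between replicate numbers or outlying library. These rates therefore need not hold for the real libraries.

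RNAs were named by a rule. It took each small RNA named in the paper's results text or in Figs. 5G, 6D and 7G (tRFs of 1 anticodon as sums by fragment type, heatmap lists as counts), Rny3, Rn7sk and the rRNA sequences. It also took, for each comparison, the 2 tRFs, 2 rsRNAs and 2 other RNAs with the smallest p among those called with every KO library on the same side of every WT library. RNAs named outside this rule are marked as such. WT and KO libraries were paired by the replicate number in the sample titles, only for the alternatives with a replicate block.

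The alternatives were DESeq2 size factors, library size only, TMM factors from RNAs other than tRFs, tRNAs and rsRNAs, DESeq2 with default settings and with a prior on the fold changes, no filter on low counts, models of the 2 groups alone, the replicate number as a block, sums of tRFs and tRNAs by anticodon and fragment type, other denominators of the shares, and leaving out each library. Thinning of the counts (random seed 1), the most counted entry per rRNA type and per anticodon and fragment type, DESeq2 with the replicate block or with 2 groups alone, and unadjusted p-values were added later.

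Library labels that disagreed were resolved by title, description and Table S3. Northern blots, read lengths, coverage along tRNAs, mRNA-seq, proteomics, enzyme assays and fertility data were not analyzed here, since the count tables do not hold them.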

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

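Of the tests in this part, those of tissue RNA in the fluid, of a KO library labelled WT and of a few RNAs taking most of the counts were set out before their results were seen, and the tests of depth, of scaling, of thinned counts and of other splits were chosen only after the result was seen.

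In WT sperm, 1 library lay far from the others in its total counts. Replicate 1 had 52607365 counts and the others from 1134840 to 3025269, a gap of 0.963 of the whole range. WT replicate 4 lay far from the others in the median log2 CPM of tRFs, 3.30 against 5.05 to 5.34, a gap of 0.858 of the range. These were 2 of 10 groups of 4 libraries tested, where about 1 in 20 is past the critical value by chance. The total counts are a technical quantity of library and sequencing, and no biological explanation was tested for them.

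For the low tRF level of WT sperm replicate 4, depth was tested first. The other WT libraries of similar depth had medians of 5.33 or higher, so low depth alone is an unlikely cause. A few RNAs taking most of the counts is also unlikely, since the 10 most counted RNAs took 50.0% of its counts, against 43.7% to 50.2% in the other WT libraries. A KO library labelled WT remains a candidate explanation. Its mean correlation with the KO libraries was higher by 0.0914 than with the other WT libraries, whereas this difference was 0.0484, -0.00154 and -0.00749 for WT replicates 1, 2 and 3. Among the shallow libraries, its correlation with KO replicate 4 was 0.926 and its mean correlation with the other shallow WT libraries was 0.807. The counts hold no Rnase9-12 feature that could settle the genotype, and a WT pool with a low tRF level cannot be told apart from this explanation. Without this library, 207 RNAs were called lower and 119 higher in KO sperm, against 0 and 0 with it (235 lower and 199 higher at an unadjusted p under 0.05).

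The KO effect differed between corpus and cauda fluid for 149 RNAs (edgeR's interaction test), lower in the corpus relative to the cauda for 58 and higher for 91. Under exchanges of genotype within same-numbered pairs, 5 of 32 splits gave as many RNAs, the real one included, and each of the 5 left the corpus fluid labels as they are. The number is therefore reached by splits that give the cauda fluid libraries other genotypes, and the difference may follow from the corpus effect alone. With each library thinned to the smallest total, 0 RNAs passed (282 at an unadjusted p under 0.05), with 123 of the 131 RNAs still tested at an unadjusted p under 0.05 and all 131 with the same direction. The loss of these calls may come from the smaller number of counts, and since the RNAs were chosen for this difference, the test cannot settle whether lower depth of the KO corpus libraries had a part in it. The number was also 0 with library size only (412 at an unadjusted p under 0.05) and when each comparison was fitted alone (390 at an unadjusted p under 0.05), and it ran from 64 to 246 under the other alternatives, apart from those that left out a library, where it ran from 0 to 192.

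In corpus fluid, 266 RNAs of other classes than tRFs, full-length tRNAs and rsRNAs were called higher in KO, of which the paper names Rny3 and Rn7sk. Scaling was weighed first. With TMM factors from RNAs other than tRFs, tRNAs and rsRNAs, 144 of them, 54.1%, were still called. With library size only it was 203 and with DESeq2 size factors 255, so scaling may account for part of the calls. The first of these scalings takes its factors from the classes tested here, so it centers their fold changes by construction. All 266 stayed higher under each scaling. They were chosen for a log2 fold change above 1, and the largest move of the median over all RNAs was -0.81, so their direction could hardly have turned. Lower depth of the KO libraries was tested by thinning, where 128 of the 154 RNAs still tested, 83.1%, were still called. More RNA of tissue cells in the KO fluid would raise RNAs in proportion to their tissue level. The Spearman correlation across 833 RNAs, which are not independent replicates, between the fold change and the tissue level relative to fluid was -0.217 in the corpus (Pearson -0.160), against 0.104 in the caput and -0.132 in the cauda (Spearman). No positive relation was thus seen in the corpus. The fluid level used for the corpus was that of WT caput and cauda fluid. Tissue was sequenced with ARM-seq and fluid with OTTR-seq, so the ratio also holds differences between protocols. The test therefore cannot settle this explanation. RNA from a particular cell type was not tested, and neither were reads shared between copies of these RNAs. With these explanations open, a biological change of these RNAs in KO corpus fluid is not put forward here, and the size of the increase cannot be told apart from the effect of scaling.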

How the results depend on the processing

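Of the alternatives, those not marked as chosen later were set before the data were examined, as were the rule for the RNAs named, the comparisons and the tests, and the tests that exchanged genotypes, along with the thinning tests, were chosen only after the results were seen.

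The direction of 5 medians was the same under each alternative run. The median log2 fold change of tRFs, cauda epididymis, ran from -1.11 to -0.51, the median log2 fold change of tRFs, corpus epididymal fluid, from -1.41 to -0.38, and the median log2 fold change of tRFs, sperm, from -1.08 to -0.51. The median log2 fold change of full-length tRNAs, caput epididymal fluid, ran from 0.21 to 2.24, and the median log2 fold change of full-length tRNAs, corpus epididymal fluid, from 0.23 to 2.45. Of the log2 ratios of shares, 6 of 14 had the same direction under each alternative run. The tRF share of counts, cauda epididymis, ran from -1.82 to -0.45 and the tRF share of counts, sperm, from -1.07 to -0.47, whereas the tRF share of counts, caput epididymal fluid, was higher in KO, from 0.015 to 0.10. The rsRNA share of counts, caput epididymal fluid, ran from -0.56 to -0.31, the rsRNA share of counts, corpus epididymis, from -0.28 to -0.0067, and the rsRNA share of counts, sperm, from 0.0017 to 0.052. These alternatives share the same libraries, and none of the exact permutation tests of these medians or shares passed 0.05. For the alternatives below, the cause of each change was not tested except where a value is given for it. For numbers of RNAs called, a direction that is not given stayed within 1.5 times of the main analysis.

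Scaling moved the median log2 fold change over all RNAs. Relative to TMM, DESeq2 size factors moved it by -0.11 in caput epididymis, -0.10 in cauda epididymis and -0.19 in sperm. Library size only moved it by -0.18, -0.31 and -0.55 in caput, corpus and cauda epididymis, by -0.33 in sperm, and by 0.20 and 0.25 in caput and cauda fluid. TMM factors from RNAs other than tRFs, tRNAs and rsRNAs moved it by -0.19 and -0.32 in caput and cauda epididymis, -0.26 in sperm, and -0.18, -0.81 and -0.13 in caput, corpus and cauda fluid. With the last of these, 23.6% of the RNAs called in corpus fluid were higher in KO, against 64.9% with DESeq2 size factors and 77.5% with library size only, so that the balance between lower and higher RNAs there depends on the scaling.

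When the libraries of each comparison were fitted alone, 16 lower and 2 higher RNAs were called in the cauda epididymis. In the caput epididymal fluid 28 were called higher, and in the corpus epididymal fluid 92 lower and 164 higher. In the interaction tests, the KO effect differed between corpus and cauda fluid for 0 RNAs (390 at an unadjusted p under 0.05). Among the log2 values, the median log2 fold change of full-length tRNAs, corpus epididymis, was -0.045 in place of 0.059, the median log2 fold change of tRFs, caput epididymal fluid, was 0.022 in place of -0.14, the median log2 fold change of tRFs, corpus epididymis, was -0.015 in place of 0.059.

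With DESeq2 default settings, the number of RNAs called was 24 lower in the corpus epididymis, 106 lower and 69 higher in the cauda epididymis, 2 lower and 7 higher in the caput epididymal fluid, 10 lower and 32 higher in the cauda epididymal fluid, 135 lower and 5 higher in sperm. The shared RNAs were 14 changed in both sperm and cauda epididymis, 14 lower in both and 1 changed in both sperm and cauda fluid. Further, the median log2 fold change of full-length tRNAs, caput epididymis, was -0.0031 in place of 0.10, the median log2 fold change of full-length tRNAs, cauda epididymal fluid, was 0 in place of -0.26, the median log2 fold change of miRNAs, sperm, was -0.064 in place of 0.32.

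With DESeq2 default settings and the replicate number as a block (chosen after the data were seen), the number of RNAs called was 89 lower in the corpus epididymis, 170 lower and 184 higher in the cauda epididymis, 15 lower and 31 higher in the caput epididymal fluid, 12 lower and 36 higher in the cauda epididymal fluid, 141 lower and 5 higher in sperm. The shared RNAs were 33 changed in both sperm and cauda epididymis, 31 lower in both and 1 changed in both sperm and cauda fluid. As for differences between segments, the KO effect differed between cauda and caput epididymis for 124 RNAs, and the KO effect differed between corpus and cauda fluid for 226 RNAs.

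With DESeq2 default settings and each comparison fitted alone, 42 lower and 45 higher RNAs were called in the cauda epididymis. In the caput epididymal fluid there were 68 lower and 63 higher. This alternative was chosen after the data were seen.

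With DESeq2 size factors in edgeR, the number of RNAs called was 0 higher (205 at an unadjusted p under 0.05) in the cauda epididymis.

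With DESeq2 and a prior on the fold changes (betaPrior), the number of RNAs called was 24 lower in the corpus epididymis, 105 lower and 68 higher in the cauda epididymis, 2 lower and 9 higher in the caput epididymal fluid, 10 lower and 29 higher in the cauda epididymal fluid, 130 lower and 5 higher in sperm. The shared RNAs were 14 changed in both sperm and cauda epididymis, 14 lower in both and 1 changed in both sperm and cauda fluid. For the RNA classes, the median log2 fold change of full-length tRNAs, caput epididymis, was -0.0010 in place of 0.10, the median log2 fold change of full-length tRNAs, cauda epididymal fluid, was 0 in place of -0.26, the median log2 fold change of miRNAs, sperm, was -0.039 in place of 0.32.

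With DESeq2, betaPrior and an unadjusted p under 0.05 (chosen after the data were seen), the number of RNAs called was 14 lower and 10 higher in the caput epididymis, 292 lower and 8 higher in the corpus epididymis, 211 lower and 176 higher in the cauda epididymis, 59 lower and 126 higher in the caput epididymal fluid, 222 lower and 449 higher in the corpus epididymal fluid, 51 lower and 95 higher in the cauda epididymal fluid, 364 lower and 35 higher in sperm. The shared RNAs were 103 changed in both sperm and cauda epididymis, 88 lower in both and 47 changed in both sperm and cauda fluid.

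With TMM factors taken from RNAs other than tRFs, tRNAs and rsRNAs, the number of RNAs called was 45 lower and 0 higher (110 at an unadjusted p under 0.05) in the cauda epididymis, 467 lower and 144 higher in the corpus epididymal fluid. Between segments, the KO effect differed between corpus and cauda fluid for 246 RNAs. Besides, the log2 fold change of 28S_rRNA_1, cauda epididymis, was -0.16 in place of 0.23, the log2 fold change of 28S_rRNA_2, cauda epididymis, was -0.16 in place of 0.22, the log2 fold change of 5_8S_rRNA, cauda epididymis, was -0.010 in place of 0.34, the median log2 fold change of full-length tRNAs, caput epididymis, was -0.050 in place of 0.10. Among the log2 values, the median log2 fold change of rsRNAs, cauda epididymis, was -0.17 in place of 0.14.

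With counts thinned to the smallest library total (chosen after the data were seen), 33 lower and 2 higher RNAs were called in the cauda epididymis. In the corpus epididymal fluid there were 80 lower and 139 higher, and in sperm 1 lower. In the interaction tests, the KO effect differed between corpus and cauda fluid for 0 RNAs (282 at an unadjusted p under 0.05). Further, the median log2 fold change of tRFs, cauda epididymal fluid, was 0.018 in place of -0.083.

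With rRNA repeats, tRNA gene loci and antisense tRNA counts left out of the denominator, the log2 ratio of the rsRNA share of counts, caput epididymis, was -0.066 in place of 0.0058, the log2 ratio of the rsRNA share of counts, corpus epididymal fluid, was 0.021 in place of -0.073.

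With the most counted entry of each rRNA type and of each tRNA anticodon and fragment type (chosen after the data were seen), the number of RNAs called was 0 lower (189 at an unadjusted p under 0.05) and 0 higher (65 at an unadjusted p under 0.05) in the cauda epididymis, 74 lower and 158 higher in the corpus epididymal fluid. As for differences between segments, the KO effect differed between corpus and cauda fluid for 90 RNAs. For the RNA classes, the log2 ratio of the rsRNA share of counts, caput epididymis, was -0.075 in place of 0.0058, the log2 ratio of the rsRNA share of counts, cauda epididymis, was -0.014 in place of 0.024.

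With scaling by library size only, 28 lower and 0 higher RNAs (28 higher at an unadjusted p under 0.05) were called in the cauda epididymis. In the corpus epididymal fluid there were 59 lower and 203 higher. Between segments, the KO effect differed between corpus and cauda fluid for 0 RNAs (412 at an unadjusted p under 0.05). Besides, the log2 fold change of 18S_rRNA, cauda epididymis, was -0.027 in place of 0.55, the log2 fold change of 28S_rRNA_1, cauda epididymis, was -0.32 in place of 0.23, the log2 fold change of 28S_rRNA_2, cauda epididymis, was -0.33 in place of 0.22, the log2 fold change of 5_8S_rRNA, cauda epididymis, was -0.31 in place of 0.34. Among the log2 values, the median log2 fold change of full-length tRNAs, cauda epididymis, was -0.10 in place of 0.62, the median log2 fold change of full-length tRNAs, corpus epididymis, was -0.16 in place of 0.059, the median log2 fold change of rsRNAs, cauda epididymis, was -0.31 in place of 0.14, the median log2 fold change of tRFs, caput epididymal fluid, was 0.029 in place of -0.14. Further, the median log2 fold change of tRFs, cauda epididymal fluid, was 0.15 in place of -0.083, the median log2 fold change of tRFs, corpus epididymis, was -0.24 in place of 0.059.

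Without a filter on low counts, the number of RNAs called was 0 higher (177 at an unadjusted p under 0.05) in the cauda epididymis, 1 higher in the cauda epididymal fluid. In the interaction tests, the KO effect differed between corpus and cauda fluid for 64 RNAs. For the RNA classes, the median log2 fold change of full-length tRNAs, caput epididymis, was 0 in place of 0.10, the median log2 fold change of full-length tRNAs, cauda epididymal fluid, was 0 in place of -0.26, the median log2 fold change of rsRNAs, cauda epididymis, was -0.046 in place of 0.14.

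With the replicate number as a block, the number of RNAs called was 124 lower and 202 higher in the cauda epididymis, 1 higher in the cauda epididymal fluid. As for differences between segments, the KO effect differed between cauda and caput epididymis for 16 RNAs. Besides, the median log2 fold change of tRFs, caput epididymis, was 0.0053 in place of -0.0023.

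With log2 ratios of shares averaged over same-numbered pairs, the log2 ratio of the tRF share of counts, corpus epididymis, was 0.0022 in place of -0.30.

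With tRFs and tRNAs summed by anticodon and fragment type, the number of RNAs called was 44 lower and 0 higher (84 at an unadjusted p under 0.05) in the cauda epididymis, 79 lower in the corpus epididymal fluid, 4 higher in the cauda epididymal fluid. Between segments, the KO effect differed between corpus and cauda fluid for 91 RNAs.

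With each library left out in turn, the numbers of RNAs ran from 0 to 3 for RNAs changed in sperm and in cauda epididymis, from 0 to 35 for calls higher in KO cauda fluid, from 0 to 38 for calls higher in KO cauda epididymis, from 114 to 212 for calls higher in KO corpus fluid, from 0 to 119 for calls higher in KO sperm, from 0 to 19 for calls lower in KO cauda fluid, from 19 to 39 for calls lower in KO cauda epididymis, from 37 to 128 for calls lower in KO corpus fluid, from 0 to 207 for calls lower in KO sperm, from 0 to 2 for RNAs lower in sperm and in cauda epididymis, from 0 to 13 for RNAs whose KO effect differs between cauda and caput epididymis and from 0 to 192 for RNAs whose KO effect differs between corpus and cauda fluid. The log2 values then ran from -0.020 to 0.80 for 18S_rRNA in cauda epididymis, from -0.29 to 0.46 for 28S_rRNA_1 in cauda epididymis, from -0.31 to 0.47 for 28S_rRNA_2 in cauda epididymis, from -0.23 to 0.57 for 5_8S_rRNA in cauda epididymis, from -0.18 to 0.34 for the median of full-length tRNAs in caput epididymis and from -1.75 to 1.53 for the median of full-length tRNAs in cauda fluid. They ran from -0.21 to 0.69 for the median of full-length tRNAs in corpus epididymis, from -0.0039 to 0.55 for the median of miRNAs in sperm, from -0.094 to 0.17 for the median of rsRNAs in cauda epididymis, from -0.30 to 0.10 for the median of tRFs in caput fluid, from -0.20 to 0.12 for the median of tRFs in caput epididymis and from -0.31 to 0.13 for the median of tRFs in cauda fluid. They ran from -0.12 to 0.18 for the median of tRFs in corpus epididymis, from -0.0067 to 0.023 for rsRNA share in caput epididymis, from -0.045 to 0.35 for rsRNA share in cauda fluid, from -0.0017 to 0.055 for rsRNA share in cauda epididymis, from -0.20 to 0.046 for rsRNA share in corpus fluid and from -0.45 to 0.040 for tRF share in caput epididymis. They ran from -0.096 to 0.012 for tRF share in cauda fluid and from -0.069 to 0.0078 for tRF share in corpus fluid.

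Of the log2 fold changes of single RNAs and the counts of tRFs and rsRNAs not given above, 543 comparisons between an alternative and the main analysis were the same in direction and call, 103 counts moved, 37 fold changes were weaker and 16 stronger. In the analyses that each left out 1 library, 243 were the same, 26 moved, 22 were weaker and 3 stronger.

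The replicate numbers of the WT and KO libraries come from the sample titles, and no record of mice, litters or days ties a WT library to the KO library of the same number. The numbers that end the library names run by replicate in the tissue, with WT and KO of a replicate next to each other. In the fluid and sperm they run by genotype. What these numbers stand for is not stated. The mean correlation of the deviations of same-numbered WT and KO libraries was 0.06 in corpus epididymis, 0.04 in sperm, -0.09 in caput fluid and 0.06 in corpus fluid. In the caput and cauda epididymis and the cauda fluid it was further from 0. In the cauda epididymis, where the block gave more calls, it was 0.383, which is consistent with differences between replicate numbers shared by WT and KO.

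Exchanging the genotypes of same-numbered WT and KO libraries gave 4 splits for each comparison with 3 pairs, the real one included, and 8 for sperm, so that the share of splits with as many calls could not fall under 0.05 for these comparisons. Splits that part fewer of the same-numbered pairs were not counted, since differences between replicate numbers would then enter the comparison. In the cauda epididymis 1 of the 4 splits gave as many lower RNAs and 1 as many higher RNAs as the real split. In the corpus fluid it was also 1 of 4 splits for lower and 1 for higher RNAs. Where no RNA was called, each split gave as many by necessity, 4 of 4 for lower and for higher RNAs in caput epididymis, caput fluid and cauda fluid, and 8 of 8 in sperm and for each of the 3 overlaps with sperm. In sperm, the split that exchanged replicate 4 called 48 RNAs with edgeR against 0 for the real split (434 at an unadjusted p under 0.05), so a model that calls no RNA for the genotypes calls some when WT and KO replicate 4 change places. For the difference between cauda and caput epididymis, each of the 32 splits gave at least as many RNAs as the real one, which gave 0 (211 at an unadjusted p under 0.05).

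Depth limits the corpus fluid and sperm. With each fluid library thinned to 1948718 counts, 275 of the 399 RNAs called in corpus fluid were still tested. Of these 275, 211, or 76.7%, were still called, and all 275 kept their direction. Unequal depth was thus not needed for the 211 calls, although the RNAs were chosen for this difference. For the RNAs no longer tested, the part of lower depth of the KO libraries cannot be judged. In sperm, DESeq2 gave 140 RNAs at an adjusted p under 0.05 for the genotypes, and 120 when the same 8 libraries were split into deep and shallow ones. The split by depth differs from the genotypes only in WT replicate 1 and KO replicate 4, so its calls could still follow from the genotypes, and the 120 cannot tell these apart. Of the 16 exchanges of 1 WT with 1 KO library, the split by depth included, 4 gave 120 RNAs or more, a number that was to count against depth. The other 3 moved WT replicate 4, the library with a low tRF level, in exchange for KO replicates 1, 2 and 3, and gave 246, 336 and 167 RNAs, of which 96, 110 and 97 were among the 140, so this number follows that library and says nothing about depth. Each of the 8 exchanges of WT replicate 2 or 3 gave 0 RNAs (from 47 to 121 at an unadjusted p under 0.05). Of the 8 splits that exchanged same-numbered libraries, the real one included, 1 gave as many as 140, and the split that exchanged replicate 4 gave 103. A closer test of depth kept 1 deep and 3 shallow libraries in the first group. Of these 16 splits, the real one included, 1 gave as many as 140 RNAs, and the others gave from 0 to 103 (from 106 to 492 at an unadjusted p under 0.05). The number of calls was thus largest for the real genotypes at equal depths of the groups, but with 16 splits the share could not fall under 0.05, so the DESeq2 calls in sperm cannot be told apart from a chance split of the libraries at these depths. With genotype permuted only within deep and within shallow libraries, the tRF share had a 2-sided exact permutation p of 0.25, where the smallest possible over 16 arrangements is 0.125. Full-length tRNAs did not pass the filter on low counts in sperm, and their median there was not computed under the alternatives without this filter either. The corpus epididymis without either KO library has 1 KO library, for which no calls were made.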

Differences from the paper's values

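In the caput epididymis, the paper's numbers of changed RNAs were about 14 lower and about 10 higher in Fig. S4B, read by eye, and here 0 and 0 were called (23 lower and 11 higher at an unadjusted p under 0.05). Its higher tRFs were about 2 and its lower rsRNAs about 9 in Fig. S4B, read by eye, against 0 and 0 here (4 and 11 at an unadjusted p under 0.05). With DESeq2, betaPrior and an unadjusted p under 0.05, a setting chosen after seeing the values, the numbers were 14, 10, 2 and 9. None of the alternatives set before the data were examined came within 1.5 times of these 4 numbers. For the volcano plots, here and below, the counts in brackets carry no cut on the fold change, unlike the paper's numbers. With a log2 fold change over 1 added, chosen after seeing the values, edgeR gave 14 lower and 10 higher RNAs here. It gave 248 and 8 in corpus and 148 and 218 in cauda epididymis, and 233 and 126 in sperm. In caput, corpus and cauda fluid it gave 86 and 93, 195 and 426, and 33 and 117.

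In the corpus epididymis, the paper had about 290 lower and about 8 higher RNAs in Fig. S4C, read by eye, and here 0 and 0 were called (252 and 27 at an unadjusted p under 0.05). For tRFs it had about 7 lower and about 2 higher in Fig. S4C, read by eye, against 0 and 0 (2 and 20 at an unadjusted p under 0.05), and for rsRNAs about 64 lower and about 2 higher, against 0 and 0 (63 and 3 at an unadjusted p under 0.05). DESeq2 with betaPrior and an unadjusted p under 0.05 was chosen after seeing the values, and with it there were 292 lower and 8 higher RNAs, 7 lower tRFs, and 64 lower and 2 higher rsRNAs. None of the alternatives set before the data were examined closed the gap for these 6 numbers. For the higher tRFs, DESeq2 with betaPrior at an unadjusted p gave 1, and an unadjusted p under 0.05 with a log2 fold change over 1, also chosen after seeing the values, gave 2 in edgeR and 2 in DESeq2 default.

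In the cauda epididymis, the paper had about 210 lower and about 180 higher RNAs in Fig. 5B, read by eye, against 29 and 1 here. For tRFs it had about 100 lower and about 20 higher in Fig. 5B, read by eye, against 3 and 0 (19 higher at an unadjusted p under 0.05), and for rsRNAs about 61 lower and about 9 higher, against 20 and 0 (26 higher at an unadjusted p under 0.05). Of the alternatives set before the data were examined, the replicate block was within 1.5 times for the higher RNAs (202), the lower and higher tRFs (69 and 17) and the higher rsRNAs (7), and the others were not within it for any of the 6 numbers. DESeq2 with a replicate block, chosen after seeing the values, gave 170 lower and 184 higher RNAs, 103 and 16 tRFs, and 44 and 6 rsRNAs. An unadjusted p under 0.05 in DESeq2 with betaPrior was chosen after seeing the values, and with it there were 211 and 176 RNAs, 101 and 18 tRFs, and 61 and 9 rsRNAs.

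In sperm, the paper had about 360 lower and about 35 higher RNAs in Fig. 7B, read by eye, against 0 and 0 here (235 and 199 at an unadjusted p under 0.05). For tRFs it had about 220 lower and about 1 higher in Fig. 7B, read by eye, against 0 and 0 (154 and 5 at an unadjusted p under 0.05), and for rsRNAs about 38 lower and about 21 higher, against 0 and 0 (22 and 108 at an unadjusted p under 0.05). With DESeq2, betaPrior and an unadjusted p under 0.05, a setting chosen after seeing the values, there were 364 and 35 RNAs, 213 and 1 tRFs, and 38 and 21 rsRNAs. None of the alternatives set before the data were examined and run on all libraries closed the gap for these 6 numbers. Leaving out 1 library gave up to 159 lower tRFs, which is within 1.5 times of the paper's number.

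In the caput fluid, the paper had about 59 lower and about 130 higher RNAs in Fig. S6A, read by eye, against 0 and 0 here (104 and 110 at an unadjusted p under 0.05). For tRFs it had about 48 lower and about 24 higher in Fig. S6A, read by eye, against 0 and 0 (69 and 5 at an unadjusted p under 0.05), and for rsRNAs about 2 lower and about 2 higher, against 0 and 0 (5 and 1 at an unadjusted p under 0.05). DESeq2 with betaPrior and an unadjusted p under 0.05 was chosen after seeing the values, and with it there were 59 lower and 126 higher RNAs, 48 lower tRFs, and 2 lower and 2 higher rsRNAs. DESeq2 with 2 groups only, chosen after seeing the values, gave 68 lower RNAs and 50 lower tRFs. None of the alternatives set before the data were examined closed the gap for these 6 numbers. For the higher tRFs, DESeq2 with betaPrior at an unadjusted p gave 9, and an unadjusted p under 0.05 with a log2 fold change over 1, also chosen after seeing the values, gave 18 with library size only.

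In the corpus fluid, the paper had about 220 lower and about 450 higher RNAs in Fig. 6B, read by eye, against 126 and 273 here. For higher tRFs it had about 16 in Fig. 6B, read by eye, against 0 (5 at an unadjusted p under 0.05), and for lower rsRNAs about 38, against 9. Of the alternatives set before the data were examined, DESeq2 default was within 1.5 times for lower (163) and higher RNAs (302), as was DESeq2 with betaPrior (158 and 305), and the others were not, nor was any of them for tRFs or rsRNAs. DESeq2 with a replicate block, chosen after seeing the values, gave 174 lower RNAs and 28 lower rsRNAs, and DESeq2 with 2 groups only, also chosen after seeing the values, gave 170 lower RNAs. An unadjusted p under 0.05 in DESeq2 with betaPrior was chosen after seeing the values, and with it there were 222 lower and 449 higher RNAs and 38 lower rsRNAs. The higher tRFs came within 1.5 times under no alternative run.

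In the cauda fluid, the paper had about 51 lower and about 95 higher RNAs in Fig. S6B, read by eye, against 0 and 0 here (57 and 131 at an unadjusted p under 0.05). For tRFs it had about 24 lower and about 28 higher in Fig. S6B, read by eye, against 0 and 0 (35 and 47 at an unadjusted p under 0.05), and for rsRNAs about 6 lower and about 19 higher, against 0 and 0 (5 and 26 at an unadjusted p under 0.05). With DESeq2, betaPrior and an unadjusted p under 0.05, a setting chosen after seeing the values, there were 51 and 95 RNAs, 24 and 28 tRFs, and 6 and 19 rsRNAs. None of the alternatives set before the data were examined closed the gap for these 6 numbers.

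For the overlaps, the paper's text gives 470 RNAs changed and 391 lower in KO sperm, against 0 and 0 here (434 and 235 at an unadjusted p under 0.05). It gives 93 that also changed in the cauda epididymis, 88 that were lower in both, and 19 that also changed in the cauda fluid, against 0, 0 and 0 here (69, 47 and 31 at an unadjusted p under 0.05). DESeq2 with betaPrior and an unadjusted p under 0.05 was chosen after seeing the values, and with it there were 470 and 391 RNAs in sperm, 103 shared with the cauda epididymis, 93 of them in the same direction, 88 lower in both, and 47 shared with the cauda fluid, 19 of them in the same direction. None of the alternatives set before the data were examined and run on all libraries closed the gap for these 5 numbers. Without WT sperm replicate 4, 207 RNAs were called lower and 119 higher, which together come within 1.5 times of the 470 changed RNAs.

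The KO to WT ratio of the mean normalized counts of Rny3 in the caput fluid was about 3.8 in Fig. S6D, read by eye as the paper's value, and 1.19 here. It was 1.23 with DESeq2 size factors, 1.36 with library size only, 1.04 with TMM factors from RNAs other than tRFs, tRNAs and rsRNAs and 1.31 without a filter on low counts, and none of these 4 alternatives set before the data were examined closed the gap. The ratio was not computed under the other alternatives. In the corpus fluid the ratio was 4.11, and 3.87 with DESeq2 size factors. In the cauda fluid it was 5.56. The section entries of the caput fluid libraries name the cauda, and which segment the figure's values come from cannot be checked from the counts.

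In the heatmaps, the paper shows tRFs that it calls changed. Of the 40 in Fig. 5G, 3 were called here, 30 with DESeq2 default and 30 with betaPrior, and 28 with the replicate block. Of the 40 in Fig. 7G, 0 were called here, with 33 at an unadjusted p under 0.05, and 40 with DESeq2 default and with betaPrior. Of the 39 read from Fig. 6D, all were called in the corpus fluid. In the caput fluid 0 were called, with 34 at an unadjusted p under 0.05, and 2 with DESeq2 default and with betaPrior.

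Some directions and rankings also differed, in part between unlike measures. The paper states that the share of rsRNA reads was lower in KO than in WT cauda epididymis, and the log2 ratio of the share of counts was 0.024. The paper's shares used a single mapping per read, whereas the counts add a read to each feature it matched equally well. With the most counted entry of each rRNA type and of each anticodon and fragment type, the ratio was -0.014. Whether the paper's measure would differ in direction cannot be told from the counts. The paper states that the leading tRFs of the corpus fluid were lower in the KO fluid of all segments, and in the cauda fluid 14 of these 39 tRFs were higher. Of the 39, 2 had an unadjusted p under 0.05 there (edgeR's test), and both were lower. The 14 came from Tyr-GTA, Trp-CCA, Thr-AGT, Val-TAC and Arg-TCG only. Isodecoders share reads, so the 39 are not independent. The paper describes lower tRFs in the caput and corpus epididymis, where the median log2 fold change over 606 tRFs was -0.0023 and 0.059 and 0 tRFs were called, with 1 lower and 4 higher in the caput and 2 lower and 20 higher in the corpus at an unadjusted p under 0.05. The paper ranks rsRNAs and tRFs as the most abundant classes in sperm, again from a single mapping per read. In WT sperm tRFs took 5.47% and snRNAs 4.94% of the counts, in the order that the paper gives. In KO sperm snRNAs took 6.04% and tRFs 3.24%. With the most counted entry per rRNA type and per anticodon and fragment type, the WT order turned, with tRFs at 6.26% and snRNAs at 14.4%.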

Other observations

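Of the tests in this part, the one of near-identical rRNA copies was set out before its result was seen, and those of the numbers in the paper's figures and text were chosen only after the result was seen.

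The 20 rsRNAs called lower in KO cauda epididymis were 28S rRNA repeats and took 0.776% of the WT cauda counts. Reads counted on several near-identical rRNA copies are a candidate explanation of their number. The median correlation of log2 CPM over the libraries was 0.983 among the 190 pairs of these repeats, against 0.113 among all rsRNAs tested. Repeats that pass the same test for the same change would also be correlated to some degree, so the 20 calls may stand for fewer separate changes, and how many cannot be told from the counts. Whether the decrease itself is biological was not tested here.

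The numbers of RNAs in the paper's volcano plots are consistent with unadjusted p-values in place of adjusted ones. With DESeq2, a prior on the fold changes (betaPrior) and an unadjusted p under 0.05, the numbers of lower and higher RNAs equalled those in the figures to 2 digits for 14 of 14. With adjusted p-values as stated, the same model equalled 0 of 14. With unadjusted p-values in place of adjusted ones, the totals for sperm, 470 changed and 391 lower, equalled those in the text. Of the 3 numbers of shared RNAs in the text, 1 was equal (88 lower in both) when RNAs shared in either direction were counted, with 103 in place of 93 and 47 in place of 19. When RNAs that changed in the same direction were counted, a restriction that the text does not state and that was chosen after the numbers were seen, 3 of 3 were equal. The figure values were read by eye, and the procedure that the authors ran is not known from the counts, so another procedure that gives the same numbers cannot be ruled out. No biological explanation was tested, since the pattern concerns thresholds.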
